# An intersegmental single-cell profile reveals aortic heterogeneity and identifies a novel Malat1^+^ vascular smooth muscle subtype involved in abdominal aortic aneurysm formation

**DOI:** 10.1038/s41392-022-00943-x

**Published:** 2022-04-27

**Authors:** Liwen Yu, Jie Zhang, Amy Gao, Meng Zhang, Zunzhe Wang, Fangpu Yu, Xiaobin Guo, Guohai Su, Yun Zhang, Meng Zhang, Cheng Zhang

**Keywords:** Cell biology, Cardiovascular diseases

## Abstract

The developmental origin, anatomical location, and other factors contribute to aortic heterogeneity in a physiological state. On this basis, vascular diseases occur at different ratios based on position specificity, even with the same risk factor. However, the continuous intersegmental aortic profile has been rarely reported at the single-cell level. To reveal aortic heterogeneity, we identified 15 cell subtypes from five continuous aortic segments by marker genes and functional definitions. The EC1 subtype highly expressed *Vcam1* and *Scarb2* genes in the aortic arch, which were reported to be associated with atherosclerosis. The newly identified Fbn1^+^ fibroblasts were found highly expressed in thoracic segments. More importantly, vascular smooth muscle cells (VSMCs) demonstrated a novel composition in which VSMC 4 marked with the gene *Malat1* were mainly distributed in the abdominal segment. *Malat1* knockout reduced MMPs and inflammatory factor production induced by Ang II in smooth muscle cells, and the Malat1 inhibitor exerted preventive, inhibitory, and reversing effects on AngII-induced abdominal aortic aneurysm (AAA) in vivo revealed by a series of animal experiments. Single-cell analysis of AngII-induced AAA tissues treated with or without the inhibitor further clarified the key role of Malat1^+^VSMC in the occurrence and progression of AAA. In summary, segmental gene expression and cell subtype features in normal aorta associated with different vascular diseases might provide potential therapeutic targets.

## Introduction

The aorta serves as an elastic pipeline transforming the heart output with high pressure into flow with moderate fluctuations.^1^ The unique embryological basis^2–4^ and hemodynamic features^5^ of the aorta create its microenvironment and heterogeneity, in which aortic segments show region-specific diversity. Under pathological conditions, the atherosclerotic lesions at the aortic arch appear earlier and more severe than at other positions.^6^ Abdominal aortic aneurysm is one of the most severe vascular diseases with a high incidence and mortality but low control rate.^7^ The most typical and generally accepted animal model of AAA is the AngII-induced model, which mimics most human AAA features.^8^ However, more than 95% of this model with AngII infusion throughout the body can only cause aneurysms in the abdominal aorta (Supplementary Fig. S2a). These phenomena suggest that the intrinsic gene expression and cell subtypes in consecutive healthy vessel segments are discrepant and that different segments perform with different sensitivity to specific risk factors.

In previous studies, when constructing the single-cell landscape of all major organs in humans or mice,^9,10^ the aorta was often ignored as a small part of the complicated organ system. The primary single-cell analysis of the normal aorta provided a basic transcriptome, in which Vcam1^+^ endothelial cells were well documented in 2019 by Kalluri et al. showing their anatomical location in the aortic root.^11^ Most studies concentrated on endothelial cells^12,13^ and neglected the main structural cell type, VSMCs. Although recent studies of aortic diseases performed by single-cell RNA sequencing (scRNA-seq) have emerged, they ignored the different incidence of positions.^14,15^ Notably, regarding regional heterogeneity, the single-cell atlas of the aorta has rarely been reported in normal conditions.

To explain the aortic spatial heterogeneity, we used scRNA-seq to generate a comprehensive profile of the full-length aortic segments. This study showed that the EC1 subtype highly expressed *Vcam1 and Scarb2* genes in the aortic arch, which are reported to be associated with atherosclerosis. Two fibroblast subclusters showed specific differentially expressed genes with opposite functions in extracellular matrix metabolism, in which new Fibrillin 1^+^ (Fbn1^+^) cells mainly colocalized with fibroblast 1 and highly expressed in thoracic segments. A novel compositional system of VSMC subpopulations was identified instead of the traditional contractile and secretory types involved in pathological vascular remodeling.^16^ A special VSMC subtype marked with Malat1 was central in the healthy abdominal aorta.

Previous studies of *Malat1* have focused on cancer research, particularly with respect to breast cancer invasion and metastasis.^17^ In cardiovascular studies, it has been reported that *Malat1* might play roles in stenotic vascular diseases and intracranial aneurysm.^18,19^ Until now, none of the existing studies had revealed the role of *Malat1* in classic AngII-induced AAA model. The present study provides a new perception and research direction for aortic diseases from the perspective of a normal segmental aortic transcriptome at the single-cell level. Through single-cell sequencing technology and molecular biology experiments, we revealed that Malat1^+^ VSMCs, with a high degree of specificity in the normal abdominal aorta segment, might be an important mediator of AAA susceptibility induced by AngII. Then, based on a series of animal model experiments, we explored the preventive, inhibitory, and reversing effect of a *Malat1* inhibitor, which provided a novel therapeutic strategy for clinical AAA treatment. Finally, we verified these conclusions once again by single-cell analysis to confirm the dominant status of Malat1^+^ VSMCs and evaluated the inhibitor effect at the single-cell level.

## Results

### Single-cell transcriptome atlas of the aorta by simulating spatial distribution

To reveal the heterogeneity of the aorta originating from the aortic root to the arteria iliaca communis, we applied scRNA-seq to derive a detailed transcriptome of aortic cells from five male wild-type C57BL/6 mice (Fig. 1a). Considering the anatomical landmark differences between humans and mice, we divided the aorta into five segments, aortic arch (AOAR), thoracic aorta 1 (TA1), thoracic aorta 2 (TA2), abdominal aorta 1 (AA1), and abdominal aorta 2 (AA2), all with complete and clear elastin structures (Fig. 1a, b). 

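Single-cell RNA sequencing captures each cell in a droplet with a barcoded bead, and a unique molecular identifier (UMI) marks each captured RNA molecule, so that a count is a count of molecules. One library was made from the cell suspension of each segment, AOAR, TA1, TA2, AA1 and AA2, taken from 5 male mice of 12 weeks. That the aortas of the mice were pooled within a segment follows from the number of suspensions and is not stated in words. The authors' matrix holds raw UMI counts of 55450 genes from Cell Ranger (version 3.1.0 in its header), without normalization. The genome build is not given in the sources used here, so no gene positions are reported. The libraries held 33856511 UMIs in AOAR, 13209259 in TA1, 16062838 in TA2, 23786269 in AA1 and 18019628 in AA2. Barcodes outside the limits of the paper's methods are still in the matrix, so cells were kept from 700 to 15000 UMIs and at most 25% mitochondrial UMIs. Doublets, which are droplets with more than 1 cell, were scored in each library with Scrublet in place of the tool the methods name, and the highest-scoring cells were removed. The cells of all libraries were clustered together on 2000 variable genes, 20 principal components and 20 neighbours with the Leiden method at resolution 0.8. Clusters were named from the marker genes the paper lists, and a name such as VSMC 2-like means only that those markers are highest there. The 14 genes read out at the claims, among them Malat1, Vim, Vcam1 and Fbn1, were left out of the clustering and the naming. Expression was the sum of the raw counts of a gene over the cells of a cluster in a segment, scaled by the total UMIs of those cells to CPM (per 1000000 UMIs). Because each segment is 1 library, there are no replicates, no test between segments can be made, and a segment cannot be told apart from its library. Intervals in parentheses are exact 95% intervals, Poisson for counts and Clopper-Pearson for shares, and cover counting error only.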

After digestion with enzymes, five cell suspensions with stringent quality control (Supplementary Fig. S1) were sequenced using a 10X genomics system. We obtained 26,257 cells in all and 5250 cells of each segment on average, consistently distributed in the t-SNE plot (Fig. 1a). 

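The matrix held 6354 barcodes in AOAR, 3366 in TA1, 4277 in TA2, 6358 in AA1 and 5902 in AA2, a mean of 5251.4 per segment and 26257 in all. Of these, 2717 exceeded the mitochondrial limit, 2371 held too few UMIs and 200 held too many. The limits left 21790 cells, 83.0% of the barcodes. Doublet removal took out a further 791 cells, and 4751 cells of AOAR, 2904 of TA1, 3578 of TA2, 4991 of AA1 and 4775 of AA2 remained, 20999 in total. The legend of Supplementary Fig. S1 gives other limits, at most 20000 UMIs and at least 500 genes, under which 20323 cells were left before doublets were removed.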

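Depth differed between the libraries. Before any filter, the median cell held 4968 UMIs in AOAR, 3619.5 in TA1, 3800 in TA2, 3472 in AA1 and 1921.5 in AA2. The median number of genes with a UMI was 1946.5 in AOAR, 1449 in TA1, 1516 in TA2, 1446 in AA1 and 874 in AA2, and 1458 over all barcodes. Among the cells kept for clustering, the median number of UMIs ranged from 2683 in AA2 to 5870 in AOAR, and the median number of genes over all of them was 1641. The counts are of UMIs, so that a depth in reads per cell cannot be read from them.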

All aortic cells were sequenced at a high sequencing depth (60,470 reads per cell), and nearly 1600 genes were detected per cell. 

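Clustering of the 20999 cells gave 19 clusters. The number followed the resolution most, with 14 clusters at a resolution of 0.5 and 20 at 1.2.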

We obtained 17 clusters of cells from five aortic segments (Supplementary Fig. S2b).

**Fig. 1:**
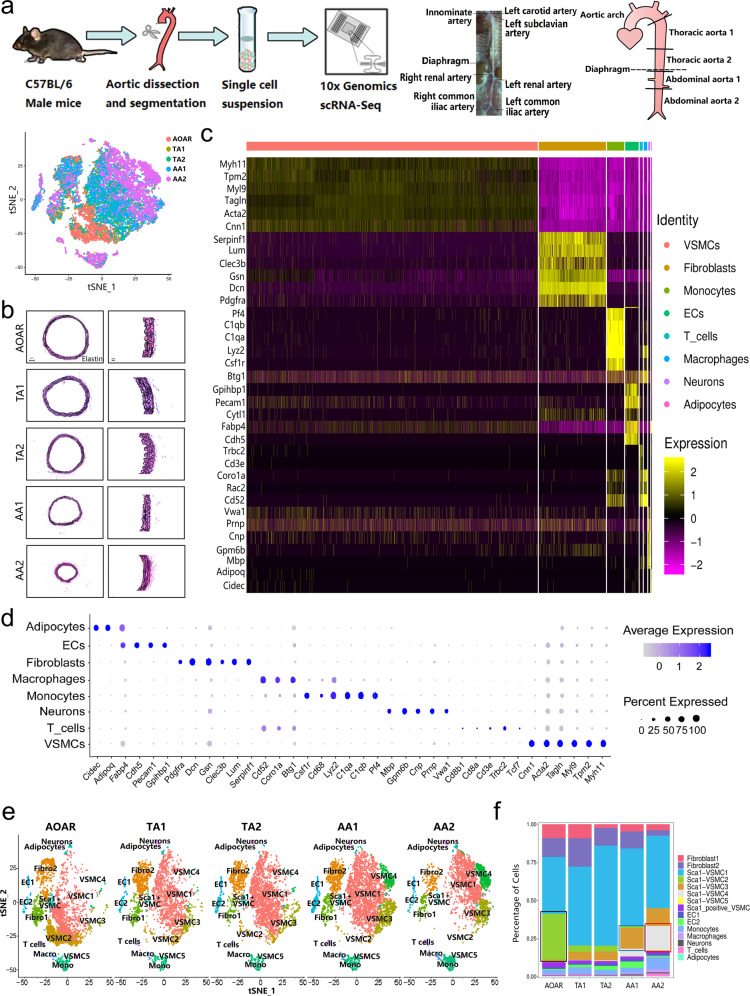
Profiling of different aortic segments using scRNA-seq. **a** Experimental procedure for five consecutive aortic segments. Full-length aortas were separated from five C57BL/6 male mice at 12 weeks and dissected into five segments based on the anatomical landmarks. Different aortic segments were digested with the same dissociation program to obtain single-cell suspensions for sequencing with 10X Genomics. **b** Elastin staining of five segments showed the complete structure of the aorta with decreased diameter. **c** The heatmap showed top marker genes to identify all aortic cells into eight types. The order of marker genes was in accordance with the order of cell types. **d** A dot plot indicated the relative expression of marker genes in the distinct cell population. The dot size reflects the percentage of cells expressing the selected gene in each population. **e** The distribution of all subtypes in different segments was manifested by the t-SNE plot. **f** The proportion of special subclusters showed significant variation among five aortic sections, especially VSMC 2, 3, and 4. EC endothelial cell, VSMC vascular smooth muscle cell, Fibro fibroblast, Macro macrophage, Mono monocyte

All aortic cells were defined by eight types shown by the heatmap and the dot plot (Fig. 1c, d). 

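Of the clusters, 17 were given a type name, and all 8 type names were found. Fibroblasts-like cells made up 17.6% (17.1 to 18.1) of the cells, monocytes-like cells 4.37% (4.09 to 4.65) and ECs-like cells 3.08% (2.85 to 3.32). Macrophages-like cells made up 0.890%, T cells-like 0.771%, neurons-like 0.600% and adipocytes-like 0.157%. The macrophages-like cluster was led by Lyz1, Retnla and class II antigen genes. A cluster of 388 cells led by haemoglobin genes and a cluster of 75 cells led by S100a8 and S100a9 stayed without a name.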

The top markers could be identified based on genome alignment (Supplementary Table S2) with CellRanger involving classic marker genes,^11^ such as *Pecam1*, *Cdh5* for ECs, *Myh11*, *Tagln* for VSMCs, *Pdgfra*, *Gsn* for fibroblasts, *C1qa*, *Pf4* for monocytes, and *Cd3e*, *Trbc2* for T cells, among others. 

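VSMCs-like cells formed 8 clusters with 14776 cells, 70.4% (69.7 to 71.0) of all cells kept. Their share was 69.9% in AOAR, 59.7% in TA1, 75.04% in TA2, 70.3% in AA1 and 73.9% in AA2. It moved most when only cells of at least 1500 UMIs were clustered, to 76.7%.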

VSMCs were the main component of the aortic wall in the structure (Supplementary Fig. 2b, c). The distribution ratio of different subtypes varied from segment to segment, particularly the VSMCs. Three specific subtypes of VSMCs demonstrated a continuous increasing or decreasing trend in terms of the ratio and number. 

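Among the VSMCs of a segment, the share of VSMC 2-like cells was 77.3% (75.8 to 78.7) in AOAR, 17.6% in TA1, 19.6% in TA2, 11.4% in AA1 and 2.18% (1.73 to 2.72) in AA2. VSMC 3-like cells made up 0.211% of the VSMCs in AOAR, 2.25% in TA1, 1.15% in TA2, 9.72% in AA1 and 10.3% (9.31 to 11.3) in AA2. The share of VSMC 4-like cells was 2.11% (1.65 to 2.66) in AOAR, 0.808% in TA1, 0.186% in TA2, 10.6% in AA1 and 26.3% (24.8 to 27.8) in AA2. The distribution of VSMC 3-like cells depended most on the settings. Of these cells, 90.1% (87.8 to 92.1) came from AA1 and AA2, against 17.0% when 30 principal components were used.

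**Figure D1:**
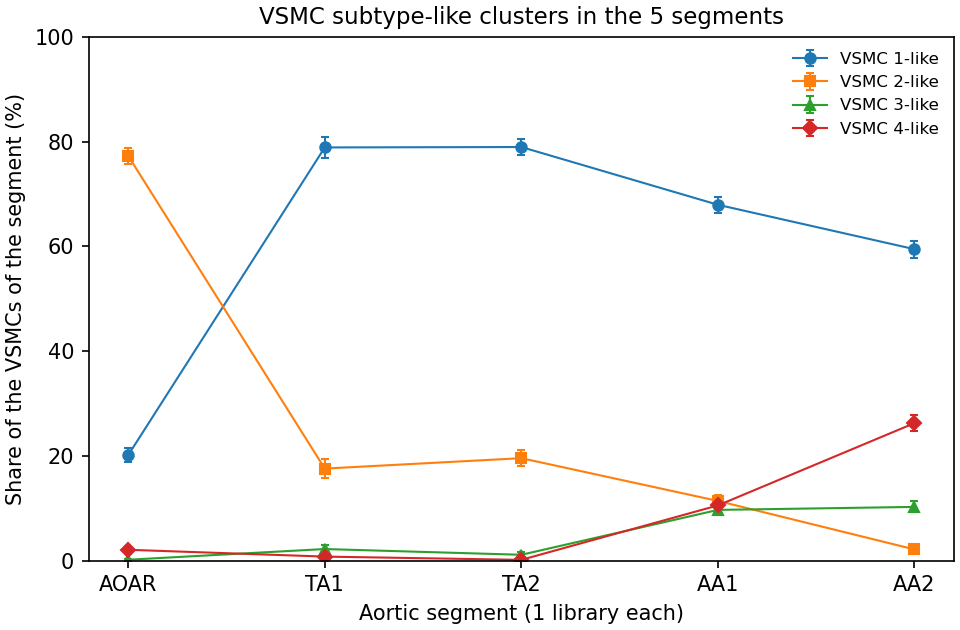
Share of VSMC 1-like to VSMC 4-like cells among the VSMCs of each segment, in percent, against the aortic segment. Points are 1 library each and error bars are exact 95% intervals for counting error only. The VSMC 2-like share is highest in AOAR (77.3%) and the VSMC 4-like share in AA2 (26.3%).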

VSMC 2 gathered at the AOAR section, whereas VSMCs 3 and 4 were predominant on the abdominal part (Fig. 1e, f and Supplementary Fig. S2d).

### ECs and fibroblasts showed segmental differentially expressed genes but no distribution difference

As the first barrier of the aortic lumen, ECs are inseparable from substance exchange^20^ and adjacent to injury sites during the initial damage response.^21^ 

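The ECs-like cells fell into an EC1-like cluster of 208 cells and an EC2-like cluster of 439 cells. Genes that led the EC1-like cluster included Ccl21a and Mmrn1, which mark lymphatic ECs, beside Vwf and Bmx. Vcam1 (ENSMUSG00000027962), which took no part in the clustering, reached 753 CPM in EC1-like cells from 424 UMIs and 6.08 CPM in EC2-like cells from 7 UMIs. The log2 ratio was 6.95 (5.90 to 8.28).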

ECs were identified as EC1 and 2 based on relatively highly expressed genes, such as *Vcam1* and *Ace* for EC1, *Cd36,* and *Lpl* for EC 2 (Supplementary Fig. S3a). Functional enrichment analysis showed that EC1 was enriched in hemodynamic pathways reflected by the marker genes *Bmx* and *Ctsh* (Supplementary Fig. S3b, c). In addition to lipid metabolism, EC 2 manifested more activity in the series of Ras signaling pathways (Supplementary Fig. S3c). However, the distribution of EC1 and 2 showed no difference among the five segments (Fig. 2a).

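EC1-like cells made up 32.1% (28.6 to 35.9) of the ECs, or 27.5% when the ECs were clustered alone, the planned setting that moved the share most. Per segment, the share was 52.3% (41.3 to 63.2) of 86 ECs in AOAR, 25.3% (16.0 to 36.7) of 75 in TA1 and 31.2% (23.7 to 39.5) of 141 in TA2. In the abdominal segments it was 17.9% (13.4 to 23.2) of 251 ECs in AA1 and 58.5% (47.9 to 68.6) of 94 in AA2. The difference between AA1 and AA2 was larger than the counting error. Lymphatic genes were among the leading genes of the EC1-like cluster. The share of lymphatic ECs in it was not measured by segment and may contribute.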

**Fig. 2:**
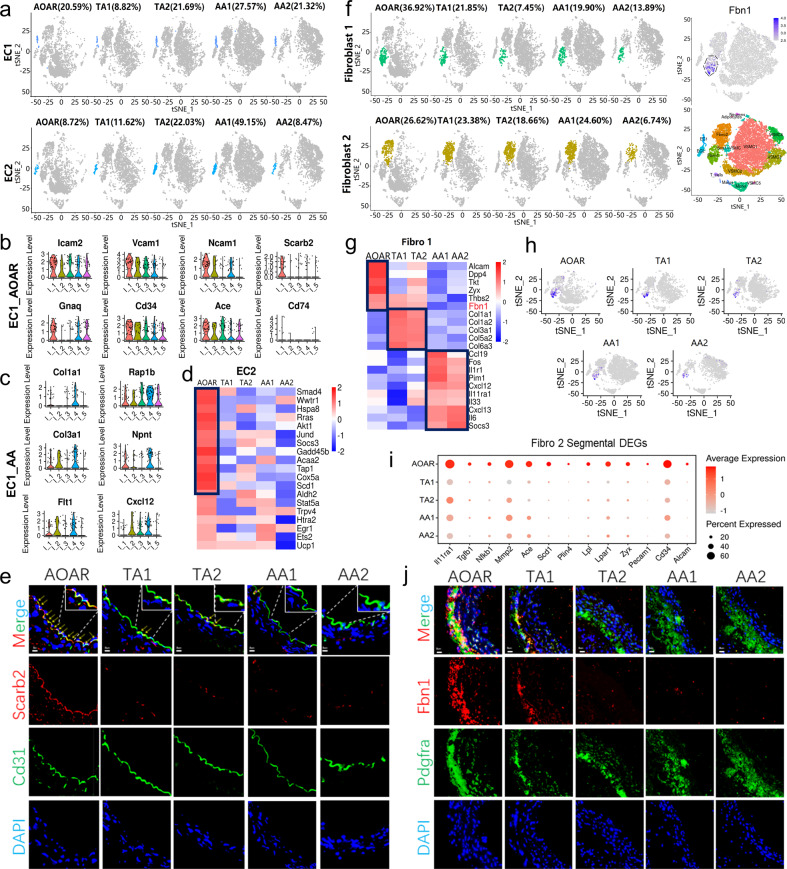
Segmental DEGs in EC and fibroblast subtypes without differences in the ratio of distribution. **a** The t-SNE suggested the proportion of EC subtypes among five segments without significant differences (*P* > 0.05). **b**, **c** The enriched genes of EC1 with high expression mainly focused on the AOAR and AA1 segments, including focal adhesion genes, such as *Vcam1* and *Icam2* in AOAR and ECM metabolism genes, such as *Col3a1*. I_1, I_2, I_3, I_4, and I_5 in X axes represented AOAR, TA2, TA2, AA1, and AA2, respectively. **d** The highly expressed genes of EC 2 were only enriched in AOAR including *Smad4* and *Scd1*, among others. **e** Verification of *Scarb2* expression in ECs across five segments showed that the expression of *Scarb2* was enriched in the AOAR portion by immunofluorescent localization. The arrows and the partially enlarged images were used to indicate the expression of *Scarb2* in ECs. Scale bar = 5 μm. **f** The distribution of two fibroblast subtypes across five segments was shown by t-SNE without a statistical difference (*P* > 0.05). The feature plots showed that the Fbn1^+^ cells colocalized with fibroblast 1 when compared to that with all the cell types. **g** Segmental gene heatmap of Fibro1 with a significant spatial difference. The collagen-related genes *Col1a1* and *Col3a1* were highly expressed in TA segments, whereas inflammation factors *Il1r1* and *Il6* showed higher expression in AA segments. **h** Regarding spatial distribution, Fbn1^+^ cells were mainly distributed in the thoracic part of the aorta, particularly in the first section, the AOAR. **i** The Fibro 2 expressed specific differential genes mainly focused in the AOAR portion, such as *Tgfb1* and *Mmp2*. **J** Immunofluorescence staining showed that the expression of *Fbn1* was high in the thoracic aorta, particularly in the aortic arch. Scale bar = 5 μm. Each experiment was repeated independently for a minimum of three times

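In EC1-like cells, Vcam1 fell from 1358 CPM (1182 to 1553) in AOAR to 928 in TA1, 649 in TA2, 546 in AA1 and 320 in AA2. AOAR exceeded the other segments together by a log2 ratio of 1.39 (1.10 to 1.67), or 0.82 where ECs were clustered alone, the alternative that moved it most. Scarb2 (ENSMUSG00000029426) reached 153 CPM (98.0 to 228) in AOAR from 24 UMIs, 129 in TA1, 105 in TA2, 78.0 in AA1 and 51.2 in AA2, where each of the 4 later segments held 10 UMIs or fewer. Its log2 ratio was 0.96 (0.13 to 1.77). The direction for Scarb2 changed to −0.38 when every cell was thinned to 1000 UMIs before clustering. For both genes, a share of lymphatic ECs that differs between segments may contribute, as it was not measured.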

Regarding spatial gene expression, *Vcam1* and *Scarb2* in EC1 were highly expressed in the AOAR segment (Fig. 2b). 

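Collagen transcripts were rare in EC1-like cells. Col1a1 (ENSMUSG00000001506) was 52.0 CPM (19.1 to 113) in AA1 from 6 UMIs, 31.9 in AOAR from 5, 20.9 in TA2 from 2 and 19.2 in AA2 from 3. No UMI of Col1a1 was seen in EC1-like cells of TA1, which allows up to 77.3 CPM, so a difference from AA1 was not detectable there. For AA1 against the other segments the log2 ratio was 1.22 (−0.53 to 2.82), within counting error. For Col3a1 (ENSMUSG00000026043), which the legend of Fig. 2c also names, the value in AA1 was 69.3 CPM from 8 UMIs, against 232 in TA1, 96.1 in AA2, 38.2 in AOAR and 31.4 in TA2, and the log2 ratio was −0.09 (−1.42 to 1.05).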

The collagen-associated genes, including *Col1a1*, were enriched in the AA1 segment (Fig. 2c). The differentially expressed genes (DEGs) also reflected the trend in pathways enriched in cell adhesion and antigen processing and presentation in the AOAR segment (Supplementary Fig. S3d). 

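In EC2-like cells, Smad4 (ENSMUSG00000024515) was 32.6 CPM (10.6 to 76.0) in AOAR from 5 UMIs, 56.2 in TA1, 49.02 in TA2, 57.0 in AA1 and 89.0 in AA2. The log2 ratio of AOAR to the other segments was −0.81 (−2.49 to 0.50), so that a difference was not detectable at this depth. The direction for Smad4 changed in 3 settings, to 0.77 after thinning, 0.039 without doublet removal and 0.033 without doublet removal at a resolution of 1.5, the last chosen after seeing the data. Akt1 (ENSMUSG00000001729) was 156 CPM (100.1 to 233) in AOAR from 24 UMIs, 77.2 in TA1, 10.5 in TA2, 26.5 in AA1 and 50.9 in AA2, a log2 ratio of 2.33 (1.50 to 3.15). Scd1, which the legend of Fig. 2d names, was 261 CPM in AOAR and between 63.6 and 154 in the other segments, with a log2 ratio of 1.18 (0.62 to 1.71).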

In EC 2, the MAPK signaling-related genes, including *Smad4* and *Akt1*, were mainly enriched in the AOAR segment (Fig. 2d). KEGG enrichment analysis of DEGs showed that the PPAR signaling pathway was upregulated, focusing on the AOAR segment (Supplementary Fig. S3d). The expression of *Vcam1* and *Scarb2* in EC1 across five segments was verified by immunofluorescence localization and was highly expressed in the AOAR segment, consistent with the single-cell data (Fig. 2e and Supplementary Fig. S3e).

Fibroblasts play an irreplaceable role in vascular remodeling and contribute to neointimal formation.^22,23^ 

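Fibroblast 1-like cells made up 33.5% of the 3688 fibroblasts-like cells. Their share was 40.2% (37.3 to 43.2) in AOAR, 32.6% (29.4 to 35.9) in TA1, 16.5% (13.5 to 19.9) in TA2, 29.4% (26.4 to 32.6) in AA1 and 51.4% (46.1 to 56.7) in AA2. AOAR, TA2 and AA2 each lay outside the counting error of all other segments, while TA1 and AA1 differed by less than it. The total share moved most, to 30.4%, in a setting without doublet removal and with each type clustered alone, which was chosen after seeing the data.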

There was no significant difference in the distribution of the two fibroblast subtypes across the five segments (Fig. 2f). The fibroblast subtypes were defined as fibroblast 1 (*Clec3b,*^24^ *Serping1*) and fibroblast 2 (*Fmod*, *Comp*) based on the highly expressed genes (Supplementary Fig. S4a). The gene *Pi16*^25^ highly expressed in fibroblast 1 was related to the negative regulation of tissue damage repairment.^26^ In contrast, the marker gene *Fmod* in fibroblast 2 affected the rate of fibril formation^27^ (Supplementary Fig. S4b). In conclusion, the gene expression of fibroblast 1 was more inhibitory of matrix synthesis than type 2. Moreover, KEGG analysis revealed that fibroblast 1 showed gene enrichment in TNF signaling pathways, whereas fibroblast 2 mainly participated in actin skeleton regulation (Supplementary Fig. S4c).

Fibrillin 1 participates in critical biomechanical processes including anchoring, connecting, and maintaining tissues.^28^ A previous study highlighted the systemic action of *Fbn1* based on Fbn1^C1039G/+^ mutant mice.^29^ 

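Fbn1 (ENSMUSG00000027204), left out of the clustering, reached 1255 CPM in fibroblast 1-like and 246 CPM in fibroblast 2-like cells, a log2 ratio of 2.35 (2.27 to 2.43). The setting that moved this ratio most, to 2.03, was chosen after seeing the data and combined no doublet removal with each type clustered alone. A Fbn1 UMI was found in 50.1% of fibroblast 1-like and 18.2% of fibroblast 2-like cells when every cell was thinned to 1000 UMIs, which left out 119 and 313 shallower cells. Without thinning the shares were 69.2% and 34.8%, at median depths of 3067 and 2112.5 UMIs. In VSMCs-like cells, 12.2% held a Fbn1 UMI after thinning and 43.3% before, at a median of 4976.5 UMIs, with 716 cells left out. Monocytes-like cells, which should lack the gene, gave a background of 1.07% after thinning and 1.74% before, at a median of 1519 UMIs, with 169 cells left out. After thinning this background was 6.78% (2.97 to 12.9) in AOAR and 0% in each of the other segments. After thinning 0 of 82 ECs-like cells of AOAR held the gene, with an upper 95% limit of 4.40%. Before thinning 9.30% (4.10 to 17.5) of the ECs-like cells of AOAR did, at a median of 2832 UMIs.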

We detected that *Fbn1* was specifically expressed in fibroblast 1 (cluster 7) by comparing all cell types or fibroblasts separately (Fig. 2f and Supplementary Fig. S4d). Although there were no differences in the distribution of fibroblast subtypes, the segmental difference in gene expression was still significant. For example, the expression of *IL6* and *Cxcl12* in fibroblast 1 was highly expressed in the AA segments (Fig. 2g). 

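In fibroblast 1-like cells, Il6 (ENSMUSG00000025746) was 61.0 CPM in AOAR, 52.7 in TA1, 37.0 in TA2, 153 in AA1 and 146 in AA2. The log2 ratio of the abdominal to the thoracic segments was 1.41 (1.10 to 1.72), and thinning moved it most, to 0.83. Cxcl12 (ENSMUSG00000061353) was 212 CPM in AOAR, 93.6 in TA1, 427 in TA2, 753 in AA1 and 677 in AA2, a log2 ratio of 1.95 (1.79 to 2.10). For Il1r1, named in the legend of Fig. 2g, the log2 ratio was 1.43 (1.04 to 1.83). The collagen genes of that legend fell, with log2 ratios of −0.73 (−0.83 to −0.62) for Col1a1 and −0.77 (−0.84 to −0.71) for Col3a1. These ratios rested on TA1, where Col1a1 was 2745 CPM, against 686 in AOAR, 727 in TA2, 829 in AA1 and 831 in AA2. Without TA1 they were 0.27 for Col1a1 and 0.24 for Col3a1. The thoracic side includes AOAR, while the legend names the TA segments. Without AOAR the ratios were −1.52 for Col1a1 and −1.58 for Col3a1.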

The genetic differences in fibroblast 2 were mainly reflected in the AOAR part (Fig. 2i). Moreover, Fbn1^+^ cells were mainly distributed in the thoracic aorta, particularly in the AOAR segment (Fig. 2h and Supplementary Fig. S4e). 

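Among the genes the legend of Fig. 2 names for fibroblast 2, Tgfb1 (ENSMUSG00000002603) was 118 CPM in AOAR, 49.2 in TA1, 58.1 in TA2, 47.6 in AA1 and 35.3 in AA2 of fibroblast 2-like cells. The log2 ratio of AOAR to the other segments was 1.25 (0.97 to 1.53). Mmp2 (ENSMUSG00000031740) was 444 CPM in AOAR, 223 in TA1, 302 in TA2, 341 in AA1 and 305 in AA2, a log2 ratio of 0.60 (0.48 to 0.73).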

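Over all fibroblasts-like cells, Fbn1 was 846 CPM in AOAR, 805 in TA1, 378 in TA2, 419 in AA1 and 536 in AA2, and the log2 ratio of AOAR to AA2 was 0.66 (0.50 to 0.82). After thinning to 1000 UMIs, 40.5% (37.4 to 43.6) of the fibroblasts of AOAR, 28.9% of TA1, 20.3% (16.7 to 24.2) of TA2, 19.9% of AA1 and 29.3% (24.1 to 34.9) of AA2 held a Fbn1 UMI. The share before thinning was 67.5% in AOAR, 42.8% in TA1, 29.8% in TA2, 36.6% in AA1 and 39.0% in AA2, at median depths between 1704.5 UMIs in AA2 and 3395.5 in AOAR. Thinning left out 432 fibroblasts. In fibroblast 1-like cells alone the shares after thinning were 59.7% in AOAR, 55.2% in TA1, 57.1% in TA2, 31.6% in AA1 and 40.3% in AA2. Monocytes-like cells held the gene after thinning in AOAR alone and ECs-like cells of AOAR did not, while 18.2% (5.19 to 40.3) of 22 macrophages-like cells of AOAR and 2.27% of those of AA2 did. In fibroblast 1-like cells alone, the log2 ratio of the abdominal to the thoracic segments was −0.69 (−0.79 to −0.59). From this distribution the paper goes on to stain the protein in sections and states that Fbn1+ cells lie mainly in the thoracic aorta.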

Detection of *Fbn1* by immunofluorescence colocalization was also verified at a high level in the thoracic aorta (Fig. 2j).

### Identification of a novel constitution system of VSMC subpopulations

In traditional research, VSMCs are divided into two types, contractile and synthetic, during the progression of vascular diseases.^30,31^ 

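Tagln, which encodes Sm22α, was a naming marker of VSMCs, so its level there only describes the naming. A Tagln UMI was found in 99.8% of VSMCs-like cells after thinning and 99.7% before, against 30.3% and 49.9% of fibroblasts-like cells. Spp1 (ENSMUSG00000029304), which encodes Opn, was found in 0.0711% of VSMCs-like cells after thinning and in 0.196% before. The share was 1.18% after thinning and 4.28% before in macrophages-like cells, at a median depth of 3536 UMIs with 18 cells left out, and 0.553% after thinning in fibroblasts-like cells. No T cell-like cell out of 144 held an Spp1 UMI after thinning, where the upper 95% limit is 2.53%. The share in VSMCs lay below that in macrophages-like and fibroblasts-like cells. After thinning it was uneven between subtypes, with 0.235% (0.107 to 0.445) of VSMC 2-like and 0.0118% (0.0003 to 0.0658) of VSMC 1-like cells. A low share over all VSMCs does not tell background from a small subset with the gene, which stays open.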

According to comparisons of gene expression, such as *Sm22α* for the contractile type and *Opn* for the synthetic type, the VSMCs were almost all contractile, with few synthetic VSMCs in the healthy mouse aorta. Therefore, in this study, we created a more detailed classification of the healthy state and eventually identified six distinct subtypes, including VSMCs 1–5 and Sca1^+^VSMCs. The identification of VSMCs 1–5 was defined by the specific DEGs, namely *Ramp1* for VSMC 1 (cluster 0, 1, 2, 4), *Vim* for VSMC 2 (cluster 5), *Camk2d* for VSMC 3 (cluster 6), *Malat1* for VSMC 4 (cluster 8), and *Mrc1* for VSMC 5 (cluster 16) (Supplementary Fig. S2b and Fig. 3a, b).

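The genes named as representatives of VSMC 1 and VSMC 3 took no part in the clustering. Ramp1 (ENSMUSG00000034353) was 726 CPM in VSMC 1-like, 523 in VSMC 2-like, 727 in VSMC 3-like and 432 in VSMC 4-like cells, a log2 ratio of VSMC 1-like to the other VSMCs of 0.41. Within AA1 it was 729 CPM in VSMC 1-like and 720 in VSMC 3-like cells, and within AOAR 547 in VSMC 1-like and 498 in VSMC 2-like cells. Camk2d (ENSMUSG00000053819) was 86.7 CPM (78.2 to 95.8) in VSMC 3-like, 118 in VSMC 1-like, 168 in VSMC 2-like and 113 in VSMC 4-like cells. Its log2 ratio of VSMC 3-like to the other VSMCs was −0.65. Inside AA2 the values were 81.8 CPM in VSMC 3-like and 82.6 in VSMC 1-like cells, within counting error. For Camk2d the direction changed in 2 settings, to 0.12 with 30 principal components and to 0.025 after thinning.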

**Fig. 3:**
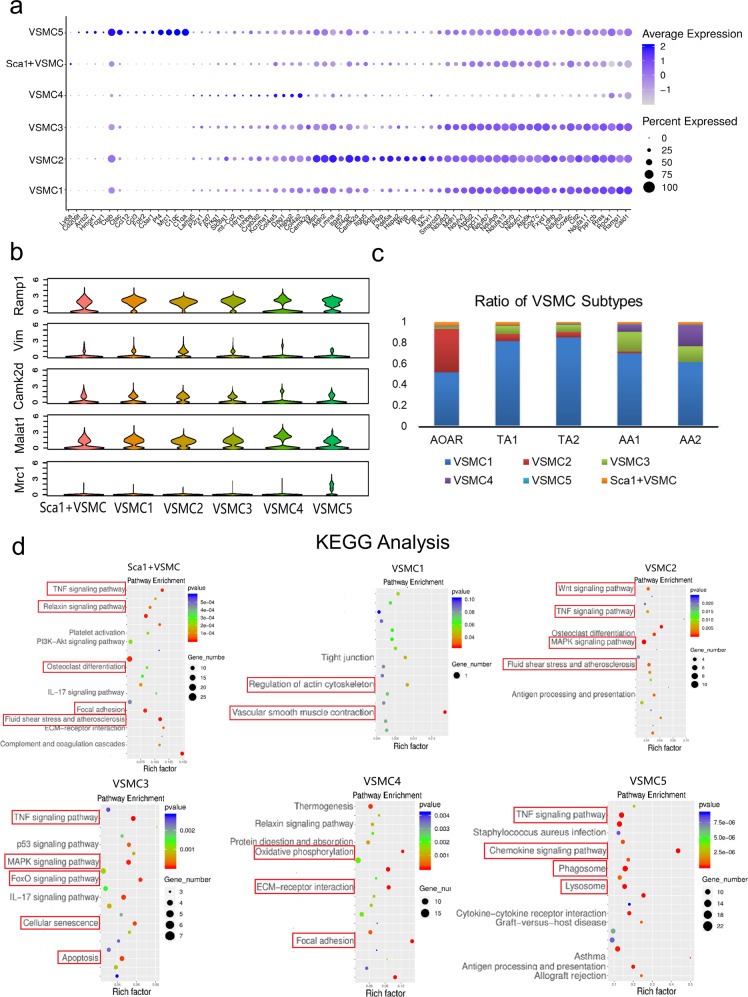
System of vascular smooth muscle cell (VSMC) subtypes performing their own functions. **a** Vascular smooth muscle cells could be subdivided into six subpopulations marked with different genes shown by the dot plot. The VSMC subtypes featured a series of correlative marker genes involving a similar expression. **b** For each subtype, one representative gene was chosen as a potential detection target as follows: *Ramp1* for VSMC 1, *Vim* for VSMC 2, *Camk2d* for VSMC 3, *Malat1* for VSMC 4, *Mrc1* for VSMC 5. **c** The proportion of each VSMC subtype in all smooth muscle cells across different segments is displayed by bar graphs. VSMC 2 showed a declining trend, whereas VSMC 3 and 4 presented with an increasing trend, consistent with the phenomenon across all cell types. **d** KEGG analysis confirmed the characteristic enriched pathways of the six VSMC subtypes

The progenitor, Sca1^+^VSMCs, existed in a specific small number, maintaining stem cell-like properties^32^ (Supplementary Fig. S5a). 

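No cluster met the marker rule for Sca1+VSMCs at the settings used. Ly6a, which encodes Sca1, was left out of the clustering and was found in 0.398% of VSMCs-like cells after thinning to 1000 UMIs and in 1.34% before. The same share in monocytes-like cells, which served as background, was 0.936% after thinning and 1.42% before, and in fibroblast 1-like cells 83.3% and 90.5%. Over all VSMCs the share was at the level of the background, which does not exclude a small subset with the gene. Clusters that met the marker rule did arise under 5 alternatives, with 55 to 1094 cells.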

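VSMC 1-like clusters held 8639 cells, 58.5% (57.7 to 59.3) of the VSMCs, followed by VSMC 2-like cells with 26.2%, VSMC 4-like with 9.39% and VSMC 3-like with 5.29%. A further 94 VSMCs stayed without a subtype. The VSMC 1-like share moved most with thinning to 1000 UMIs, to 28.5%, and was 30.2% among cells of at least 1500 UMIs. Under both of these settings the VSMC 2-like clusters held more cells than the VSMC 1-like clusters. One of the VSMC 1-like clusters was also led by the immunoglobulin genes Igha, Igkc and Jchain.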

VSMC 1 was the most abundant in quantity among the six subtypes (Fig. 3c). The enrichment analysis proved that VSMC 1 was the most differentiated subtype of VSMC and highly enriched in pathways associated with VSMC contraction phenotype (Fig. 3d and Supplementary Fig. S5b). Both Sca1^+^VSMCs and VSMC 1 were distributed evenly across the five segments. 

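Of the VSMCs, 20.2% (18.8 to 21.6) were VSMC 1-like in AOAR, 78.9% in TA1, 79.0% in TA2, 67.9% in AA1 and 59.5% (57.8 to 61.1) in AA2. Of all VSMC 1-like cells, 7.76% came from AOAR, 15.8% from TA1, 24.5% from TA2, 27.6% from AA1 and 24.3% from AA2. Different clusters carried the name along the aorta, since 1612 of the 2098 VSMC 1-like cells of AA2 lay in a cluster that held 28 cells of AOAR, 38 of TA1 and 83 of TA2.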

The smallest subtype was VSMC 5 with no distribution difference (Supplementary Fig. S6a), but it exhibited similar immune features to monocytes (Supplementary Fig. S6b–g).

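None of the VSMCs-like clusters met the marker rule for VSMC 5, at the settings used or under any alternative. The rule joins VSMC markers with markers of monocytes. Each cluster got 1 type name first, so a cluster with both sets that was named monocytes-like would not have been found. The share of Mrc1 in VSMCs-like cells, given next, would leave such cells out. Mrc1, the representative gene of VSMC 5, was found in 0.107% of VSMCs-like cells after thinning and 0.379% before. In monocytes-like cells the share was 72.6% after thinning and 86.4% before, and in fibroblasts-like cells, read as background, 0.338% and 0.542%.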

### Analysis of three distinct gradient-distributed VSMC subtypes by branching gene expression trajectory

The remaining three types of VSMCs showed gradient changes in spatial distribution across the five segments. 

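VSMC 2-like cells numbered 2566 in AOAR, 305 in TA1, 526 in TA2, 401 in AA1 and 77 in AA2. Of all 3875 such cells, 66.2% (64.7 to 67.7) came from AOAR, 7.87% from TA1, 13.6% from TA2, 10.3% from AA1 and 1.99% from AA2. The share from AOAR moved most with thinning to 1000 UMIs, to 31.2%, and was 80.9% with 30 principal components.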

The number of VSMC 2 decreased from the AOAR to the AA2 segment and was concentrated in the AOAR section (81.94%) (Fig. 4a). In contrast, VSMC 4 showed an increasing trend and was mainly distributed in the abdominal region, particularly in the AA2 section (70.39%). 

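Of the 1387 VSMC 4-like cells, 66.8% (64.3 to 69.3) came from AA2, 26.7% from AA1, 5.05% from AOAR, 1.01% from TA1 and 0.361% from TA2. The cluster was shallower than the other VSMCs, with a median of 1166 UMIs and 537 genes per cell against 5220 UMIs and 1905 genes. Within AA2 the medians were 1124 and 4769 UMIs, and within AA1 1330 and 5173.5. Mitochondrial transcripts made up 17.5% of its UMIs against 8.58% in the other VSMCs, and ribosomal protein transcripts 3.60% against 11.0%. Neat1, another nuclear RNA, was 2191 CPM in the cluster and 579 CPM in the other VSMCs.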

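The 781 VSMC 3-like cells were distributed with 0.896% in AOAR, 4.99% in TA1, 3.97% in TA2, 43.7% in AA1 and 46.5% in AA2. The share of AOAR lay below that of TA1 beyond the counting error, while TA1 and TA2 differed by less than it, as did AA1 and AA2. No cluster was VSMC 3-like at a resolution of 0.5 or under the limits of the Supplementary Fig. S1 legend.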

The transition state VSMC 3 had a smaller amplitude and gradually increased from the thoracic to the abdominal part. According to enrichment analysis, the three subtypes of VSMCs had similarities and overlapping functions (Fig. 3d and Supplementary Fig. S5b). VSMC 4 showed enriched genes in pathways related to ECM–receptor interactions and extracellular matrix organization.

**Fig. 4:**
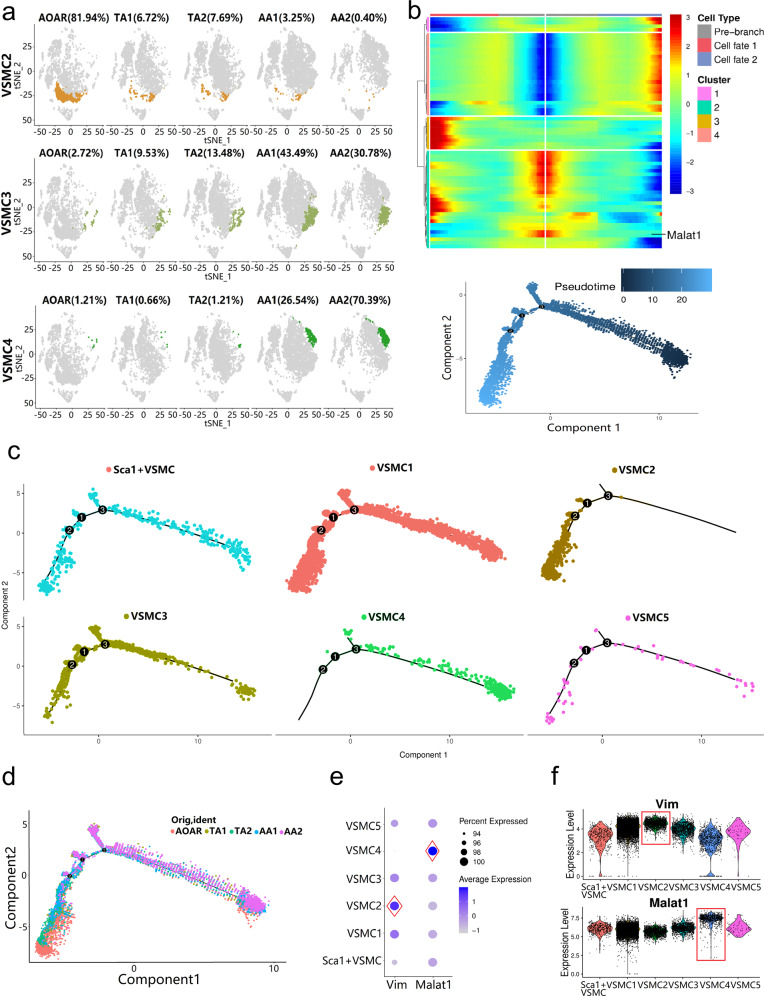
New special VSMC subtypes with segment distribution differences revealed by gene characteristics and branching gene expression trajectory analysis. **a** The gradient of spatial distribution occurred among three particular VSMC subtypes, VSMC 2, 3, and 4, which was visualized by the t-SNE plot. **b** Branching gene expression trajectory analysis was performed based on dependent genes, including *Malat1*. The pseudotime direction of cell differentiation is from right to left. **c** Different subpopulations appeared in diverse evolutionary directions. VSMC 2 and 4 developed into two opposite differentiation directions. **d** The five segments resulted in the direction dominated by subtype differentiation, particularly the difference between thoracic and abdominal segments. The differentiation direction of AA was consistent with the VSMC 4. **e** The expression of genes *Vim* and *Malat1* in VSMC 2 and 4 separately was relatively higher than that in the other subtypes. **f** Cells belonging to VSMC 2 and 4 converged on a high expression level of markers in the violin plots (*P* < 0.05 by one-way ANOVA)

To obtain independent evidence for the putative topography of the various VSMC subclusters, we performed pseudotime analysis to predict the differentiation trajectory of VSMC subclusters. There were three different cell fates of VSMCs (Fig. 4b). Then we matched the VSMCs with different fates of cells from subtypes and segments. Among the six subtypes, VSMC 2 and 4 developed into two opposite differentiation directions (Fig. 4c). 

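The trajectory tool of the paper was not used here. Instead, VSMCs thinned to 1000 UMIs were ranked along the first diffusion component, an axis of gradual change between neighbouring cells, and the rank was given as a percentile of 14060 cells. The axis has no direction of time. The median was 32.7 for VSMC 2-like, 49.9 for VSMC 1-like, 73.2 for VSMC 3-like and 96.6 for VSMC 4-like cells. The rank correlation across cells between position and number of UMIs before thinning was −0.314, and cells are not independent replicates.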

In five segments, the abdominal portion (AA) tended to be the branch where VSMC 4 was located, whereas the thoracic part (AOAR, TA) was directed consistently by VSMC 2 (Fig. 4d). 

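By segment, the median position was 25.5 in AOAR, 34.3 in TA1, 32.8 in TA2, 62.4 in AA1 and 80.9 in AA2. The distance between AA2 and AOAR was 55.4 percentiles after thinning and 67.5 with cells at their own depth. Within VSMC 1-like cells alone the order of the segments was the same, from 23.2 in AOAR, 33.6 in TA1 and 31.8 in TA2 to 56.7 in AA1 and 77.5 in AA2. Within VSMC 2-like cells the medians were 25.6 in AOAR, 36.3 in TA1, 40.3 in TA2, 60.6 in AA1 and 66.5 in AA2. With VSMC 2-like cells at their own depth, however, AA1 (40.1) lay below TA1 (57.4) and TA2 (42.1). From the positions of subtypes and segments along its trajectory, the paper states that the abdominal segments tended towards the branch of VSMC 4, whereas the thoracic segments followed that of VSMC 2.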

Then the marker genes *Vim* and *Malat1* were identified with high expression in VSMC 2 and 4, respectively (Fig. 4e). 

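Over all segments, Vim (ENSMUSG00000026728) was 8152 CPM in VSMC 2-like cells and 6195 CPM in the other VSMCs, a log2 ratio of 0.40 (0.39 to 0.40). Much of this followed the segments. Within AOAR, Vim was 8655 CPM in VSMC 2-like and 8384 in VSMC 1-like cells, and within TA1 7542 and 7021. In TA2 it was 7951 CPM in VSMC 2-like and 8030 in VSMC 1-like cells, and in AA1 5575 and 5556, where the intervals overlapped. Within AA2 the values were 5245 CPM (5042 to 5455) and 4888 CPM (4845 to 4931). VSMC 4-like cells had 2456 CPM.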

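Malat1 (ENSMUSG00000092341) was found in 99.9% of VSMCs-like cells both before and after thinning, and in 97.6% of the cells of other types after thinning, so that its presence did not set VSMCs apart. In VSMCs other than VSMC 4-like cells it was 30143 CPM in AOAR, 53114 in TA1, 26419 in TA2, 43000 in AA1 and 64261 in AA2. The log2 ratio of the abdominal to the thoracic segments was 0.63 in these cells and 0.84 in all VSMCs. The mean over cells of each cell's CPM moved the ratio in all VSMCs most, to 1.32. TA1 lay above AA1, so that the rise is one of the pooled libraries. AA2 decided much of it, since the ratio in all VSMCs was 0.46 without AA2 and 1.21 without AA1. From AOAR to AA2, Malat1 also rose in the other types, from 35872 to 55582 CPM in fibroblasts-like, from 26849 to 54136 in ECs-like and from 31414 to 65656 in monocytes-like cells. As the log2 ratio of the abdominal to the thoracic segments, the change in these types was 0.14, 0.51 and 0.61. In TA1 Malat1 was above AA1 in each of them, and in fibroblasts-like cells, with 56892 CPM, also above AA2.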

The basic level of *Malat1* in all VSMCs was significant. However, the expression in VSMC 4 remained significantly higher than that in the other types (*P* < 0.05, one-way ANOVA analysis; Fig. 4f).

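In VSMC 4-like cells, Malat1 was 207410 CPM over all segments, 20.7% of their UMIs, against 41076 CPM and 4.11% in the other VSMCs, a log2 ratio of 2.34. Among cells of at least 1500 UMIs, the alternative that moved this ratio most, it was 0.58, and the cluster that took the name there was led by other genes, Rgs5 and Des. Within a segment the log2 ratio was 1.84 in AA1 and 1.92 in AA2. VSMC 4-like cells had 153681 CPM in AA1 and 243005 in AA2, and 129889 in AOAR, 143270 in TA1 and 70483 in TA2 from 70, 14 and 5 cells. The paper states that expression in VSMC 4 was higher than in the other types, and then takes Malat1 as the marker of VSMC 4 for staining of tissue sections.

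**Figure D2:**
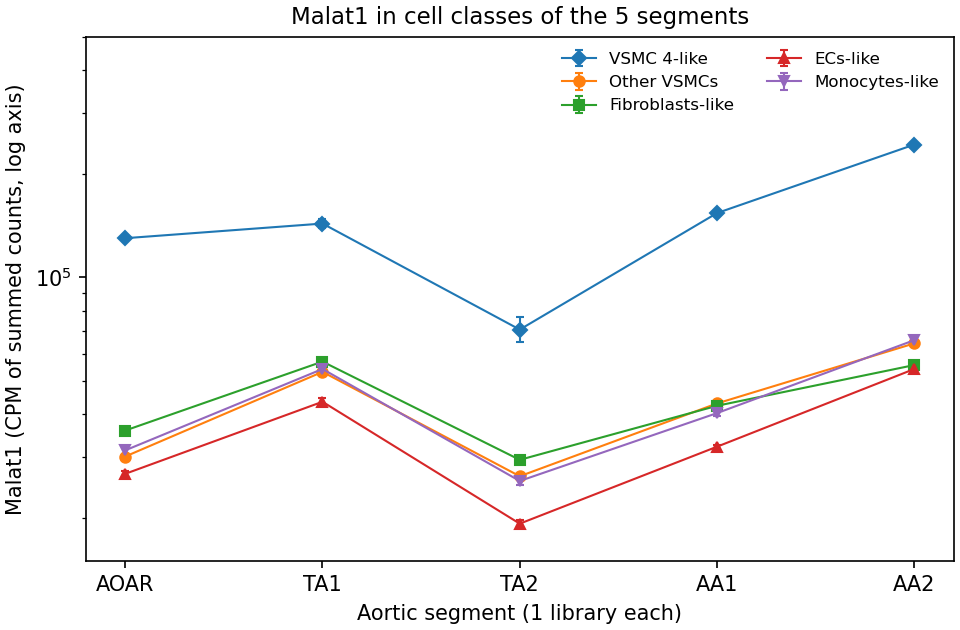
Malat1 in CPM of summed counts on a log axis against the aortic segment, for VSMC 4-like cells, the other VSMCs, fibroblasts-like, ECs-like and monocytes-like cells. Each point is 1 library and error bars are exact Poisson 95% intervals, mostly smaller than the points. VSMC 4-like cells lie above the other types in every segment, and AA2 lies above AOAR in every type shown.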

### Verification of VSMC 4 marked with *Malat1* in both normal and AAA tissue

To verify the quantity of VSMC 4 marked with *Malat1* in five segments, we detected this marker by FISH in transverse sections with colocalization with the VSMC marker *Sm22α* (Fig. 5a). Under fluorescent or bright-field conditions, the density of *Malat1* staining in the transverse sections of AA segments was much higher than that in thoracic segments (*P* < 0.0001; Fig. 5b), which strongly supported the results of single-cell sequencing. Endothelial cells of each aortic fragment were scraped completely before experiments. Thereafter, the fragments subjected to whole-mount in situ hybridization were also used to detect *Malat1* with high expression at AA segments with a higher threshold control (Fig. 5a, b).

**Fig. 5:**
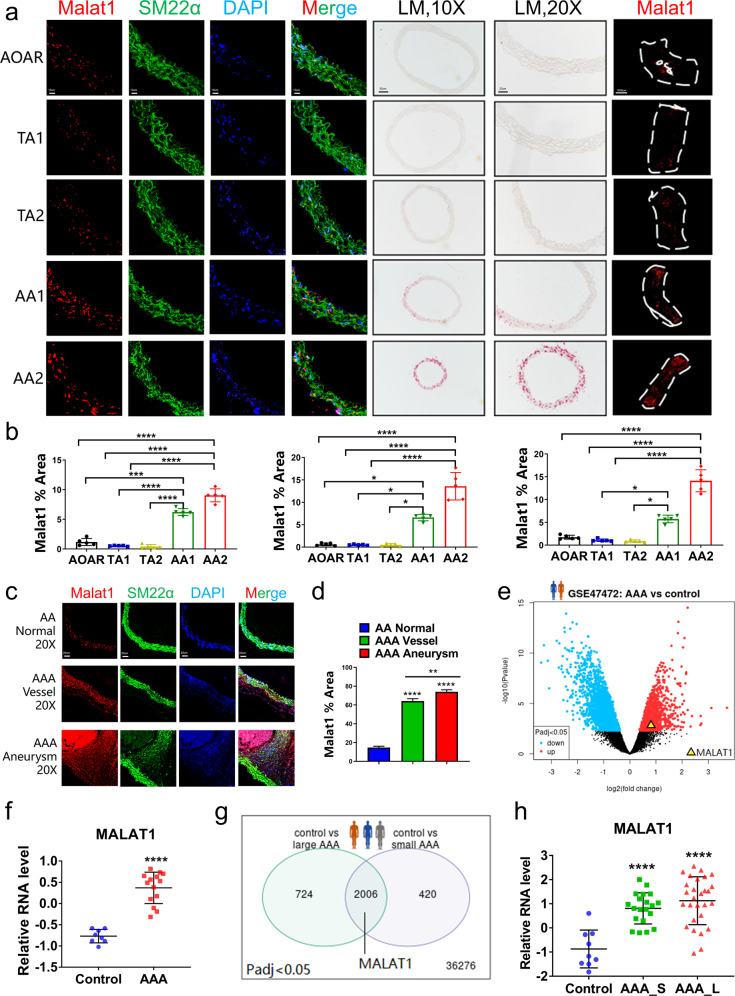
Detection of specific marker *Malat1* of Sca1^−^VSMC 4 in different healthy aortic portions and AAA tissue. **a** *Malat1*, detected by fluorescence in situ hybridization (FISH) or whole-mount in situ hybridization (WISH), at both the transverse section and tissue fragments verified the distribution of VSMC 4. Scale bars = 10 μm, 50 μm, 20 μm, and 1000 μm, respectively. **b** The percentage of the Malat1-positive area in the AA portion either AA1 or AA2, was significantly higher than that in the others. *n* = 5 for each group. **c** Detection of the expression level of *Malat1* in AAA, including both vessel and aneurysm parts, compared with that in the AA segment at baseline. Scale bar = 20 μm. **d** The percentage of the Malat1-positive area in the aneurysm was much higher than that in the normal abdominal aorta. *n* = 5 for each group. **e** Analysis of the human AAA database 1 (GSE47472, *n* = 14 patients in the AAA group, *n* = 8 donors in the control group) showed that MALAT1 was upregulated in human AAA tissue. **f** The relative RNA expression level was compared between AAA and control groups, in which MALAT1 was upregulated in the AAA group with a significant difference. **g** An analysis of human AAA database 1 (GSE57691, *n* = 28 patients in large AAA group, *n* = 20 patients in small AAA group, *n* = 9 donors in control group) provided evidence of differential expression of MALAT1. **h** The relative RNA expression level in AAA_L and AAA_S was significantly higher than that in the control group. AAA_L, large AAA. AAA_S, small AAA. Data were presented as mean ± SEM and normal distributions were tested by the Shapiro–Wilk method, which showed that all data were normally distributed. One-way ANOVA followed by Tukey post hoc test was used for (**b**, **d**, **h**). The student’s *t* test was used for (**f**). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Each experiment was repeated independently for a minimum of three times

In the AngII-induced mouse model, we detected the expression of *Malat1* in AAA, including in both vessel and aneurysm parts. FISH results suggested that the level of *Malat1* in AAA tissue was much higher than the physiological baseline in the AA segment, particularly in the aneurysm part (*P* < 0.01, one-way ANOVA; Fig. 5c, d). To determine whether similar *Malat1* expression occurs in human AAA, we analyzed RNA-seq data from two public databases online^33,34^ (*n* = 22 patients, *n* = 57 of 68 patients). Analysis of the AAA (*n* = 14) and control group (*n* = 8) in the first database showed upregulated MALAT1 by the volcano plot (Fig. 5e). The relative expression level of MALAT1 in the AAA group was significantly higher than that in the healthy donor group (*P* < 0.0001; Fig. 5f). The patients from another database were divided into three groups, control (*n* = 9), large AAA (*n* = 22), and small AAA (*n* = 20). The results also provided evidence of the high level of MALAT1 expression in human AAA tissue (*P* < 0.0001), even in the small-size AAA (Fig. 5g, h). In addition, a previous study of noncoding RNA sequencing in aortic aneurysm diseases also identified a few upregulated lncRNAs as potential targets, indicating the status of MALAT1.^35^

### Inhibiting *Malat1* remarkably protected VSMCs from AngII stimulation in vitro

The key mechanisms widely accepted for AAA include inflammatory infiltration and matrix degradation mediated by MMPs.^7,36^ To explore the role and pathogenesis of *Malat1* in AngII-induced AAA formation, we constructed a mouse aortic vascular smooth muscle cell line with stable knockout of the *Malat1* gene. *Malat1* gene-related sequencing and northern blotting confirmed the successful knockout in this cell line (Malat1^−/−^ smooth muscle cells; Fig. 6a).

**Fig. 6:**
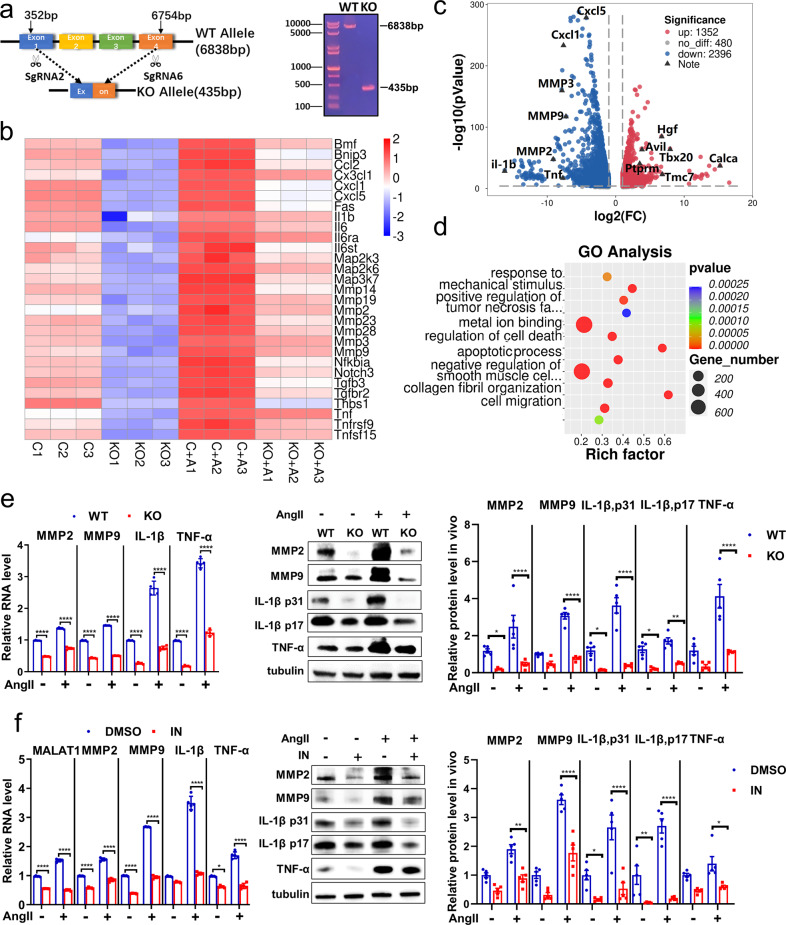
Inhibiting *Malat1* can remarkably protect smooth muscle cells from AngII stimulation in vitro. **a** The monoclonal MOVAS cells with stable knockout of the *Malat1* gene using the CRISPR/Cas9 system via lentiviral transfection were screened. **b** RNA transcriptome sequencing of Malat1^−/−^ and WT MOVAS cells at baseline and with AngII stimulation. A heatmap of downregulated genes showed relative expression (*z* score) levels of abundantly and differentially expressed genes. **c** The fold change of all genes with a significant difference was presented in the volcano plot. **d** GO analysis of downregulated genes in Malat1^−/−^ MOVAS cells compared with the WT type. **e** Qualitative PCR analysis of RNA levels of *MMP2*, *MMP9*, *IL-1β*, and *TNF-α* in KO and WT MOVAS cells at baseline and with AngII stimulation. *n* = 5 per group. Corresponding proteins were detected by immunoblotting. *n* = 5 per group. **f** The relative RNA levels of *Malat1*, MMPs, and inflammatory factors were detected in DMSO and MALAT1-IN-1 groups administered Ang II. *n* = 5 per group. Corresponding proteins were detected by immunoblotting. *n* = 5 per group. Data were presented as mean ± SEM and normal distributions were tested by the Shapiro–Wilk method, which showed that all data were normally distributed. Two-way ANOVA followed by Sidak post hoc test used for (**e**, **f**). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Each experiment was repeated independently for a minimum of three times

Malat1^−/−^ and WT (control) smooth muscle cells at baseline and with AngII stimulation were sequenced by RNA transcriptome sequencing to detect the corresponding gene changes (Fig. 6b). The downregulated genes occupied a dominant position with a total of 2396 after *Malat1* knockout, in which the expression of MMPs, chemokines and inflammatory factors was significantly reduced (Fig. 6b, c). In addition, AngII stimulus aggravated the expression levels of these genes. In contrast, genes associated with the regulation of blood pressure and negative regulation of inflammation, such as the genes *Calca* and *Tmc7,*^37^ were upregulated (Fig. 6c).

According to the pathway analysis of downregulated genes, the KO cells were enriched in distinct pathways involved in TNF and AMPK signaling^38^ (Supplementary Fig. S7a). Simultaneously, the biological processes for negative regulation of smooth muscle cell contraction and metal ion binding played a key role in VSMC functional disorders and extracellular matrix degradation (Fig. 6d). Therefore, the AngII-induced pathways were attenuated by *Malat1* knockout.

Thereafter, we verified the expression level of MMPs and inflammatory factors when *Malat1* was inhibited in vitro. The knockout of *Malat1* suppressed MMPs (MMP2, MMP9) and inflammatory factor (IL-1β, TNF-α) expression at both the mRNA and protein levels (Fig. 6e). A new inhibitor of *Malat1* (MALAT1-IN-1)^39^ was used in the VSMCs with a concentration of 10^−5^ M/ml, and the RNA level of *Malat1* was reduced by nearly 50%; moreover, the mRNA and protein levels of MMP2, MMP9, IL-1β, and TNF-α were also significantly reduced (Fig. 6f). In summary, *Malat1* promoted the expression of MMPs and inflammatory infiltration in VSMCs.

### The inhibitor of *Malat1* can significantly prevent, inhibit, and reverse AngII-induced AAA in vivo

To explore the preventive effect of the *Malat1* inhibitor in vivo, we constructed an AAA model via AngII subcutaneous pump infusion in ApoE^−/−^ male mice fed a high-fat diet. The mice were divided into four groups, DMSO (D), inhibitor (IN), 4-week Ang II + DMSO (4WA + D) and 4-week Ang-II + inhibitor (4WA + IN) groups. The inhibitor was injected for 2 weeks before AngII infusion and continued for the whole process. At the end of the experiment, the number of surviving mice in the 4WA + IN group was higher than that in the 4WA + D group (Fig. 7a). The incidence of AAA and other basic indicators of AAA evaluation were significantly improved by the inhibitor (Fig. 7b). Previous studies found that degradation of the extracellular matrix in AAA was attributed to upregulated MMPs, particularly MMP2 and MMP9.^40^ Macrophage infiltration and chronic inflammation of the aortic wall are other pathological features of AAA.^41^ Therefore, we examined the protein expression of MMPs and inflammatory cytokines by western blotting and immunohistochemistry (Fig. 7c, d), which were markedly and significantly reduced by the inhibitor (*P* < 0.01, one-way ANOVA; Supplementary Fig. S7b, c). HE and elastin staining showed that these pathological changes occurred more frequently with a higher grade of elastin degradation in the 4WA + D group (Supplementary Fig. S7d). These results suggest that MALAT1-IN-1 effectively prevented the pathological remodeling of the aortic wall induced by AngII infusion.

**Fig. 7:**
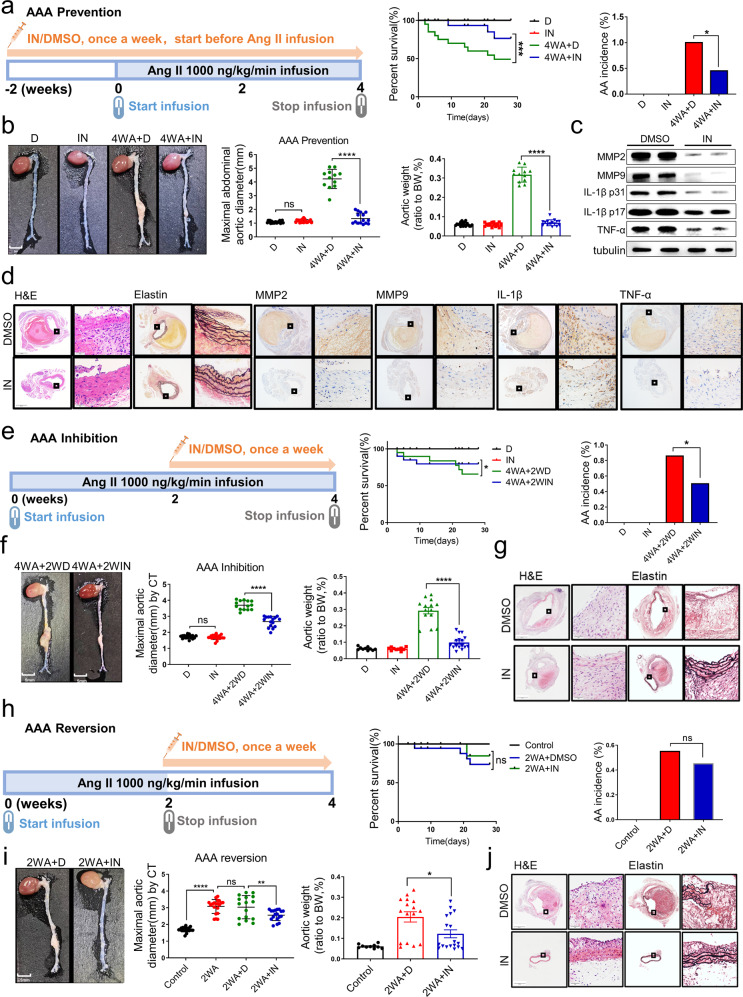
An inhibitor of *Malat1* prevented, inhibited, and reversed AngII-induced AAA in vivo. **a** Diagram of the experimental design for the preventive effect of the inhibitor (MALAT1-IN-1). The preventive effect of the inhibitor on AAA formation was significant with injection 2 weeks prior to AngII infusion. The results of the survival curve and the AAA incidence supported the preventive effect of the inhibitor. *n* = 20 per group. **b** The preventive effect of the inhibitor on AAA formation was revealed based on macroscopic histopathology in vivo. The maximal abdominal aortic diameter and the total aortic weights in mice injected with inhibitor were lower than those in the DMSO group. *n* = 20 in both D group and IN group. *n* = 12 in 4WA + D group and *n* = 15 in 4WA + IN group. **c** MMP2, MMP9, IL-1β, TNF-α, and tubulin protein expression in the abdominal aortas of indicated groups. *n* = 5 per group. **d** Representative staining with H&E, elastin in the abdominal aortas of indicated groups. The magnification of the two insets was 40-fold and 400-fold. **e** Diagram of the experimental design for the inhibitory effect of the inhibitor. The inhibitory effect of the inhibitor administered over the last 2 weeks of the 4-week continuous AngII infusion. The results of the survival curve and AAA incidence supported the inhibitory effect of the inhibitor. *n* = 20 per group. **f** The inhibitory effect of the inhibitor on AAA progression was revealed based on macroscopic histopathology in vivo. The maximal abdominal aortic diameter and the total aortic weights in mice injected with the inhibitor were lower than those in the DMSO group. *n* = 20 in both D group and IN group. *n* = 14 in 4WA + 2WD group and *n* = 16 in 4WA + 2WIN group. **g** Representative H&E and elastin staining in the abdominal aortas of indicated groups. **h** Diagram of the experimental design for the reversal effect of the inhibitor. The reversal effect of the inhibitor on AAA was tested by injecting it over the last 2 weeks without AngII infusion. The results of the survival curve and the AAA incidence supported the reversal effect of the inhibitor. *n* = 20 per group. **i** The reversal effect of the inhibitor on AAA was shown based on macroscopic histopathology in vivo. The maximal abdominal aortic diameter and the total aortic weights in mice injected with the inhibitor were lower than those in the DMSO group. *n* = 20 in both the control group and 2WA group. *n* = 16 in 2WA + D group and *n* = 18 in 2WA + IN group. **j** Representative H&E and elastin staining in the abdominal aortas of indicated groups. The control groups without angiotensin II were included with all results to compare the effect of the inhibitor. D, DMSO; IN, inhibitor; 4WA + D, 4-week Ang II + DMSO; 4WA + IN, 4-week Ang II + inhibitor. 4WA + 2WD, 4-week Ang II + 2-week DMSO; 4WA + 2WIN, 4-week Ang II + 2-week inhibitor. 2WA + D, 2-week Ang II + DMSO; 2WA + IN, 2-week Ang II + inhibitor. (*n* = 20 for each group). Data were presented as mean ± SEM and normal distributions were tested by the Shapiro–Wilk method, which showed that all data were normally distributed, except (**i**) (right). Log-rank test was used for the survival curve in (**a**, **e**, **h**). Differences in the incidence were analyzed with the chi-squared test in (**a**, **e**, **h**). One-way ANOVA followed by Tukey post hoc test was used for (**b**, **f**, **i**) (middle). Kruskal–Wallis test was used for (**i**) (right). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Each experiment was repeated independently for a minimum of three times

To explore the inhibitory and reversing effect of the inhibitor, we further designed inhibitory and reversal animal experiments respectively to evaluate the inhibitor in AAA protection. In the inhibitory experiment, the mice were randomly divided into two groups (*n* = 20) and infused with Ang II for 4 weeks. During AngII infusion, the two groups were separately injected with inhibitor or DMSO for the last 2 weeks (Fig. 7e). In the reversal experiment, the mice were randomly divided into two groups (*n* = 20) and infused with AngII for 2 weeks. Then the osmotic pump was removed to stop AngII infusion, and mice were separately injected with inhibitor or DMSO for another 2 weeks (Fig. 7h).

Statistical analysis of changes in the diameter of the mice in the same group based on CT imaging, showed that the inhibitor could reverse the established AAA or the widen aorta (Supplementary Fig. S7e, f). The AAA evaluation indicators (survival curves, AAA incidence, aortic diameter, etc.) and histopathology results demonstrated that the inhibitor could effectively reverse and inhibit AngII-induced AAA (Fig. 7e–j and Supplementary Fig. S7g, h). Ultimately, these results clarified the preventive, inhibitory and reversing effect of the inhibitor and provided new evidence for its treatment value in further clinical applications.

### Single-cell analysis of AngII-induced AAA with DMSO or inhibitor revealed the cell composition and gene expression changes

First, VSMC 4 with high *Malat1* expression were mainly distributed in the abdominal aorta in the healthy mice, which provided the basic condition for the occurrence of AngII-induced AAA. To analyze the cell composition and gene expression changes at the single-cell level, we used single-cell sequencing to detect the AAA tissues with or without the inhibitor and verified the aforementioned conclusions.

According to the new scRNA-seq data after batch correction, we obtained 22, 975 cells totally isolated from aortic tissues of three groups including the healthy abdominal aorta group (AA group), Ang II + DMSO group (D_A group), and AngII + Inhibitor group (IN_A group) (Fig. 8a). The results identified a total of eight cell types, including fibroblasts (*Dcn*, *Pdgfra*), VSMCs (*Tagln*, *Myl9*), ECs (*Cdh5*, *Pecam1*), and monocytes (*C1qa*, *Pf4*), among others. The dot plot showed that the average scaled expression level of marker genes was consistent with the identification of the first five samples (Fig. 8a). Samples from the three different groups shared similar cell patterns but had different cell frequencies. The number and ratio of VSMCs obviously decreased in the abdominal aortic aneurysm (D_A group) compared with those in the AA group but were recovered by the inhibitor (Fig. 8b, c). However, immune cells such as monocytes exhibited the exact opposite changes (Fig. 8b, c).

**Fig. 8:**
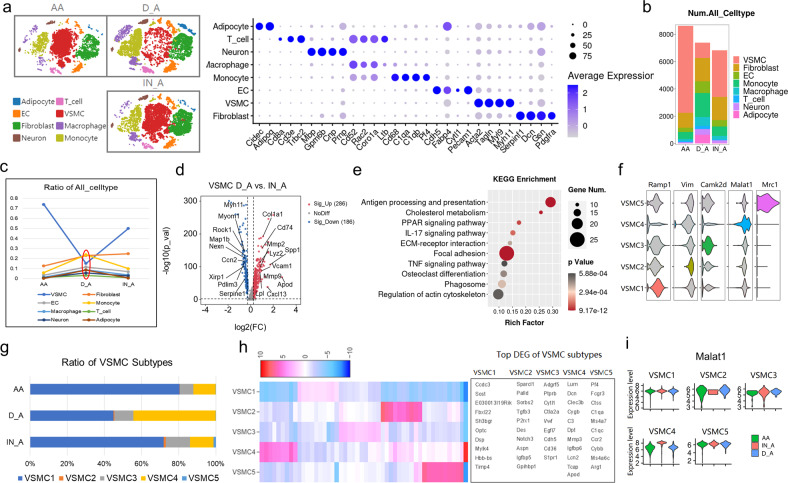
Single-cell analysis of AngII-induced AAA with DMSO or inhibitor. **a** T-SNE plot showing the clustering of 22, 975 cells isolated from aortic tissues of three groups by split view. The dot plot showed that the average scaled expression levels of marker genes were consistent with the identification of the first five samples. AA, healthy abdominal aorta; D_A, AngII-induced AAA with DMSO; IN_A, AngII-induced AAA with inhibitor. **b** The bar chart showed the number of major cell types across the three groups. **c** The line chart showed the proportion of major cell types across the three groups. The ratio of VSMCs and immune cells changed the most. **d** The fold change of all genes with a significant difference in VSMCs between D_A and IN_A groups was presented by the volcano plot. **e** KEGG analysis of downregulated genes in IN_A vs. D_A group. **f** Identification of VSMC subtypes based on the previous marker genes in the first five samples. **g** The bar chart showed the ratio of five VSMC subtypes across three groups, in which VSMC 1 and VSMC 4 changed obviously. **h** In addition to the existing marker genes, the top differentially expressed genes (DEGs) in each subtype were shown by the heatmap. **i** The expression level changes of *Malat1* in each subtype across three groups are shown by the violin plot, in which the *Malat1* expression level of VSMC 4 increased in the D_A group

In the volcano plot, the expression of genes associated with the SMC contractile phenotype (*Rock1*, *Myh11*) was downregulated, whereas that of the AAA-related genes (*Mmp2*, *Spp1*) was upregulated in the D_A group compared with the IN_A group (Fig. 8d). Correspondingly, the KEGG analysis of downregulated genes in the IN_A group compared with the D_A group indicated that they were enriched in pathways including ECM–receptor interaction and TNF signaling pathway (Fig. 8e). These results indicated that the inhibitor could alleviate extracellular matrix degradation and the reduction of the SMC contractile phenotype.

To clarify whether the VSMC 4 with high *Malat1* expression contributed to aortic dilation, we defined the VSMC subtypes with the same markers used in the first five samples and successfully reproduced the five main subtypes (Fig. 8f). The percentage of subtypes changed significantly with different trends. VSMC 1 showed the most obvious reduction in the D_A group, which was rescued by the inhibitor (Fig. 8g). In contrast, VSMC 4 were predominant in terms of their ratio in the D_A group and returned to normal levels in the IN_A group (Fig. 8g). The top expressed genes of the heatmap also showed that VSMC 4 highly expressed the AAA-related gene *Mmp3* (Fig. 8h). Further, the expression level of *Malat1* was significantly higher in VSMC 4 compared with the AA group, whereas the other subtypes performed with no significant differences (Fig. 8i). In conclusion, VSMC 4 highly expressing *Malat1* predominantly contributed to AngII-induced AAA and the inhibitor could rescue the reduction of VSMCs to alleviate the AAA lesion.

### Cell-to-cell interaction analysis with WGCAN and Circos plots

WGCAN analysis revealed all gene modules expressed among all cell types. This provided further evidence that even different cell types, including structural cells and immune cells, could demonstrate similar gene expression patterns, such as VSMC 5, monocytes, and T cells (Supplementary Fig. S8a). However, different subclusters of the same cell type shared the same or overlapping gene patterns, such as VSMCs 2, 3, and 4. These features were also supported by sample clustering analysis (Supplementary Fig. S8a).

In the cell-to-cell interaction network, a closer position to the center with lines connected to cell types indicated a more important status occupied (Supplementary Fig. S8b). EC1 and VSMC 4 were situated in the middle of all cell types, which indicates their essential effect on the physiological and pathological processes in the aorta (Supplementary Fig. S8c). In addition, neurons with upstream signal regulation using electrical signals and transmitters, should not be ignored. It was observed that VSMC 3 was located between VSMCs 2 and 4, with the role of connection and transition as described previously (Supplementary Fig. S8c).

Thereafter, we analyzed the specific gene interactions among all cell types and selected all the VSMCs separately with Circos plots (Supplementary Fig. S8d). The different genes and genes expressed between cell subtypes also had close or isolated relationships across cell type boundaries. Therefore, subtypes of the same cell type were expressed differently, whereas the subtypes of different cell types had very similar expression patterns and functions. All these analyses of cell-to-cell interactions provided further evidence of the heterogeneity of the aorta, whether based on subtypes or spatial distribution.

## Discussion

Regardless of the blood vessels of mice or humans, the research basis of various vascular diseases is determining the characteristics of blood vessel composition at the physiological level. The anatomical structure and origin of embryonic development create heterogeneity in the aortic microenvironment. This study provided gene expression and cell subtype information for ~26,000 cells in total and ~5000 cells in each segment on average based on the spatial dimension. The EC subtypes identified in our study were matched with those from a previous study.^11^ In addition to the discovered effects of EC subtypes, the new segmental characteristics of EC subtypes were revealed; in particular, EC1 highly expressed *Vcam1* and *Scarb2* in the aortic arch. In fibroblasts, Fbn1^+^ Fibro1 was identified and showed high expression levels in the thoracic aorta, particularly in the AOAR segment. This result provided a possible and reasonable explanation that the specific distribution of Fbn^+^ Fibro1 might be an important physiological basis for the position of thoracic aortic aneurysm (TAA) occurrence. It also emphasized disease susceptibility and possible dominant cell subtypes, which required further research and discussion in the future.

This study focused on the three VSMC subtypes with significant differences in spatial distribution. The location of VSMC 4 gathering was the abdominal portion, which was shown to have a high incidence of aortic aneurysms in the AngII infusion model. Therefore, the top marker gene *Malat1* of VSMC 4 was detected by FISH at both transverse sections and tissue fragment levels, and this resulted in significant distribution differences in VSMCs. The RNA-sequencing database of human aortic tissues and previous studies also provided evidence of *Malat1* upregulation in the AAA group. We explored the role of *Malat1* in vascular smooth muscle cells both in vitro and in vivo. Although, it was more insightful by using SMC fate mapping mice which was published by Dobnikar et al. in 2018.^32^ The advantages of SMC fate mapping mice were obvious in separation and positioning of smooth muscle cells both in vivo and in vitro. We also used a variety of experimental methods to verify and explore the mechanism underlying the key VSMC subtype, including FISH, single-cell sequencing, and a series of animal experiments, which were investigated from different perspectives.

For mechanistic research on *Malat1*, the previous study resulted in the important conclusion that a HDAC9-MALAT1-BRG1 complex regulated thoracic aneurysm progression^19^ which provided the foundation for our present study. However, there were many differences in the role of MALAT1 in AAA formation and VSMC dysfunction in our study compared with that in TAA. In animal model construction, the TAA model is a kind of spontaneous lesion of the thoracic aorta in Marfan (Fbn1^C1039G/+^) mice. The mechanism is that Fibrillin gene mutations cause enhanced TGF-β signaling. In contrast, the AAA model chosen in this study was an AngII-induced AAA model with high-fat feeding, as the most typical and generally accepted animal model of AAA, which mimics most human AAA features. In addition, another key mechanism underlying AAA is increased inflammatory factor infiltration including TNF-α and IL-1β, as compared to that with TAA. Chronic inflammation of the aortic wall in AAA was determined to be related to *Malat1* in our study, which was quite different from TAA.

Moreover, we demonstrated for the first time that a *Malat1* inhibitor can effectively protect the aorta based on three aspects, namely the prevention, inhibition, and reversal of AAA. The novel application of the *Malat1* inhibitor had significant clinical value in therapeutic strategies for AAA. Our data demonstrated that the physiological high level of *Malat1* in the abdominal aorta was an important reason underlying the susceptibility to AngII-induced AAA. Further, we used single-cell analysis to confirm the dominant status of VSMC 4 with high *Malat1* expression in AAA and the therapeutic effect of the inhibitor at the single-cell level.

In conclusion, our study provides a comprehensive segmental single-cell transcriptome of the aorta at the physiological level, inspiring new ideas for diagnostic and intervention targets for aortic diseases. Furthermore, a novel system of VSMCs was proposed to replace the traditional classification. The pivotal subtype VSMC 4, with the top marker gene *Malat1*, can be a new target for AAA with the potential therapeutic inhibitor, MALAT1-IN-1 already available.

## Materials and methods

The “Materials and methods” section is available in Supplemental Materials.

## Supplementary information

Supplementary Materials

# Supplementary material for: An intersegmental single-cell profile reveals aortic heterogeneity and identifies a novel Malat1+ vascular smooth muscle subtype involved in abdominal aortic aneurysm formation
**Source:** Signal Transduct Target Ther. 2022 Apr 27;7:125. doi: 10.1038/s41392-022-00943-x
**Supplement:** Supplementary file 1 — Supplementary Materials

Supplementary Materials for

An intersegmental single-cell profile reveals aortic heterogeneity and identifies a novel Malat1^+^ vascular smooth muscle subtype involved in abdominal aortic aneurysm formation

Liwen Yu^1^, Jie Zhang^1^, Amy Gao^1^, Meng Zhang^1^, Zunzhe Wang^1^, Fangpu Yu^1^, Xiaobin Guo^2^, Guohai Su^2^, Yun Zhang^1,2^, Meng Zhang^1,2*^ and Cheng Zhang^1,2*^

**This PDF file includes:**

Materials and Methods

Supplementary Text

Figures. S1 to S8

Tables S1 to S4

Materials and Methods

**Animal**

All animal care and experimental protocols were approved by the Ethics Committee on Animal Experiment of Shandong University Qilu Hospital and complied with the guidelines of the Animal Management Rules of the Chinese Ministry of Health (Document No. 55, 2001). Animal studies were reported in compliance with the ARRIVE guidelines (Kilkenny, Browne, Cuthill, Emerson, & Altman, 2010) and with the recommendations made by the British Journal of Pharmacology. All of the C57/BL6 and ApoE^-/-^ mice aged 8 weeks were purchased from Beijing Weishanglide Animal Experimental Center. All mice were housed in standard cages in a specific pathogen-free environment and kept on a 12-hr light/12-hr dark cycle with food and water freely available. The whole aortas isolated form five male C57/BL6 mice were divided into five segments by anatomical landmarks and digested to obtain a single cell suspension.

In the *in vivo* study, the ApoE^-/-^ mice were randomly divided into two groups, Ang II group and control group (n = 30 per group). All mice were treated for 4 weeks with continuous subcutaneous infusion by an osmotic pump (Alzet model 2004, Alza Corp, Palo Alto, CA, USA) with high-fat feeding at the same time. The control group received an infusion of saline while the Ang II group received an infusion of Ang II (1,000 ng/kg/min^1^, MCE, Cat. No.: HY-13948) for 4 weeks. In the mechanism experiment, the mice were divided into four groups, DMSO group (D), inhibitor group (IN), 4-week Ang II+ DMSO group (4WA+D) and 4-week Ang II+ inhibitor group (4WA+IN). The inhibitor was injected for 2 weeks before the Ang II infusion and continued for the whole process (n = 20 per group). The mice were separately injected via tail vein twice a week with MALAT1-IN-1 solution (200ug/kg, MCE, Cat. No. HY-115579) and DMSO diluted by cosolvent in same concentration of 2%. In the inhibitory experiment, the ApoE^-/-^ mice were randomly divided into 2 groups (n = 20) and were infused with Ang II (1,000 ng/kg/min) by osmotic pumps with high-fat feeding at the same time for 4 weeks. During the infusion of Ang II, the two groups were separately injected with inhibitor or DMSO for the last 2 weeks (Fig. 7e). In the reversal experiment, the ApoE^-/-^ mice were randomly divided into 2 groups (n = 20) and were infused with Ang II (1,000 ng/kg/min) by osmotic pumps with high-fat feeding at the same time. After 2 weeks, the osmotic pump was taken out and the Ang II infusion was stopped. Then, the two groups were separately injected with inhibitor or DMSO for another 2 weeks. All mice were humanely killed (overdose of pentobarbital) and samples taken for further histological studies.

MALAT1-IN-1 (compound 5) is a potent and specific Malat1 (Metastasis-associated lung adenocarcinoma transcript 1) inhibitor. MALAT1-IN-1 modulated Malat1 downstream genes in a dose-dependent manner without affecting expression of nuclear enriched abundant transcript 1 (Neat1)^2^. The specificity of the inhibitor for Malat1 was demonstrated by nuclear magnetic resonance spectroscopy. Small molecules specifically targeting the Malat1 ENE triplex lay the foundation for new classes of anticancer therapeutics and molecular probes for the treatment and investigation^2^. The dose of the inhibitor was referred to that used in MMTV-PyMT tumors with a final concentration of 1 μM. The blood volume was calculated (1.5ml-2ml) according to mouse body weight (20-25g) and the injection dose was increased appropriately on the basis.

**Tissue isolation and cell dissociation.**

The whole aorta was dissected from the aortic root (exclude aortic valves) to arteria iliaca communis. The isolated aorta included five portions, aortic arch, thoracic aorta 1, 2, and abdominal aorta 1, 2 segments. Perivascular adipose and connective tissues were separated and removed from the vascular tissue before dissociation and single-cell analysis. The single cell suspension of each portion was obtained by enzymatic digestion referred to the protocol^3^ previously described. The enzyme digestion program was improved and adjusted in detail as followed: the aortic tissues were cut into 0.5 mm2 pieces and digested in enzyme solution (1mg/ml collagenase I, 0.5 mg/ml Elastase, 1mg/ml DNase I) in 37 ℃ water bath with shaking for 40 min at 100 rpm. Digestion was terminated with 1× PBS containing 10% fetal bovine serum (FBS) and pipetted for 5-10 times. The cell suspension was filtered by passing through 30um stacked cell strainer and centrifuged at 300g for 5 min at 4 °C. The cell pellet was resuspended in 100ul 1× PBS (0.04% BSA). The overall cell viability was more than 90% confirmed by trypan blue exclusion. The single cell suspensions were counted using Countess II Automated Cell Counter and the concentration was adjusted to 700-1200 cells/μl before single cell analysis.

**Single-cell RNA-seq library preparation and sequencing**

Single-cell suspensions were loaded to 10x Chromium to capture 5000 single cells according to the manufacturer’s instructions of 10X Genomics Chromium Single-Cell 3’ kit (V3). The following cDNA amplification and library construction steps were performed according to the standard protocol. Libraries were sequenced on an Illumina NovaSeq 6000 sequencing system (paired-end multiplexing run,150bp) by LC-Bio Technology Co., Ltd (Hang Zhou, China). For quality control, cells with >25% reads mapping to mitochondria, or with <700 or >15,000 UMI counts indicated low quality, and were removed from the analysis. Then the Doublet Finder R package was used to filter for the second time to remove the doublets.

CellRanger software (10x Genomics) was then used to analyze the sequencing data and produced gene expression information for each cell. Cell Ranger (http://support.10xgenomics.com/single-cell/software/overview/welcome) used an aligner called STAR (https://github.com/alexdobin/STAR), which performed splicing-aware alignment of reads to the genome. Cell Ranger then used the transcript annotation GTF to bucket the reads into exonic, intronic, and intergenic, and by whether the reads align (confidently) to the genome. A read was exonic if at least 50% of it intersects an exon, intronic if it is non-exonic and intersects an intron, and intergenic otherwise.

To overcome the extensive technical noise in any single gene for scRNA-seq data, Seurat clusters cells based on their PCA scores, with each PC essentially representing a ‘metagene’ that combines information across a correlated gene set. Determining how many PCs to include downstream is therefore an important step. In Macosko et al, we implemented a resampling test inspired by the jackStraw procedure. We randomly permute a subset of the data (1% by default) and rerun PCA, constructing a ‘null distribution’ of gene scores, and repeat this procedure. We identify ‘significant’ PCs as those who have a strong enrichment of low p-value genes.

**Differentially expressed genes GO and KEGG enrichment analysis**

GO enrichment analysis provides all GO terms that significantly enriched in differentially expressed genes comparing to the genome background, and filter the differentially expressed genes that correspond to biological functions. Firstly, all peak related genes were mapped to GO terms in the Gene Ontology database (http://www.geneontology.org/), gene numbers were calculated for every term, significantly enriched GO terms in differentially expressed genes comparing to the genome background were defined by hypergeometric test.

Genes usually interact with each other to play roles in certain biological functions. Pathway- based analysis helps to further understand genes biological functions. KEGG is the major public pathway-related database. Pathway enrichment analysis identified significantly enriched metabolic pathways or signal transduction pathways in differentially expressed genes comparing with the whole genome background.

The personalized analysis including WGCAN, branching gene expression trajectory analysis and Cell-to-cell interaction analysis. Weighted gene co‐expression network analysis (WGCNA) was applied to the count per million (CPM) expression data. A co‐expression network was constructed with a beta value of 20. Genes were clustered into branches of highly expressed genes, and modules were identified with the tree cut algorithm with the additional PAM stage. Branching gene expression trajectory analysis was performed with using the Monocle2 R package (Trapnell et al., 2014). Top 50 highly variable genes from the “FindMarkers” function of Seurat package were used as ordering genes with the threshold of adjusted P value < 0.05 and |logFC| > 1. Cell-to-cell interaction analysis was performed using the CellPhoneDB (version 1.1.0). Only receptors and ligands expressed in more than 10% cells of any cell type were further evaluated. Only those with a P value < 0.01 were used for the prediction of cell-cell interaction between any two cell types.

**Immunofluorescence localization, Fluorescence in situ hybridization (FISH) and Whole-Mount Fluorescence in situ hybridization (WISH)**

Immunofluorescence localization was performed by TSA Plus double immunofluorescence labeling staining kit (Servicebio, G1226-50T) using primary antibodies including Cd31 antibodies (Abcam, ab182981), Vcam1 antibodies (CST, 39036), Scarb2 antibodies (CST, 27960), Pdgfra antibodies (CST, 3174), Fbn1 antibodies (Bioss, bs-1157R), Sm22-α antibodies (Abcam, ab14106). The secondary antibodies contained HRP-conjugated Affinipure Goat Anti-Rabbit IgG(H+L) (Proteintech, SA00001-2), Donkey Anti-Rabbit IgG H&L (Alexa Fluor® 594, ab150068), Donkey Anti-Rabbit IgG H&L (Alexa Fluor® 488, ab150065), and Donkey Anti-Mouse IgG H&L (Alexa Fluor® 488, ab150109). In situ hybridization was performed as described previously. In order to study the cell type distribution of Malat1, RNAScope in situ hybridization was performed^4^ per the manufacturer's instructions using a purposed probe (Malat1, Advanced Cell Diagnostics, catalog no. 313391) and the RNAScope 2.5 HD reagent kit-RED (ACD, cat.no. 322350). Probes targeting the bacterial gene dapB (ACD, catalog no. 310043) were used as negative control. Probe targeting Malat1 was detected in lung tissue as positive control. Slides were mounted with VectaShield mounting medium containing DAPI (Vector Laboratories) and then imaged under both fluorescence and brightfield conditions. The Whole-Mount Fluorescence in situ hybridization was performed referred to the previous study of vessels in embryo^4^ and replaced by using the same probes and regent kit in FISH.

**Cell culture and experiment in vitro**

In vitro study, mouse aortic vascular smooth muscle cells, MOVAS were purchased from American Type Culture Collection (Manassas, VA, USA) and cultured in high-glucose DMEM supplemented with 10% fetal bovine serum and 1% penicillin/streptomycin. The MOVAS cells were divided into control group and Ang II-stimulated group (10^-6^ M/ml) and incubated for 24 or 48 hours.

The MOVAS cells with stable knockout of Malat1 gene using CRISPR/Cas9 system by lentiviral transfection. Three pairs of small-guide RNA (sgRNA) targeting the Malat1 gene were designed and inserted into plasmid pLenticrisprV2. The sg2 and sg6 were selected with the best performance as expected (Table S1). The recombinant plasmid pLenticrisprV2 containing sgRNA was packaged using a lentivirus packaging system. MOVAS cells were transfected with viruses, and monoclonal cells were screened using puromycin. The genomic DNA was extracted from the amplified monoclonal cells. Eventually the Malat1 gene-related sequencing and the electrophoresis band of Northern-blot compared with the wild-type Malat1 gene confirmed the cell line with successful knockout (Malat1^-/-^ MOVAS cells)

**Bulk gene expression analysis**

Total RNA of KO and WT MOVAS cells was isolated and purified using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) following the manufacturer's procedure. The RNA amount and purity of each sample was quantified using NanoDrop ND-1000 (NanoDrop, Wilmington, DE, USA). The ligated products are amplified with PCR by the following conditions: initial denaturation at 95℃ for 3 min; 8 cycles of denaturation at 98℃ for 15 sec, annealing at 60℃ for 15 sec, and extension at 72℃ for 30 sec; and then final extension at 72℃ for 5 min. The average insert size for the final cDNA library was 300±50 bp. At last, we performed the 2×150bp paired-end sequencing (PE150) on an Illumina Novaseq™ 6000 following the vendor's recommended protocol.

**Quantitative real-time PCR**

The extracted RNA was dissolved in RNase free water, and concentration of the total RNA was determined with a spectrophotometer. Total RNA (1ug) was reverse transcribed into cDNAs with the PrimeScript™ RT Reagent Kit (Takara, Japan). qRT-PCR was performed using SYBR Green (Takara, Japan), and the results were normalized to β-actin expression. All primer sequences are shown in Supplemental table 1.

**Western blotting**

Proteins were extracted from cells or fresh tissue lysates of the abdominal aortas. The corresponding primary antibodies were tubulin antibody (Proteintech, 10094-1-AP), MMP2 antibody (CST,40994), MMP9 antibody (R&D, AF909-SP), IL-1β antibody (Abcam, ab9722), TNF-α antibody (Abcam, ab6671). The levels of protein expression of MMP2, MMP9, IL1β and TNF-α were normalized to that of tubulin. Three independent experiments were performed to derive the mean values calculated for statistical analysis.

**Histology and immunohistochemical staining**

At the end of the study, the mice were killed by an overdose of pentobarbital (i.p.). The abdominal aortas were removed and fixed in 4% paraformaldehyde overnight. Then, the aortic tissues were embedded with paraffin and cut into 5-μm-thick cross sections, which were stained with HE and Weigert stains in accordance with standard protocol^5^. To quantitate elastin degradation, a previously described grading method was used, Grade 1: no elastin degradation; Grade 2: mild elastin degradation; Grade 3: severe elastin degradation; and Grade 4: aortic rupture.

For immunohistochemical staining, the corresponding primary antibodies were MMP2 antibody (CST,40994), MMP9 antibody (R&D, AF909-SP), IL-1β antibody (Abcam, ab9722), TNF-α antibody (Abcam, ab6671). The positive reactions of tissue sections were developed using the peroxidase substrate solution including 0.02% H2O2 and 0.1% 3,30 -diaminobenzidine tetrahydrochloride (ZLI-9018, ZSGB-BIO, China) with the reaction products displayed as a brown color. Finally, the sections were counterstained with haematoxylin, and the integration optical density values of positive staining were calculated using Image-Pro Plus software (Media Cybernetics).

**In Vivo Computed Tomography (CT) Imaging**

To evaluate the aortic diameter and pathology in vivo, the high-resolution contrast-enhanced CT imaging was performed in mice of the four groups at 0 week, 2week and 4weeks separately before each operation. After mice were anesthetized with isoflurane, imaging was performed with Quantum GX2 Micro-CT scanner (PerkinElmer, Inc., Waltham, MA). Mice were intravenously administered a liposomal-iodine (liposomal-I, 1.1 g I/kg) contrast agent for CT angiography. The X-ray system of the scanner used a microfocus tube with a focal spot size of 5 um at 4 W with 7 minutes scan time. CT images were analyzed in Materialise Mimics (version 20.0 X64) to measure the diameter of the aorta for the presence of dilation, aneurysm, or dissection.

**Statistical Analysis**

Marker genes for transcriptional subpopulations in scRNA-seq profiles were identified with the FindAllMarkers Seurat function with a minimum log-fold change threshold of 0.25 and with P values computed with a Wilcoxon rank-sum test. P values were computed with a hypergeometric test and adjusted for multiple hypothesis correction with a Benjamini-Hochberg procedure. Gene set scores and imaging characteristics were compared between cell populations with the Mann–Whitney U test. All data were presented as mean ± SEM. Shapiro-Wilk test was first used to assess Gaussian distribution. All analyses were performed with GraphPad Prism 8 (GraphPad, San Diego, CA). Each experiment was repeated independently for a minimum three times. And For data with Gaussian Distribution, one-way ANOVA followed by Tukey post hoc tests were performed to determine the statistical difference between multiple groups with one variable and normally distribution. To compare multiple groups with more than one variable, two-way ANOVA followed by Sidak post hoc test was used. For data with a non-Gaussian distribution, Kruskal-Wallis test was used for multiple group comparisons. Differences in the incidence and grading of AAA were analyzed with chi-squared test. In all statistical comparisons, a p value of < 0.05 was considered statistically significant. Unless otherwise specified, each legend displays an adjusted P value for multiple comparisons. Non-significant p-values were not shown.

**Data Availability**

The scRNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under the accession code GSE193265 and GSE191226. All other data supporting the findings of this study are available from the corresponding author on reasonable request.

**References**

1 Wang, S. *et al.* Activation of AMP-activated protein kinase α2 by nicotine instigates formation of abdominal aortic aneurysms in mice in vivo. *Nat Med*. **18**, 902-910, (2012).

2 Butcher, M. J., Herre, M., Ley, K. & Galkina, E. Flow cytometry analysis of immune cells within murine aortas. *J Vis Exp*, (2011).

3 Herriges, M. J. *et al.* Long noncoding RNAs are spatially correlated with transcription factors and regulate lung development. *Genes Dev*. **28**, 1363-1379, (2014).

4 Ramirez, A. & Astrof, S. Visualization and Analysis of Pharyngeal Arch Arteries using Whole-mount Immunohistochemistry and 3D Reconstruction. *J Vis Exp*, (2020).

5 Satoh, K. *et al.* Cyclophilin A enhances vascular oxidative stress and the development of angiotensin II-induced aortic aneurysms. *Nat Med*. **15**, 649-656, (2009).

Supplementary Text

**Fig. S1. Quality Control (QC) plots.**

**a** Fraction Reads in Cells of whole samples were ideally higher than 70%. The barcodes corresponding to the blue line were effective cells, and the gray line was background noise. **b** The number above the figure was the Pearson correlation coefficient between the number of UMI and genes in five samples. The closer the correlation coefficient was to 1, the stronger the correlation was. **c** Violin plots showing the distribution of the number of genes, number of counts, and percentage of mitochondrial fraction in all five samples. To reduce the number of low-quality cells, doublet and multi-cell ratio, cells were filtered out if more than 2,0000 counts, less than 500 genes were detected, and the percentage of mitochondrial gene counts higher than 25%.

**Fig. S2. Ang II induced AAA mice model and cell composition of all aortic segments**

**a** The gross pathology and incidence of aortic aneurysm in different segments. **b** All clusters were obtained by single-cell analysis in a t-SNE plot. The 15 cell types were identified with classic marker genes by CellRanger software. **c** The main cell types are distributed evenly in general across five segments. n = 30 per group. **d** The cell number of all subtypes in five segments. The asterisks in **Fig. S2d**, symbols to highlight the subtypes with number differences across five segments. ****P<0.0001 by chi-squared test in **Fig. S2a**.

**Fig. S3. The marker genes identified ECs subtypes and related KEGG analysis**

**a** The t-SNE plot showed the expression level of marker genes in EC 1 and 2. **b** Volcano plot marked some potential target genes associated with cell adhesion and lipids metabolism. **c** KEGG analysis revealed specific features in the enriched pathway of two EC subtypes, in which EC 1 mainly enriched in atherosclerosis-related pathways. **d** Bar plot showing KEGG terms enriched in EC 1 in different segments, matched with the DEGs highly expressed in the AOAR and AA1 parts. The Y axis represents the ratio of upregulated genes to total DEGs in corresponding terms. Bar plot showing KEGG terms enriched in EC 2 in different segments, matched with the DEGs that were highly expressed in the AOAR segment, like PPAR signaling pathway. **e** Verification of *Vcam1* expression in ECs across five segments showed that the expression of *Vcam1* were enriched in the AOAR portion by immunofluorescent localization. Scale bar = 10 μm. **f** Negative control for *Scarb2* and *Vcam1* staining in the aorta. Scale bar = 10 μm. DEGs, different expression genes. Each experiment was repeated independently for a minimum three times.

**Fig. S4. The features of two fibroblast subtypes, in which co-localization of gene *Fbn1* with fibroblasts identified in fibroblast 1 and focused on thoracic segments.**

**a** Average expression and degree of top markers in fibroblast 1 and 2. **b** Violin plot provided supporting evidence of the most representative genes *Pi16* of fibroblast 1 and *Fmod* in type 2. **c** KEGG analysis of fibroblast subtypes manifested the pathways and biological functions related to the mechanism of inflammation reaction and extracellular matrix. **d** The Fbn1^+^ fibroblasts in the t-SNE plot matched with fibroblast 1. Violin plots of expression of *Fbn1* in two fibroblast subtypes manifested a significant high level in Fibro 1. The expression level of *Fbn1* in fibroblasts 1 was much higher in thoracic parts, particularly AOAR segment. E. The distribution of Fbn1^+^ fibroblast mostly concentrated on the AOAR segment and gradually decreased from AOAR to AA2 segments. **f** Negative control for *Fbn1* staining in the aorta. Scale bar = 10 μm.

**Fig. S5. Sca1^+^VSMC marked with *Ly6a* (*Sca1*) and KEGG analysis of all VSMC subtypes**

**a** The stem-like VSMCs marked with *Ly6a* are detected in the all VSMCs and matched with the cluster 10. **b** Each VSMC cluster plays its respective roles in the VSMC system, according to pathway analysis. VSMC 1 showed fewer enriched pathways compared with the other subtypes. **c** Positive control for *Malat1* in lung tissue and negative control for *Malat1* in situ hybridization by the probe target *dapB* in the aorta. Scale bar = 20 μm.

**Fig. S6. The rest marker genes of VSMC 5 and monocytes analyzed by GO analysis. a** VSMC 5 and monocytes appeared close location in terms of the t-SNE algorithm. **b** The classic marker gene *Cd14* was used to verify the identification of Monocytes. **c, d** Comparing the marker gene of VSMCs and Monocytes respectively by the expression ratio and the number of cells to identify VSMC 5 as VSMCs essentially. **e** The t-SNE and violin plot highlighted the key genes associated with the immune process and inflammation reaction. These genes of VSMC 5 demonstrated a similar profile but weaker expression level than the monocytes. **f** In some biological synthesis process, VSMC 5 might serve monocyte-like function in whole VSMC system. **g** The enriched pathways of VSMC 5 contained lysosome, chemokine signaling pathway, and other immune-related processes.

**Fig. S7.** **The evaluation of inhibiting *Malat1* protected aorta from AAA both *in vitro* and *in vivo*.**

**a** KEGG analysis showed down-regulated genes in Malat1^-/-^ MOVAS cells than in the WT type. **b, c** The statistical analysis of protein level of MMP2, MMP9, IL-1β, TNF-α in vivo by western blotting and immunohistochemistry. n=6 per group. **d** The grade of elastin degradation in mice with the injection of DMSO and MALAT1-IN-1 before Ang II infusion. **e** Representative computed tomography angiography (CTA) images of abdominal aortas from mice with the injection of DMSO and MALAT1-IN-1 in the last two weeks with continuous Ang II infusion. The diameter of abdominal aorta was significantly lesser by two weeks inhibitor injection showing its effect of arresting AAA progression. **f** Representative computed tomography angiography (CTA) images of abdominal aortas from mice with the injection of DMSO and MALAT1-IN-1 in the last two weeks after Ang II removing. The diameter of abdominal aorta was significantly lesser by two weeks inhibitor injection compared with both 2WA and 2WA+PBS group showing its reversing effect of AAA. **g, h** The grade of elastin degradation in mice with the injection of DMSO and MALAT1-IN-1 in last two weeks with continuous Ang II infusion and removing Ang II infusion separately. Student’s t test was used for **Fig. S7b, c.** Differences in the grading of AAA were analyzed with chi-squared test for **Fig. S7d, g, h**. *P<0.05, ** P<0.01, *** P < 0.001, **** P < 0.0001.

**Fig. S8. Cell to cell interaction analysis with WGCAN and Circos plots**

**a** WGCAN analysis of all cell subtypes manifests a similar gene module between them, particularly VSMCs 2, 3, 4. **b** The clustering of cell subtypes proves the close relationship between subtypes, even belonging to different types. **c** Cell-to-cell interaction provides the cellular network and control center of all cell subtypes. **d** The specific genes interaction among all cell types and all the VSMCs selected separately with Circos plots.

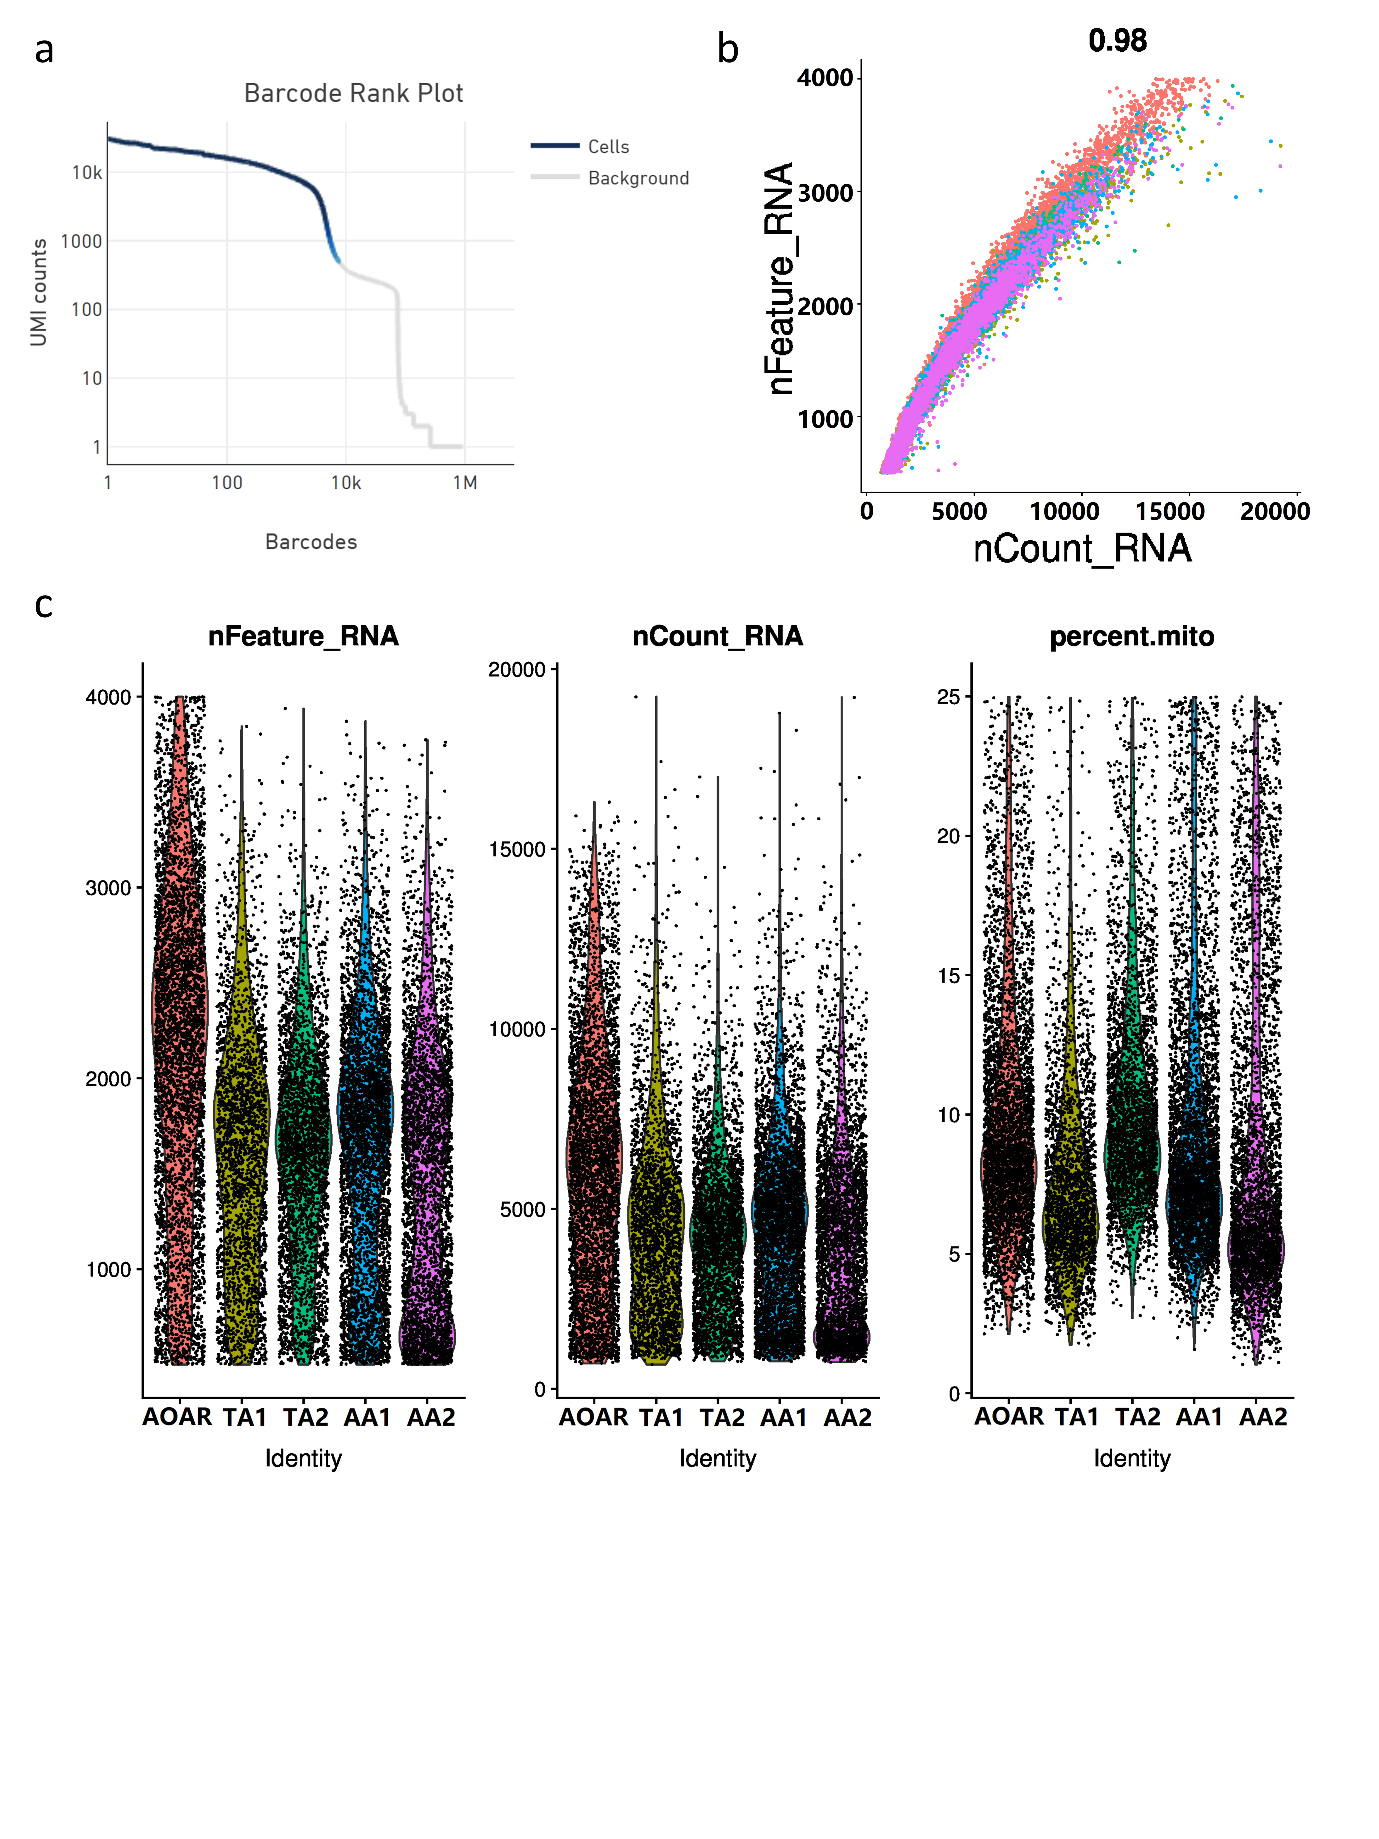

Figure. S1. Quality Control (QC) plots.
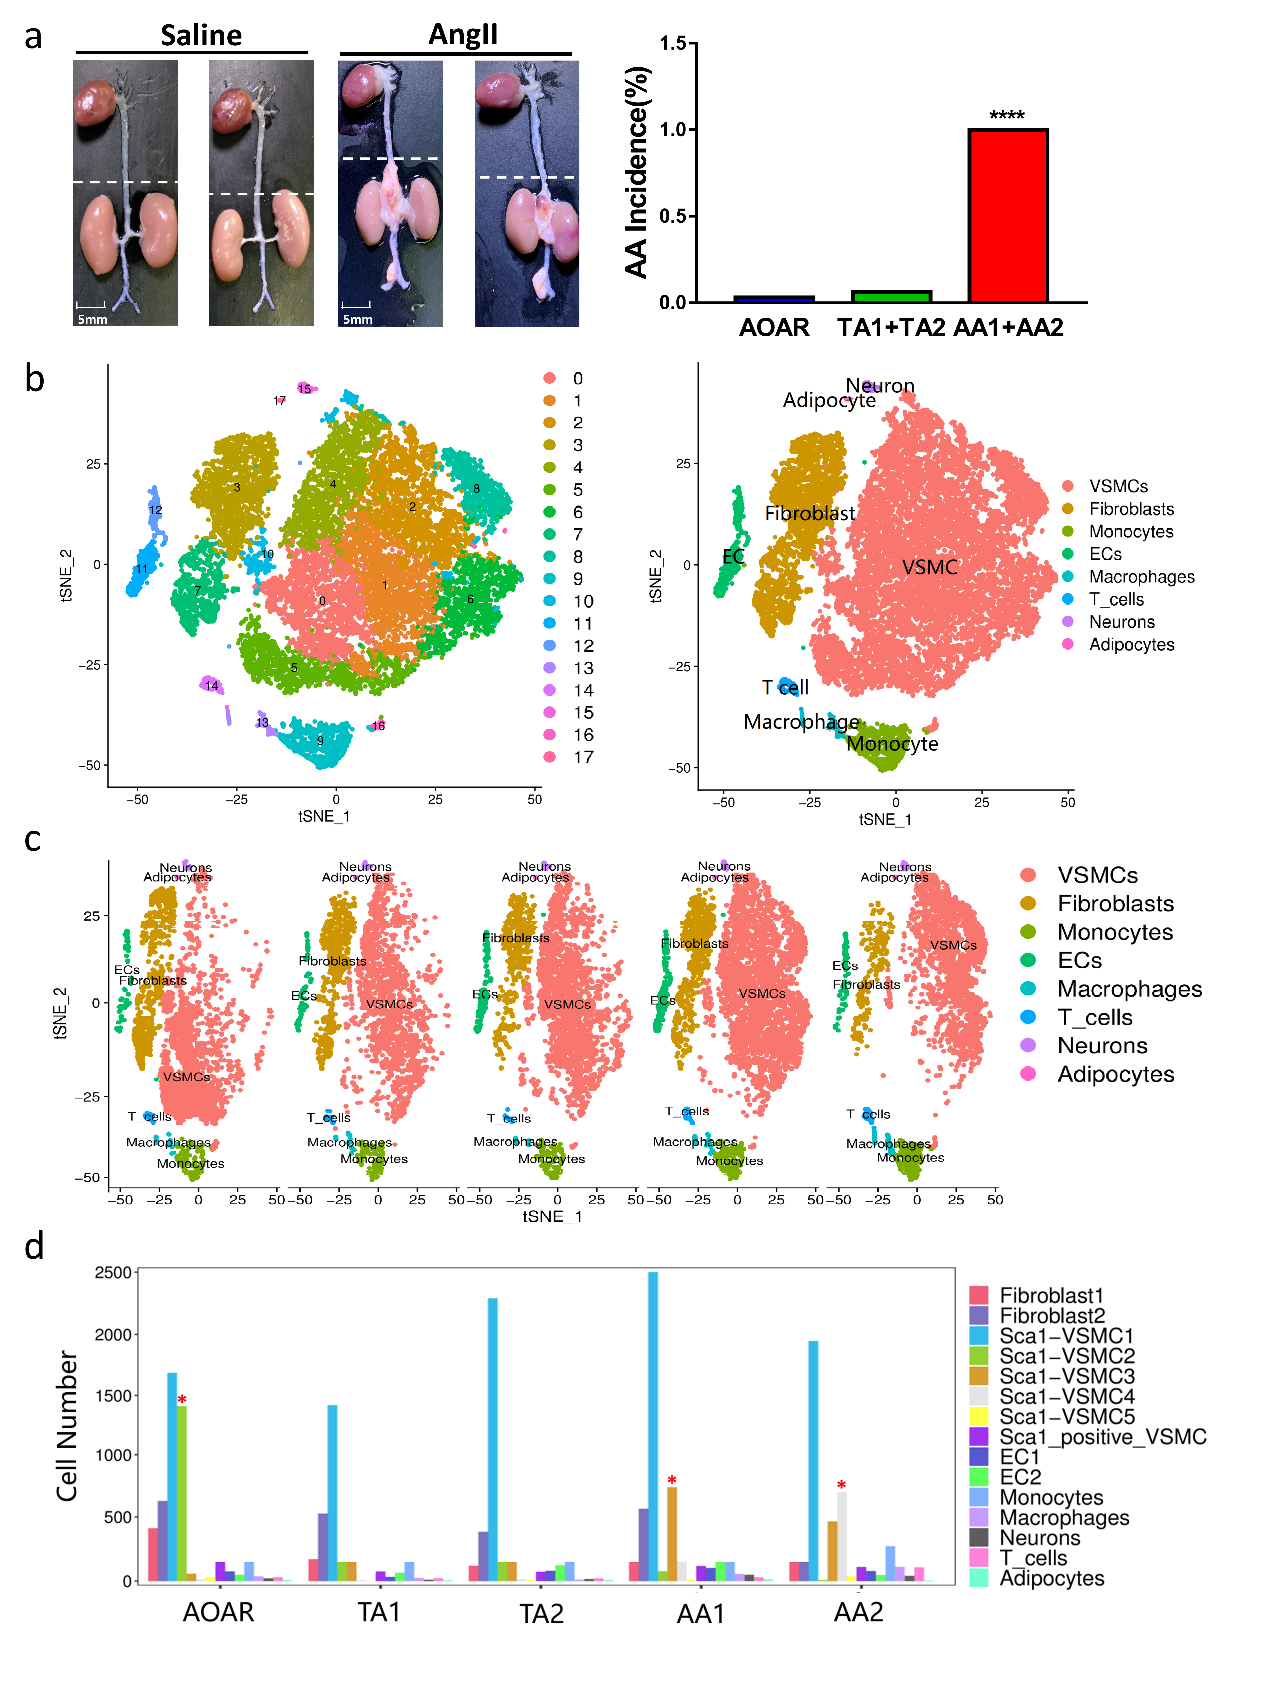

Figure. S2. Ang II induced AAA mice model and cell composition of all aortic segments.

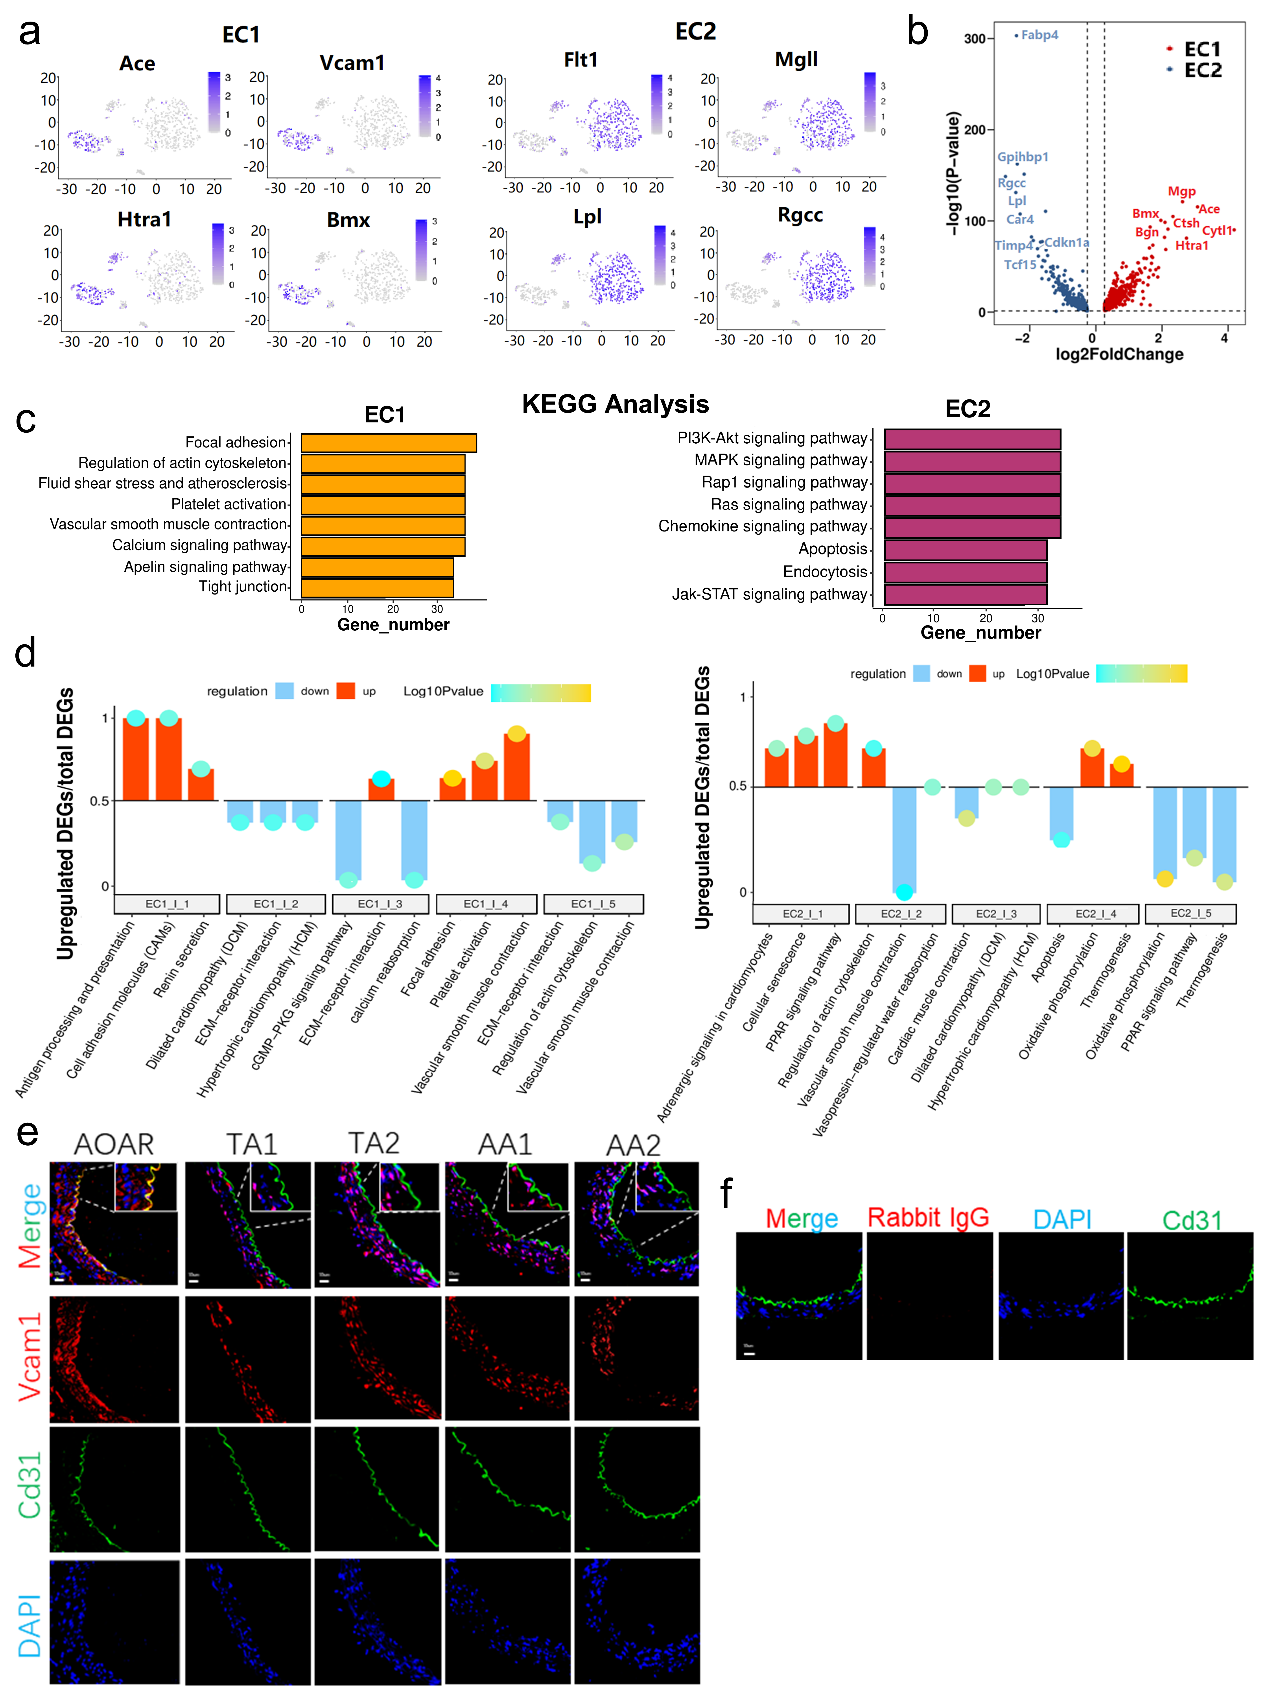

Figure. S3. The marker genes identified ECs subtypes and related KEGG analysis.

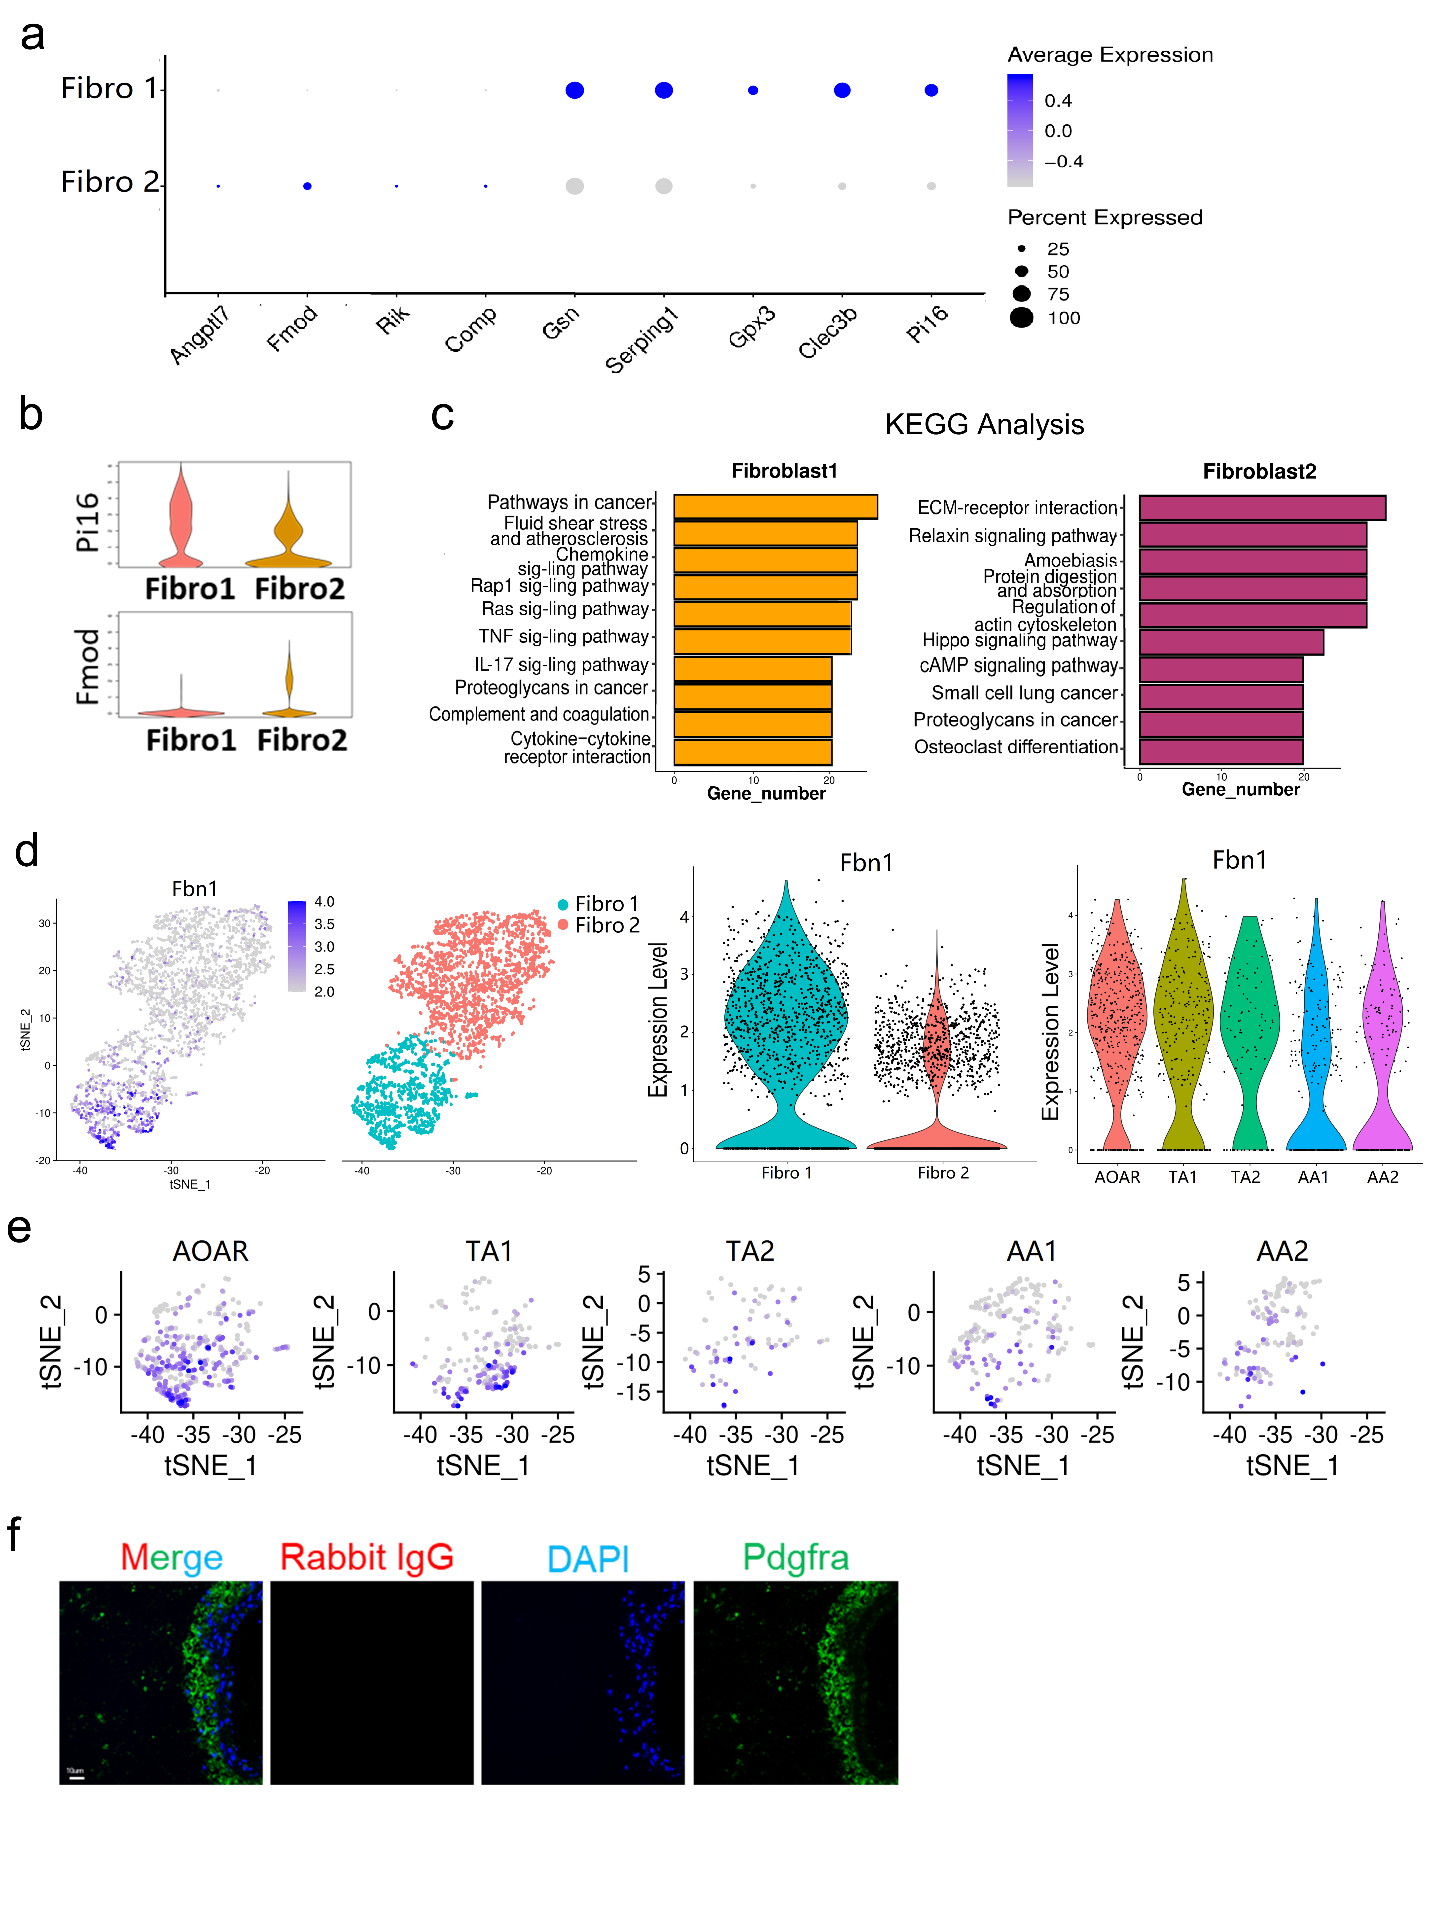
**Figure. S4. The features of two fibroblast subtypes, in which co-localization of gene Fbn1 with fibroblasts identified in fibroblast 1 and focused on thoracic segments.**

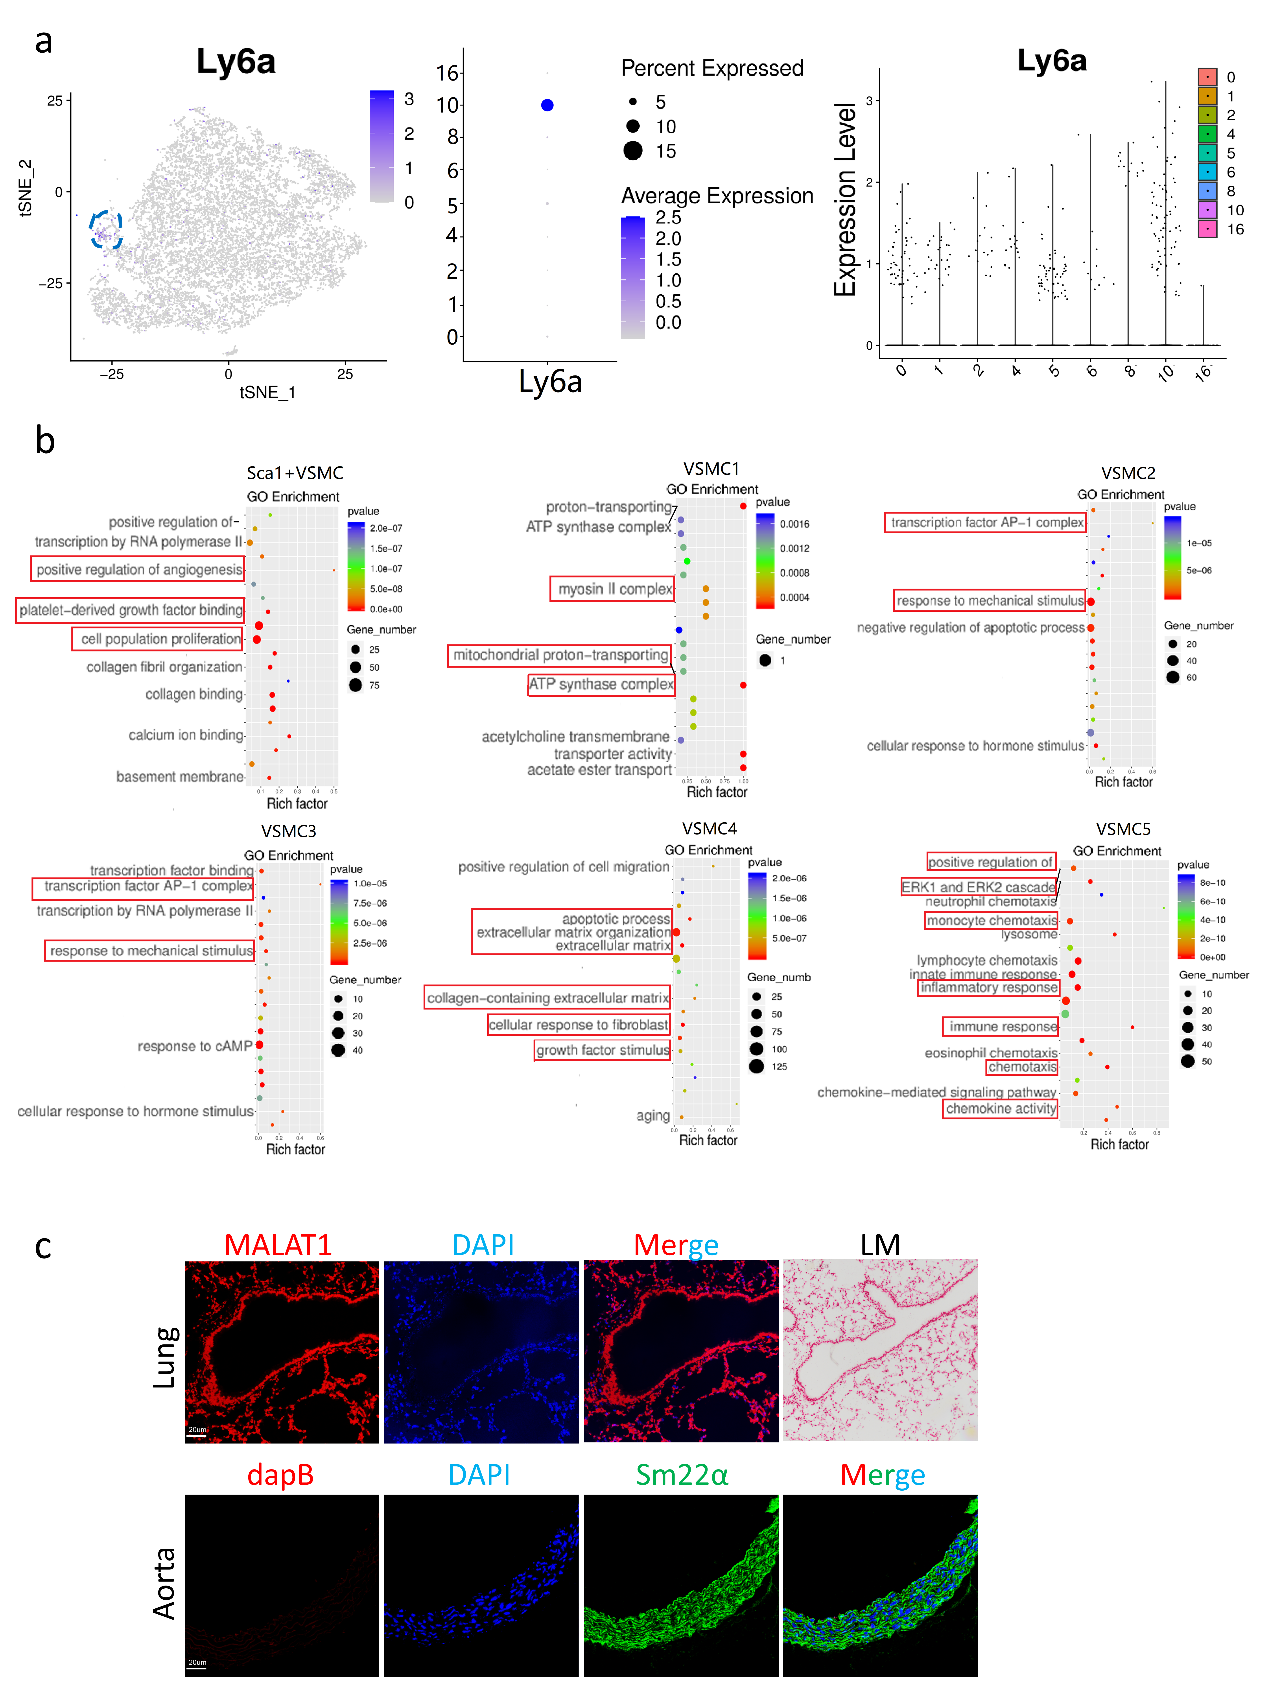

Figure. S5. Sca1+VSMC marked with Ly6a (Sca1) and KEGG analysis of all VSMC subtypes.

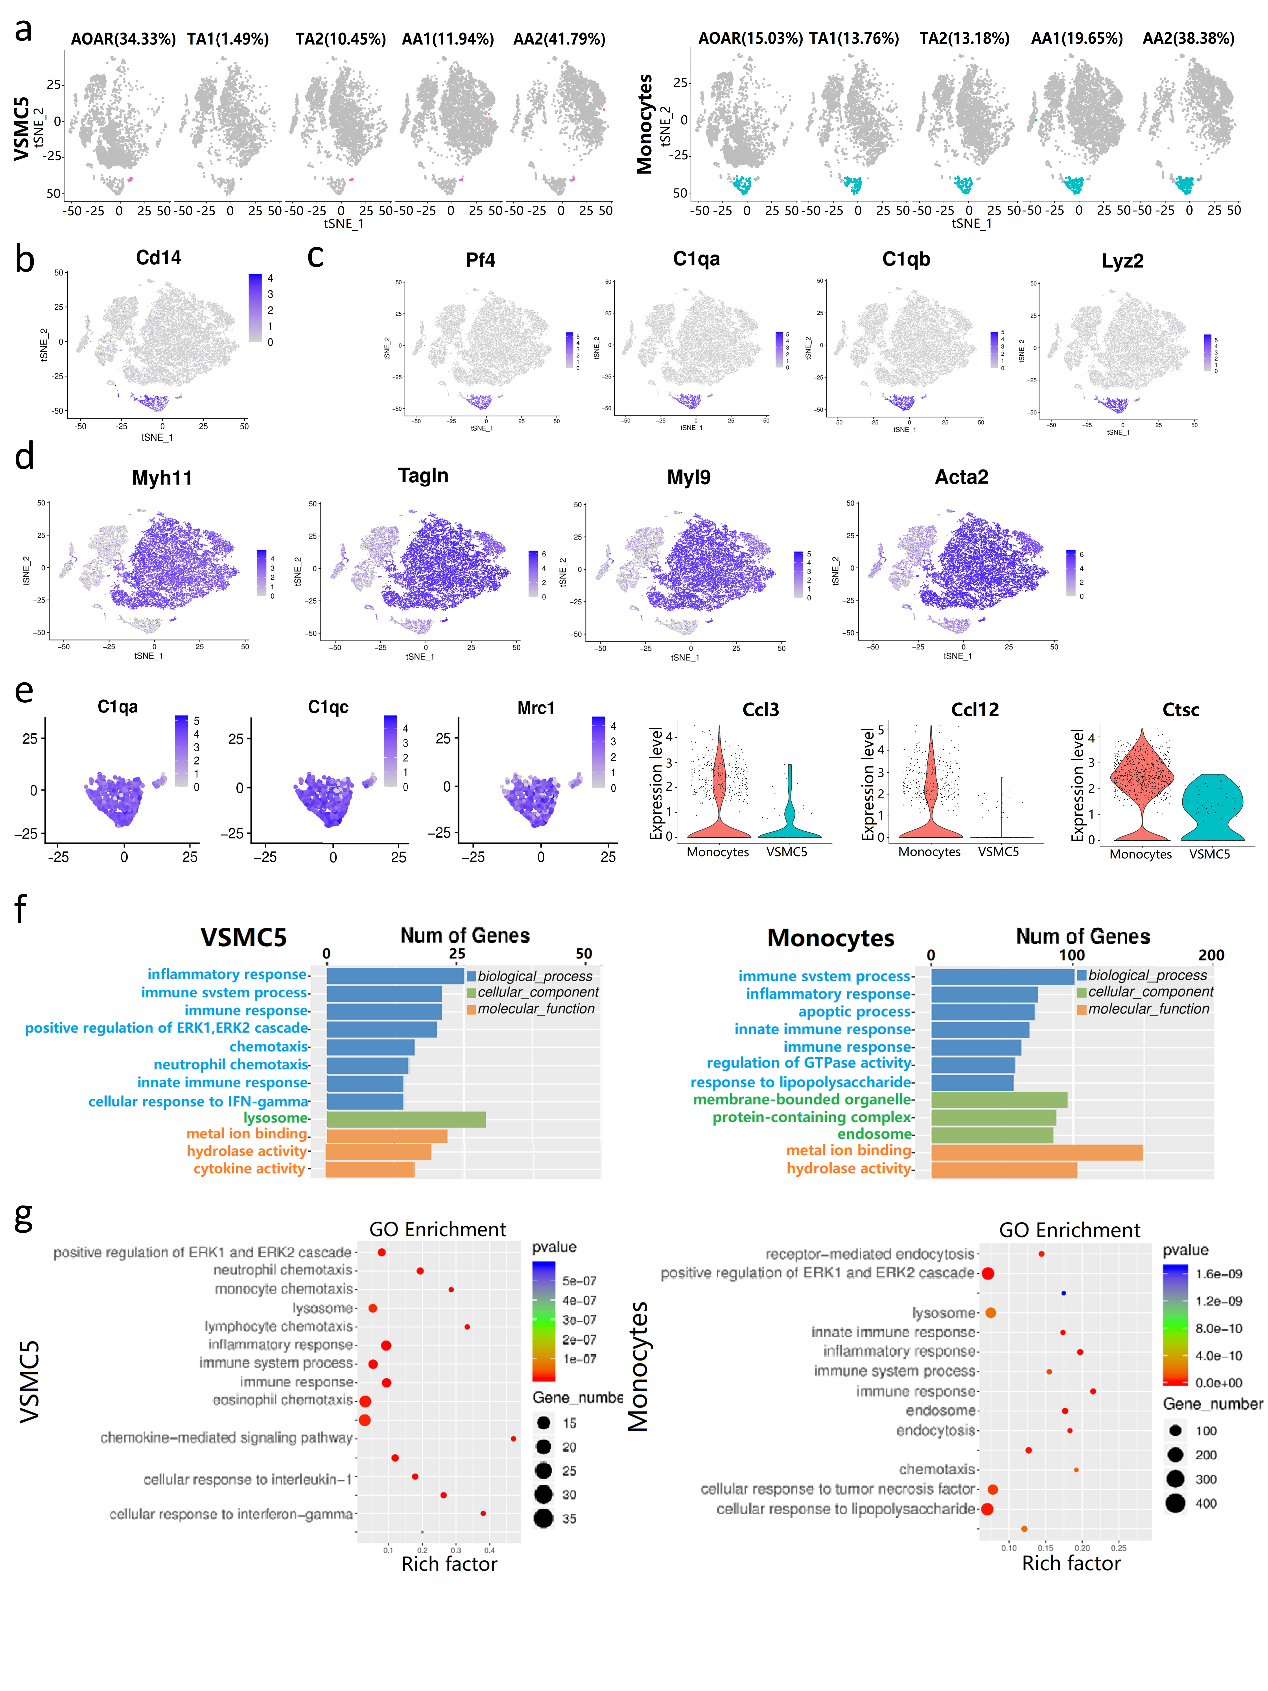

Figure. S6. The rest marker genes of VSMC 5 and monocytes analyzed by GO analysis.

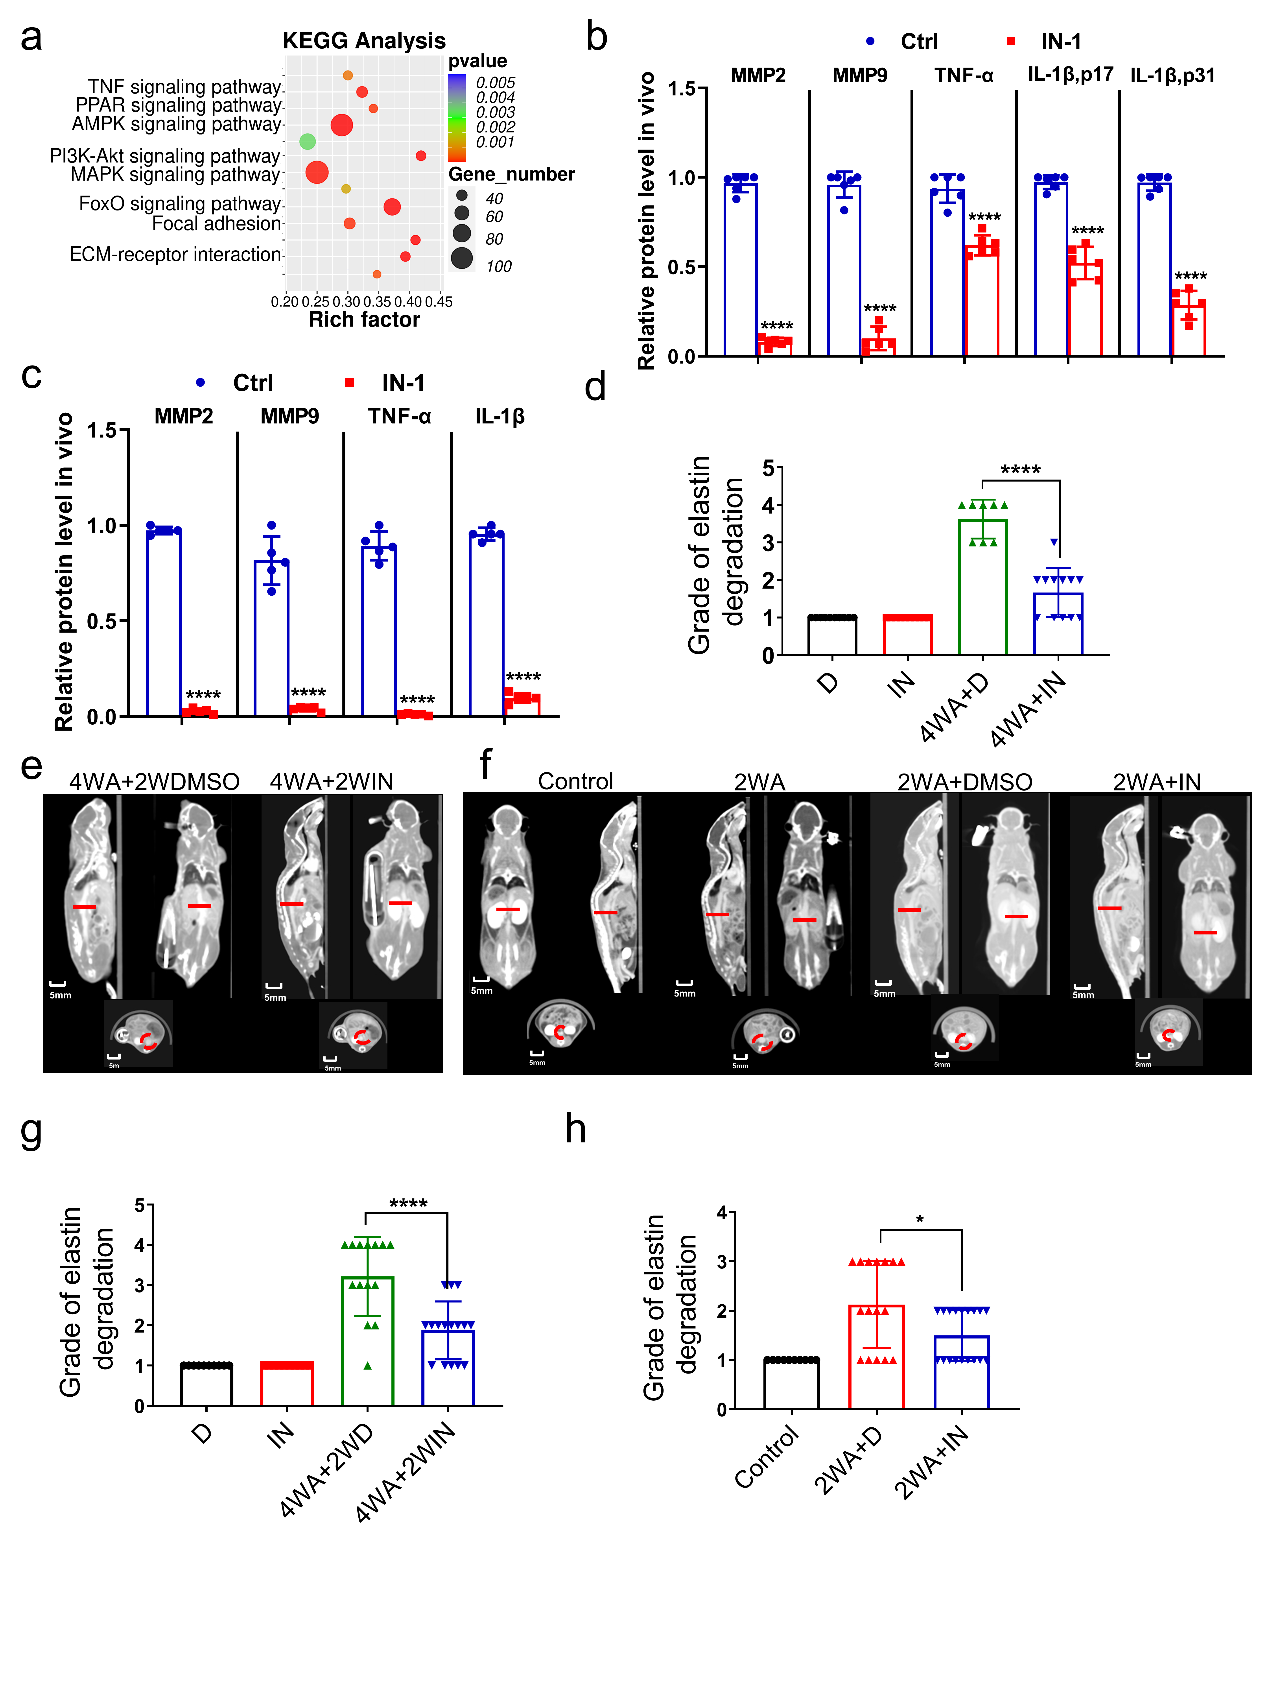

Figure. S7. The evaluation of inhibiting Malat1 protected aorta from AAA both in vitro and in vivo.

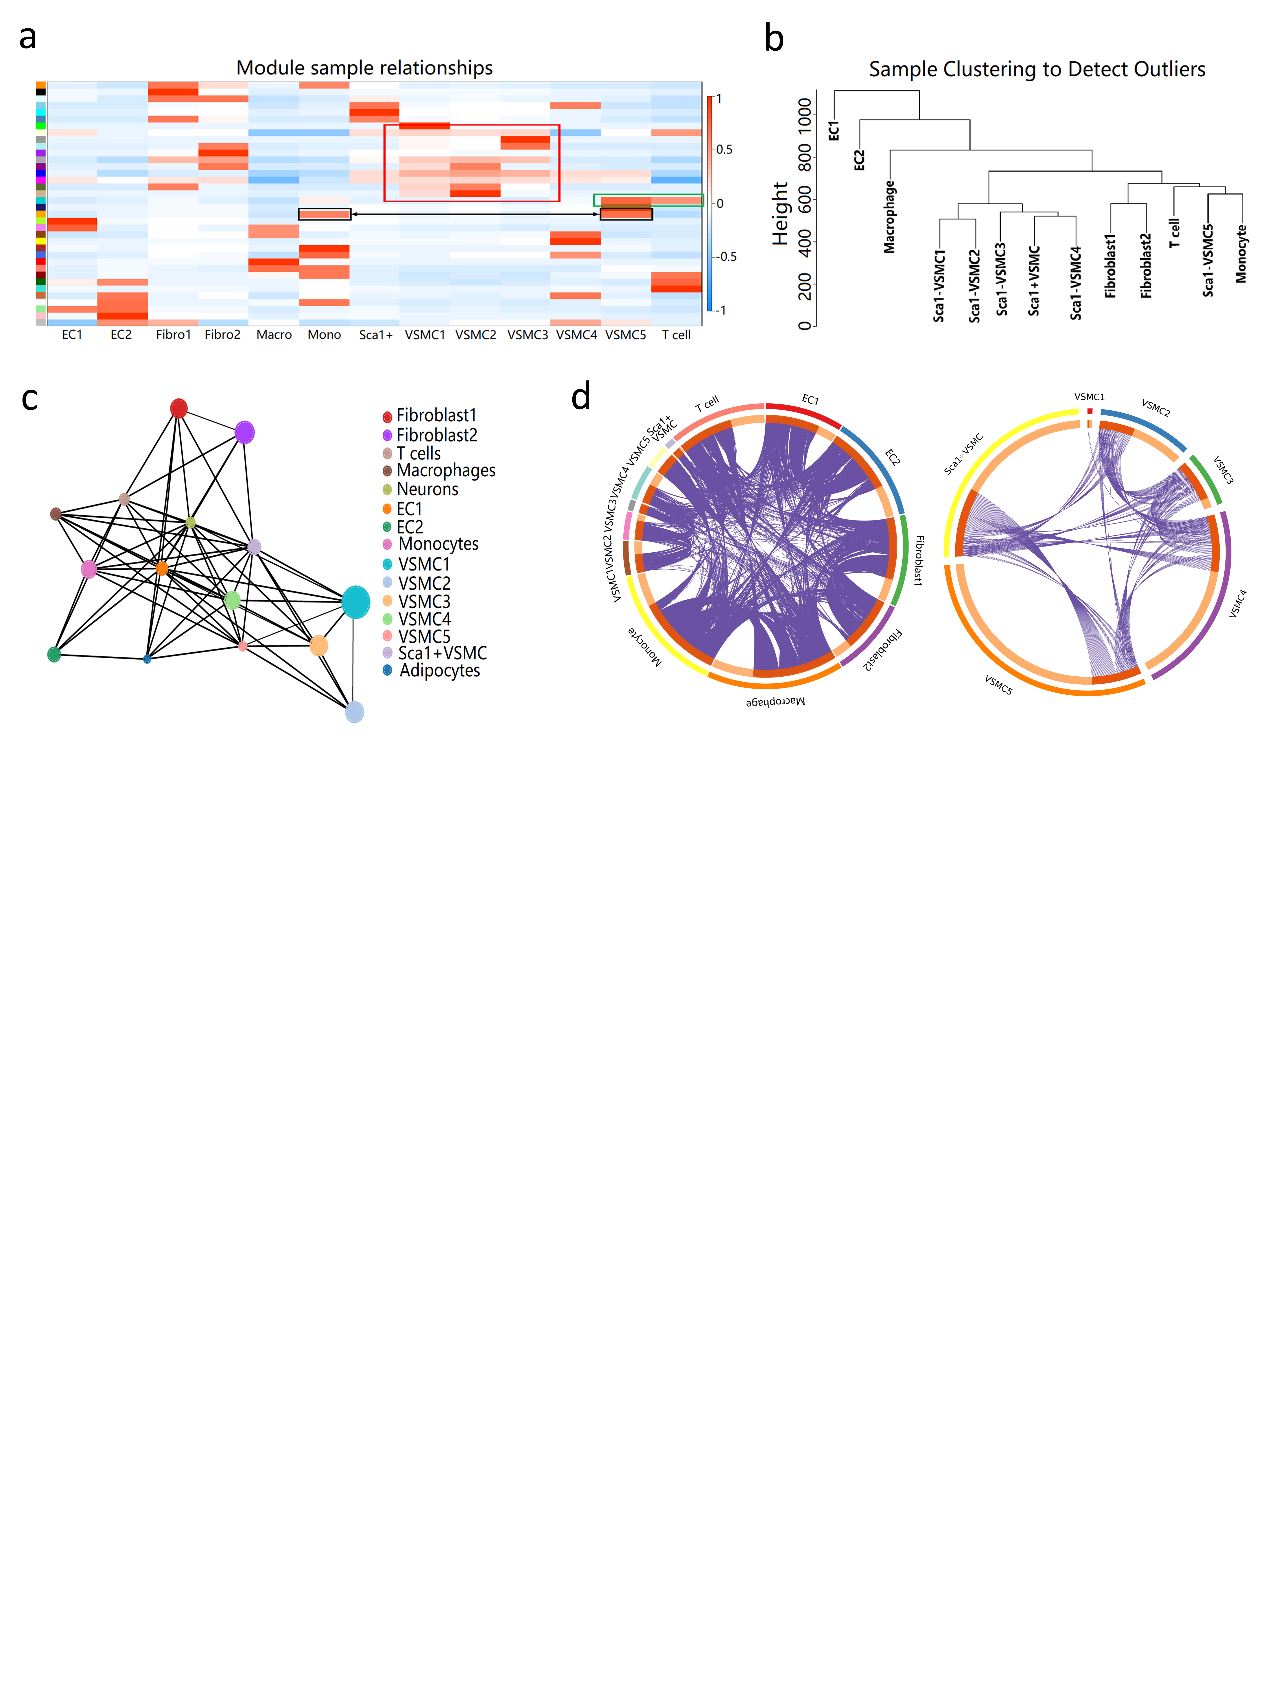

Figure. S8. Cell to cell interaction analysis with WGCAN and Circos plots.

| **Gene name** | **Sequence 5’-3’** |
| --- | --- |
| mouse *β-actin* forward | GGCTGTATTCCCCTCCATCG |
| mouse *β-actin* reverse | CCAGTTGGTAACAATGCCATGT |
| mouse *mmp2* forward | CAGGGCACCTCCTACAACAG |
| mouse mmp*2* reverse | CAGTGGACATAGCGGTCTCG |
| mouse *mmp9* forward | TAGATCATTCCAGCGTGCCG |
| mouse *mmp9* reverse | GCTTAGAGCCACGACCATACA |
| mouse *tnf-α* forward | AGCCGATGGGTTGTACCTTG |
| mouse *tnf-α r*everse | ATAGCAAATCGGCTGACGGT |
| mouse *il1β* forward | ACCTTCCAGGATGAGGACATGA |
| mouse *il1β* reverse | AACGTCACACACCAGCAGGTTA |
| mouse malat1 forward | ATAGCCCAGGAAAGAGTGCG |
| mouse malat1 reverse | GCTTCACCACCACATCCGTA |
|  |  |
| **SgRNA sequence** |  |
| Sg2 | GGCCTTGTAGATTAAAACGA |
| Sg6 | GAGTCAAGCAAAGACACCGC |

Table S1. Prime sequence of genes

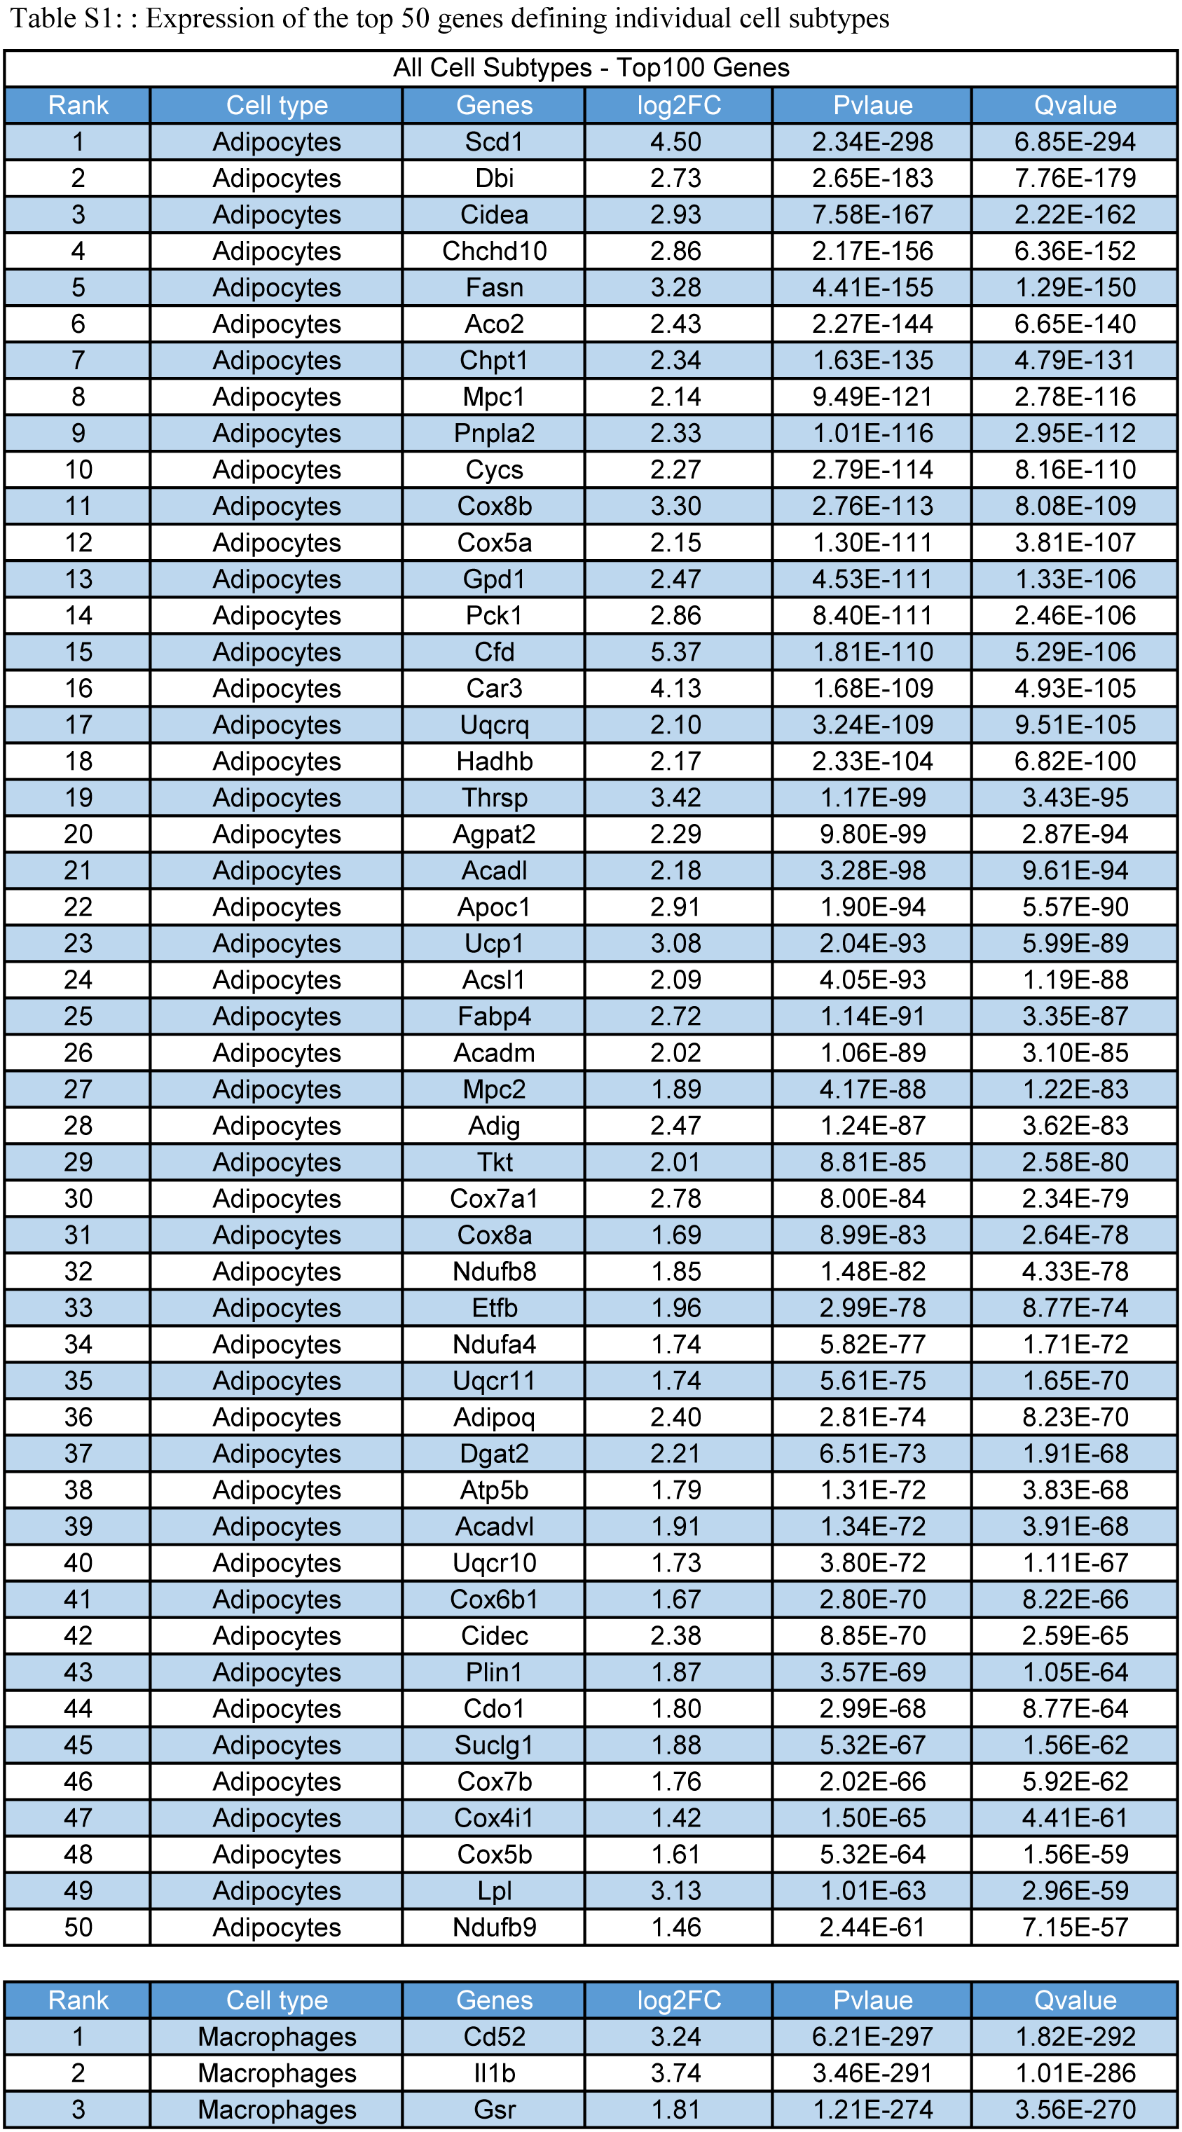

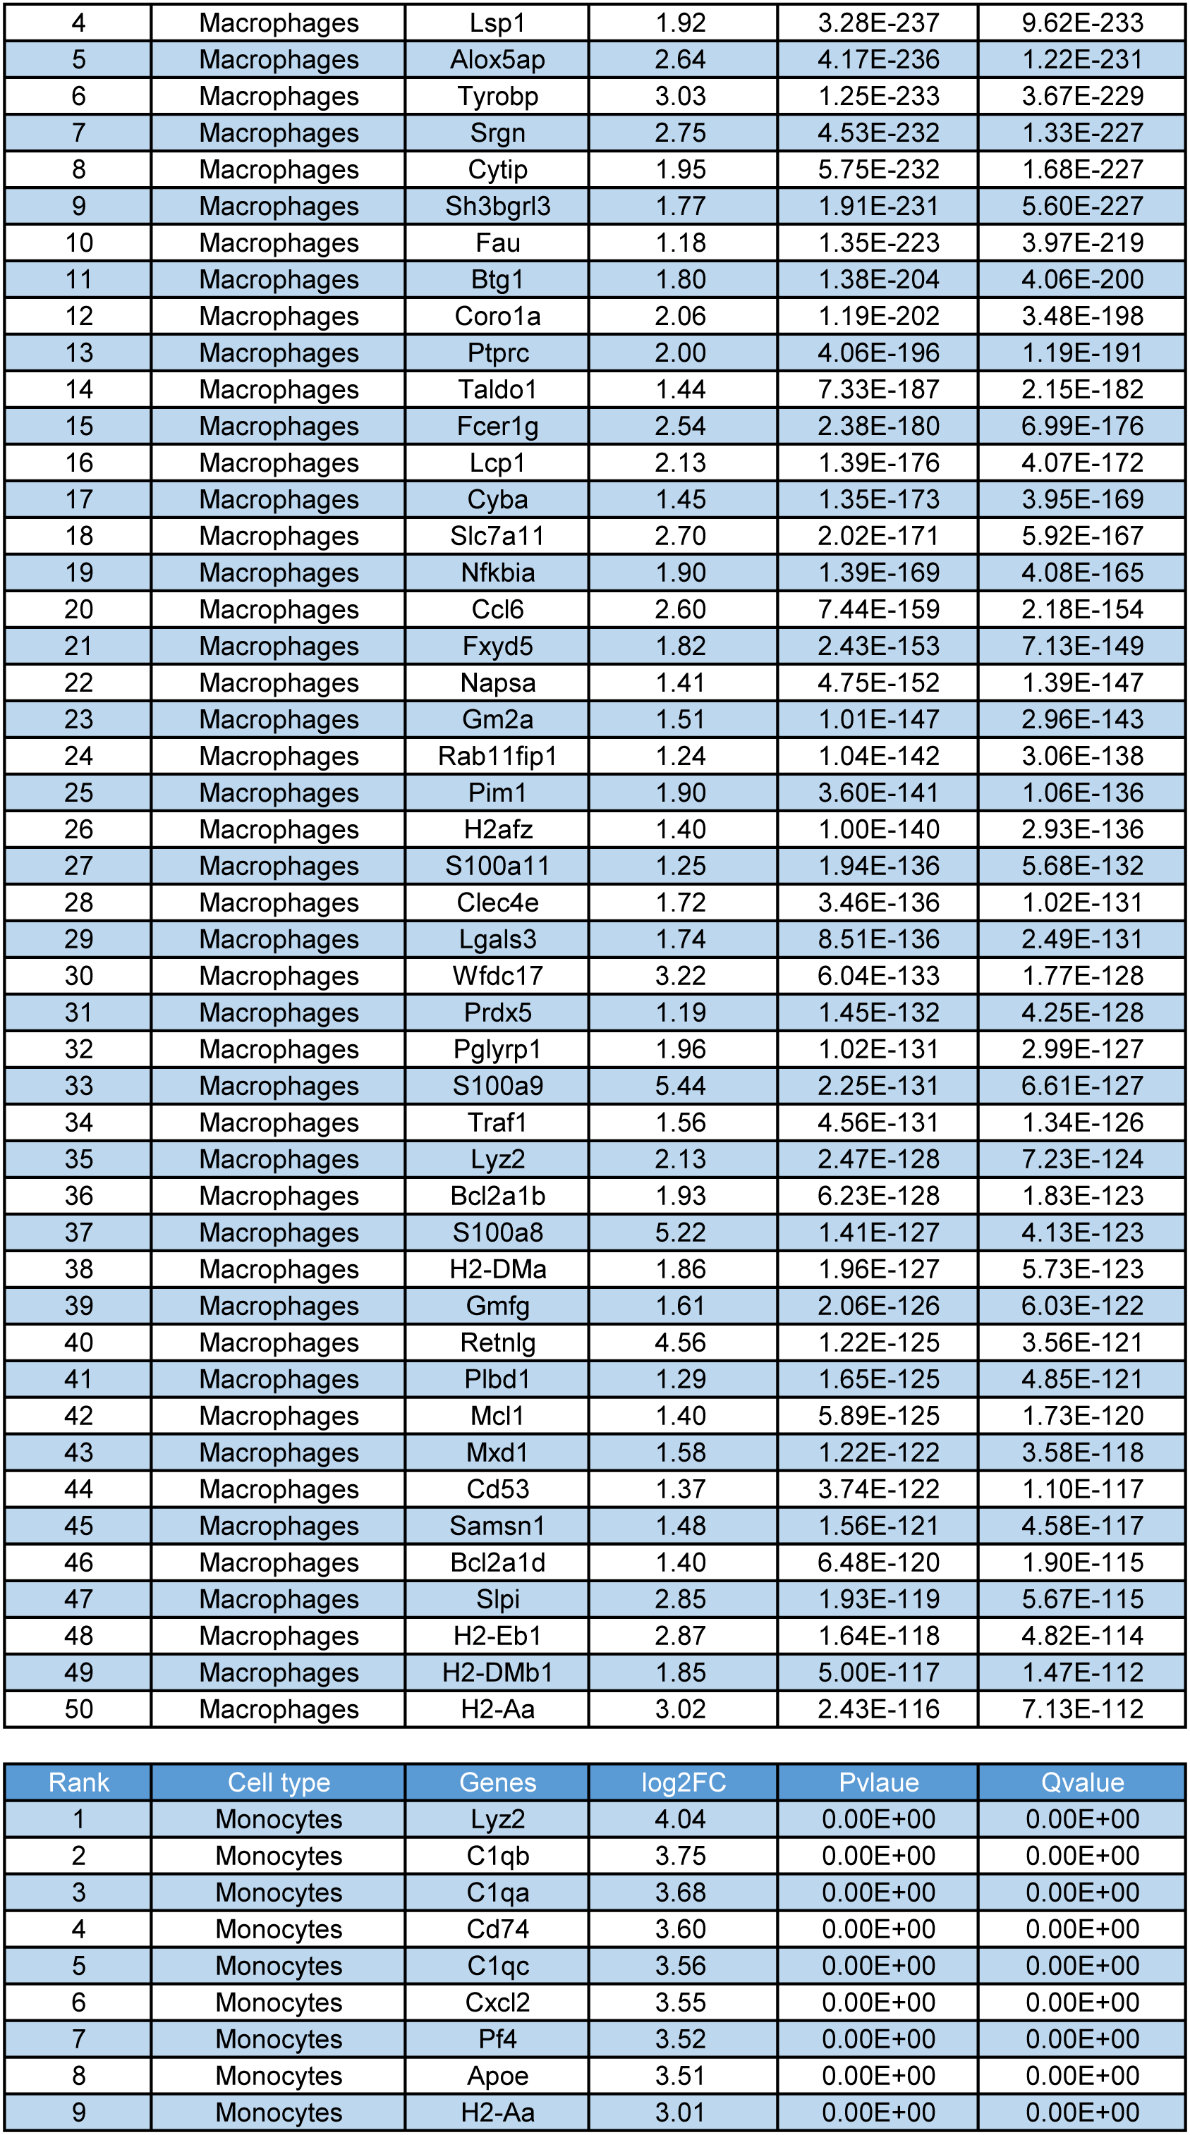

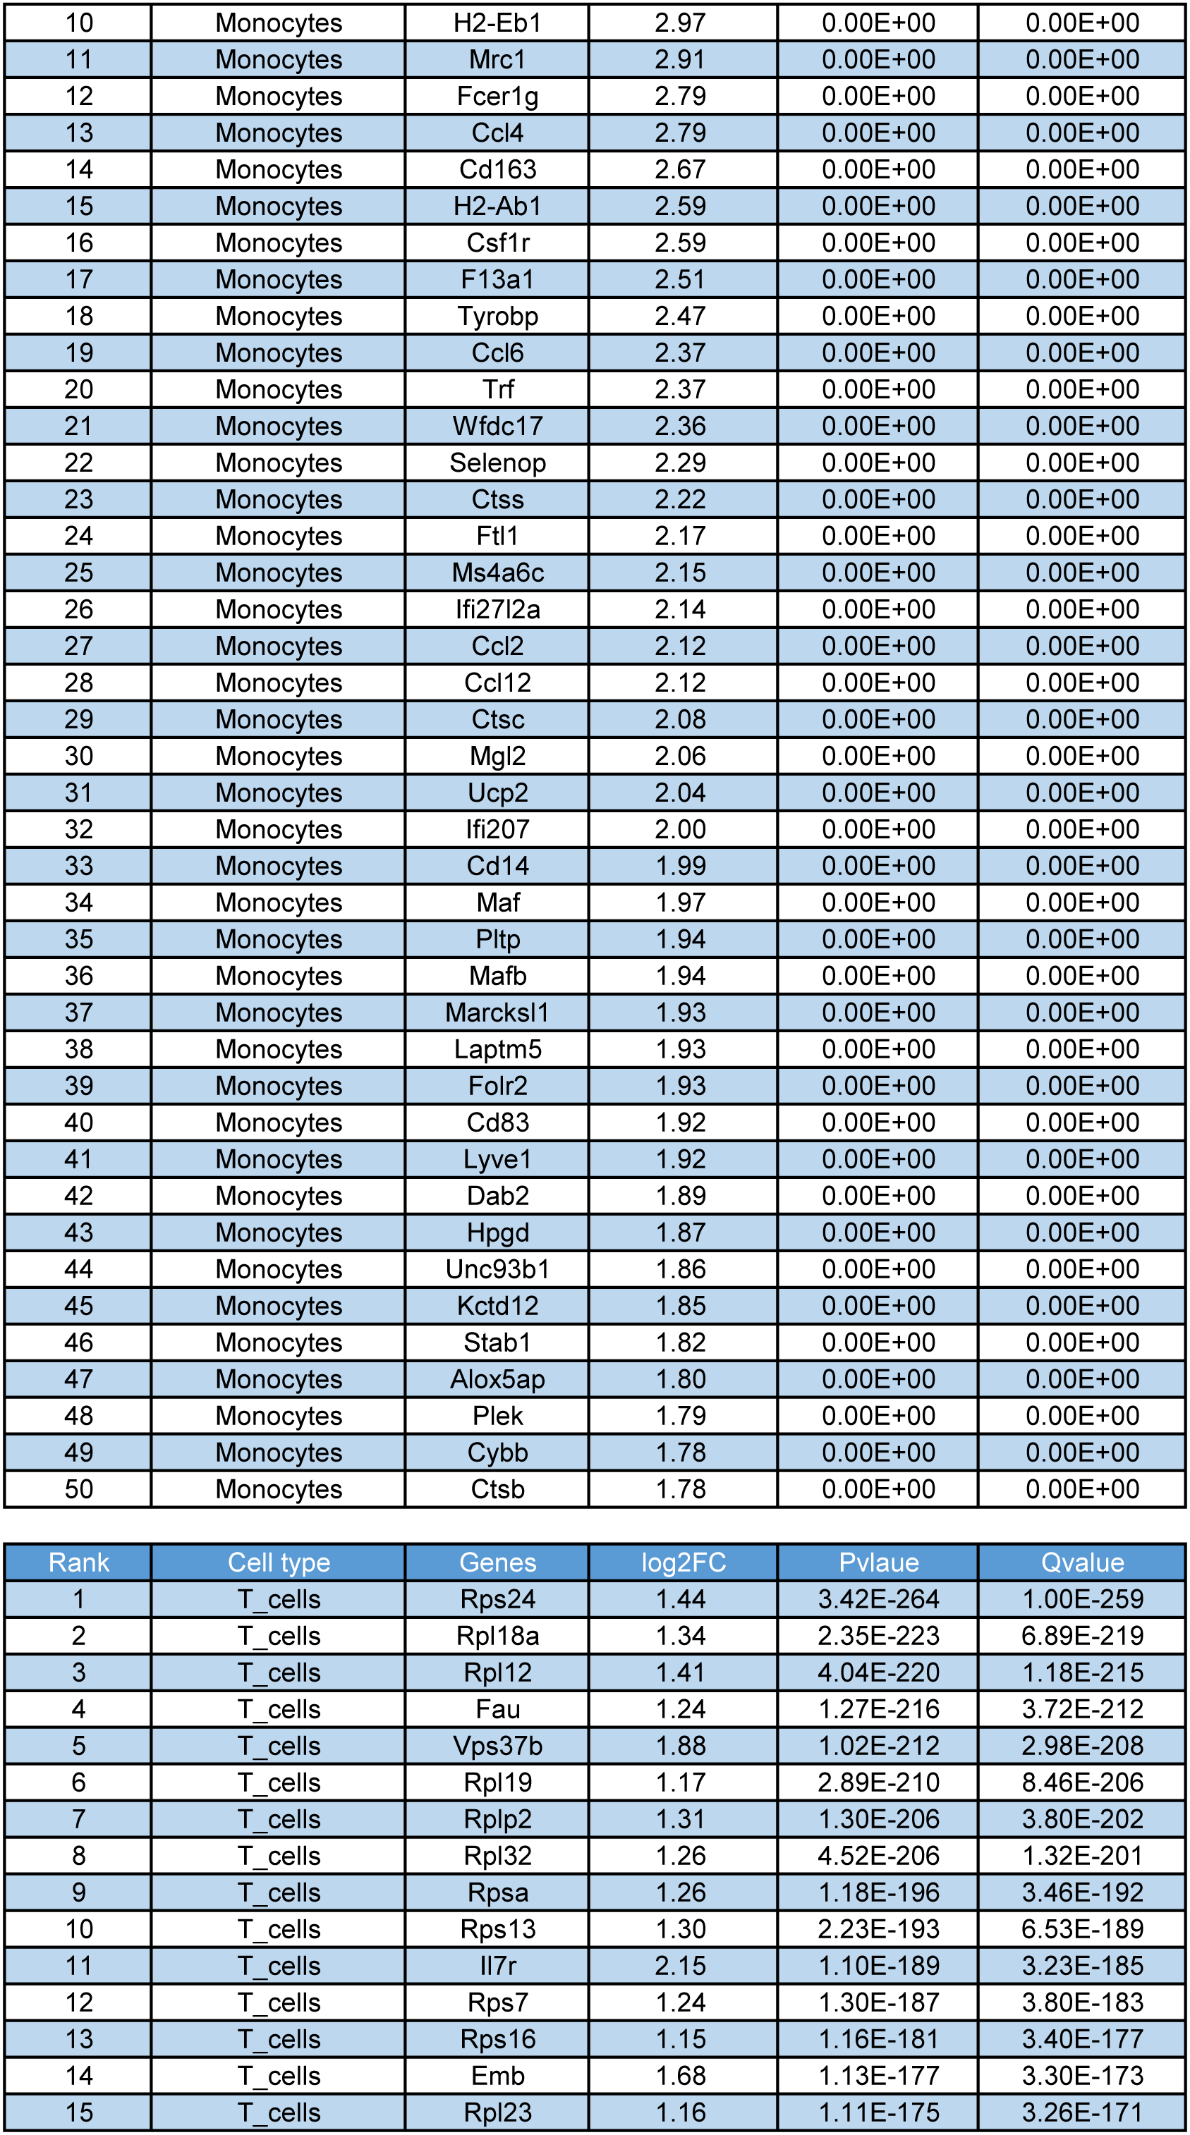

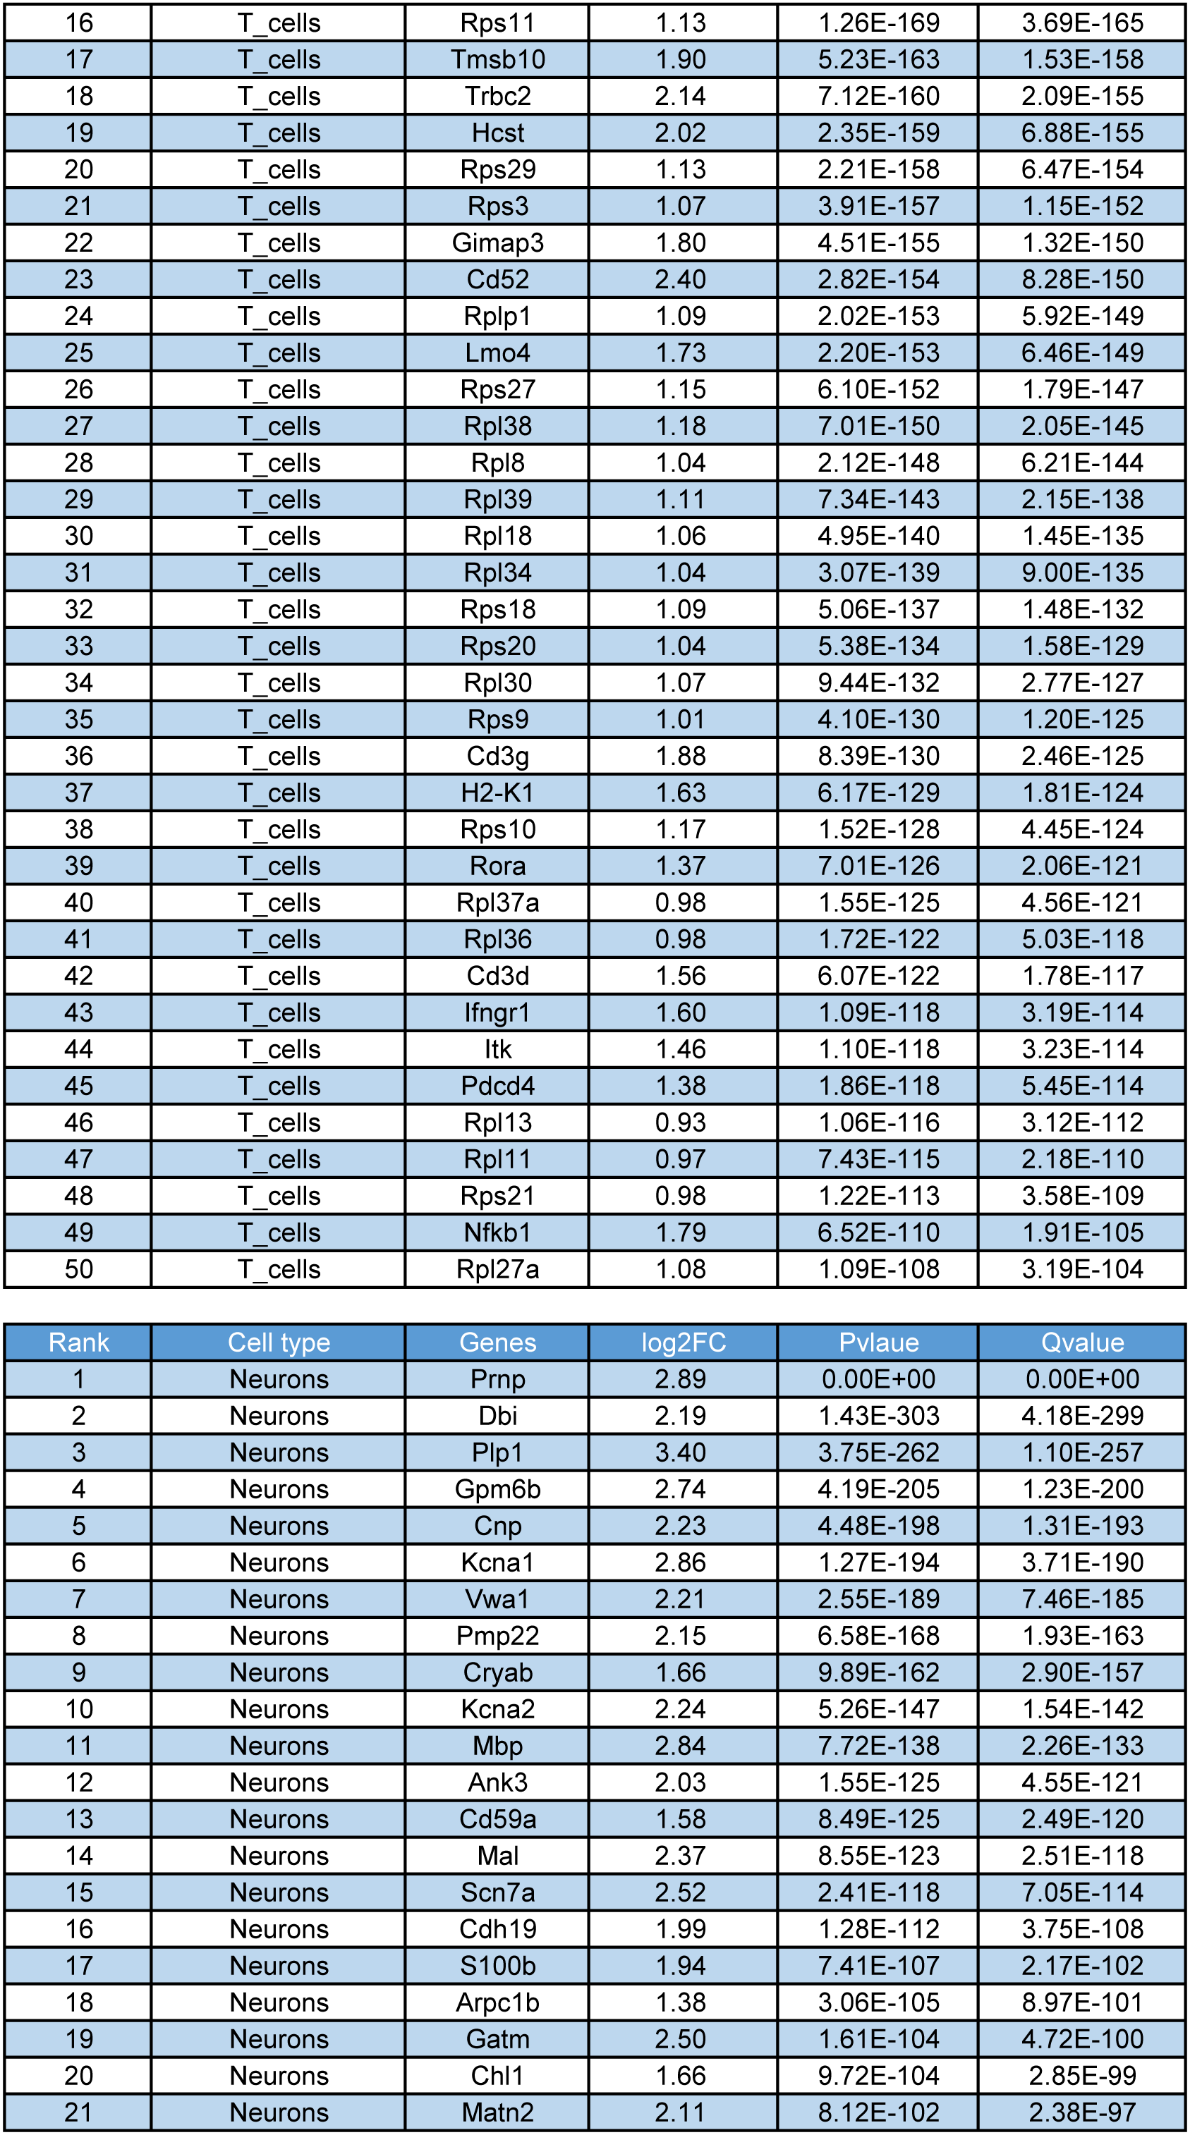

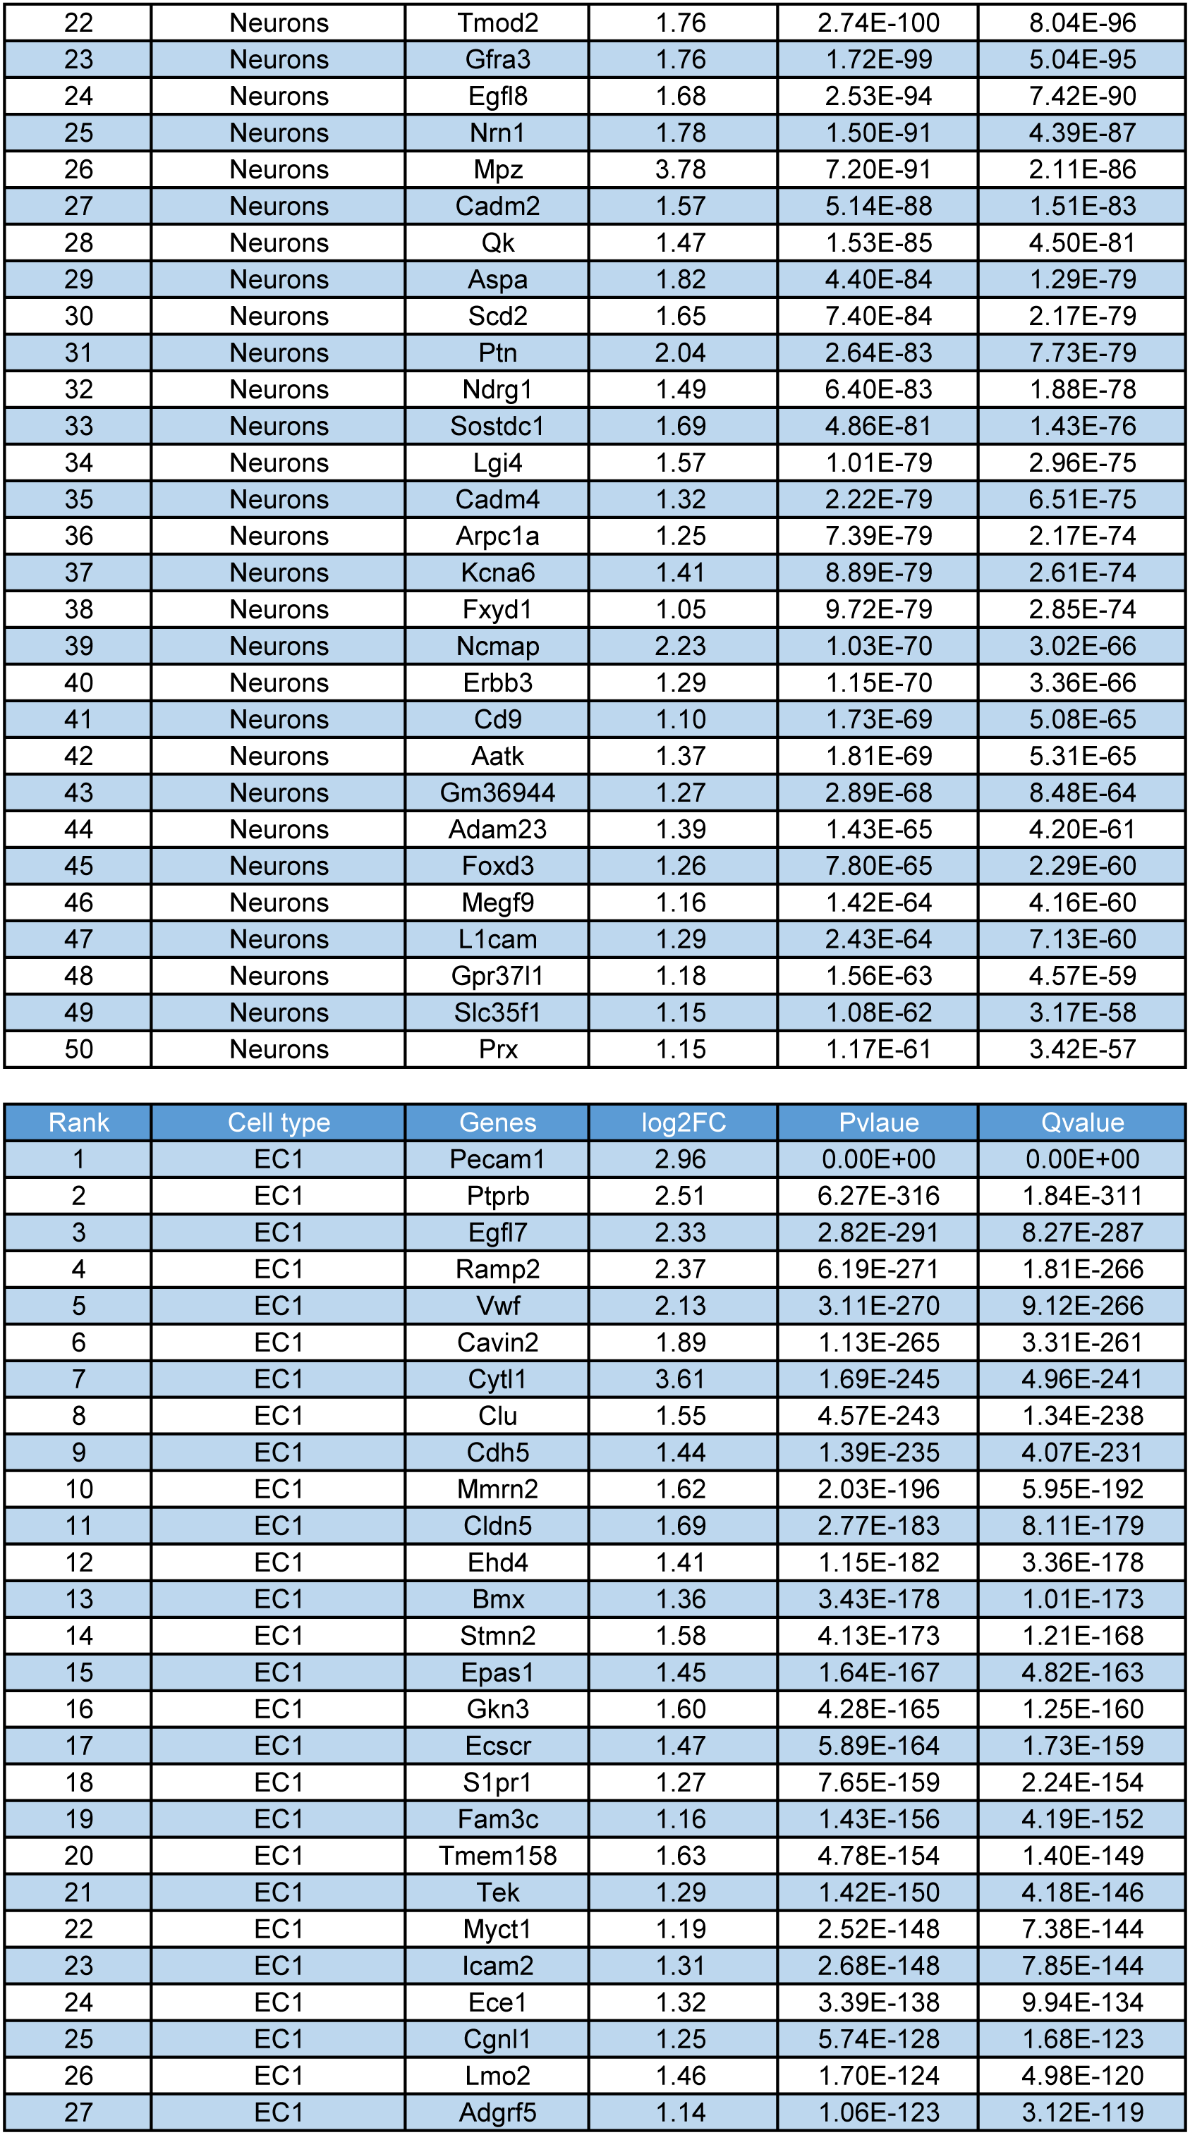

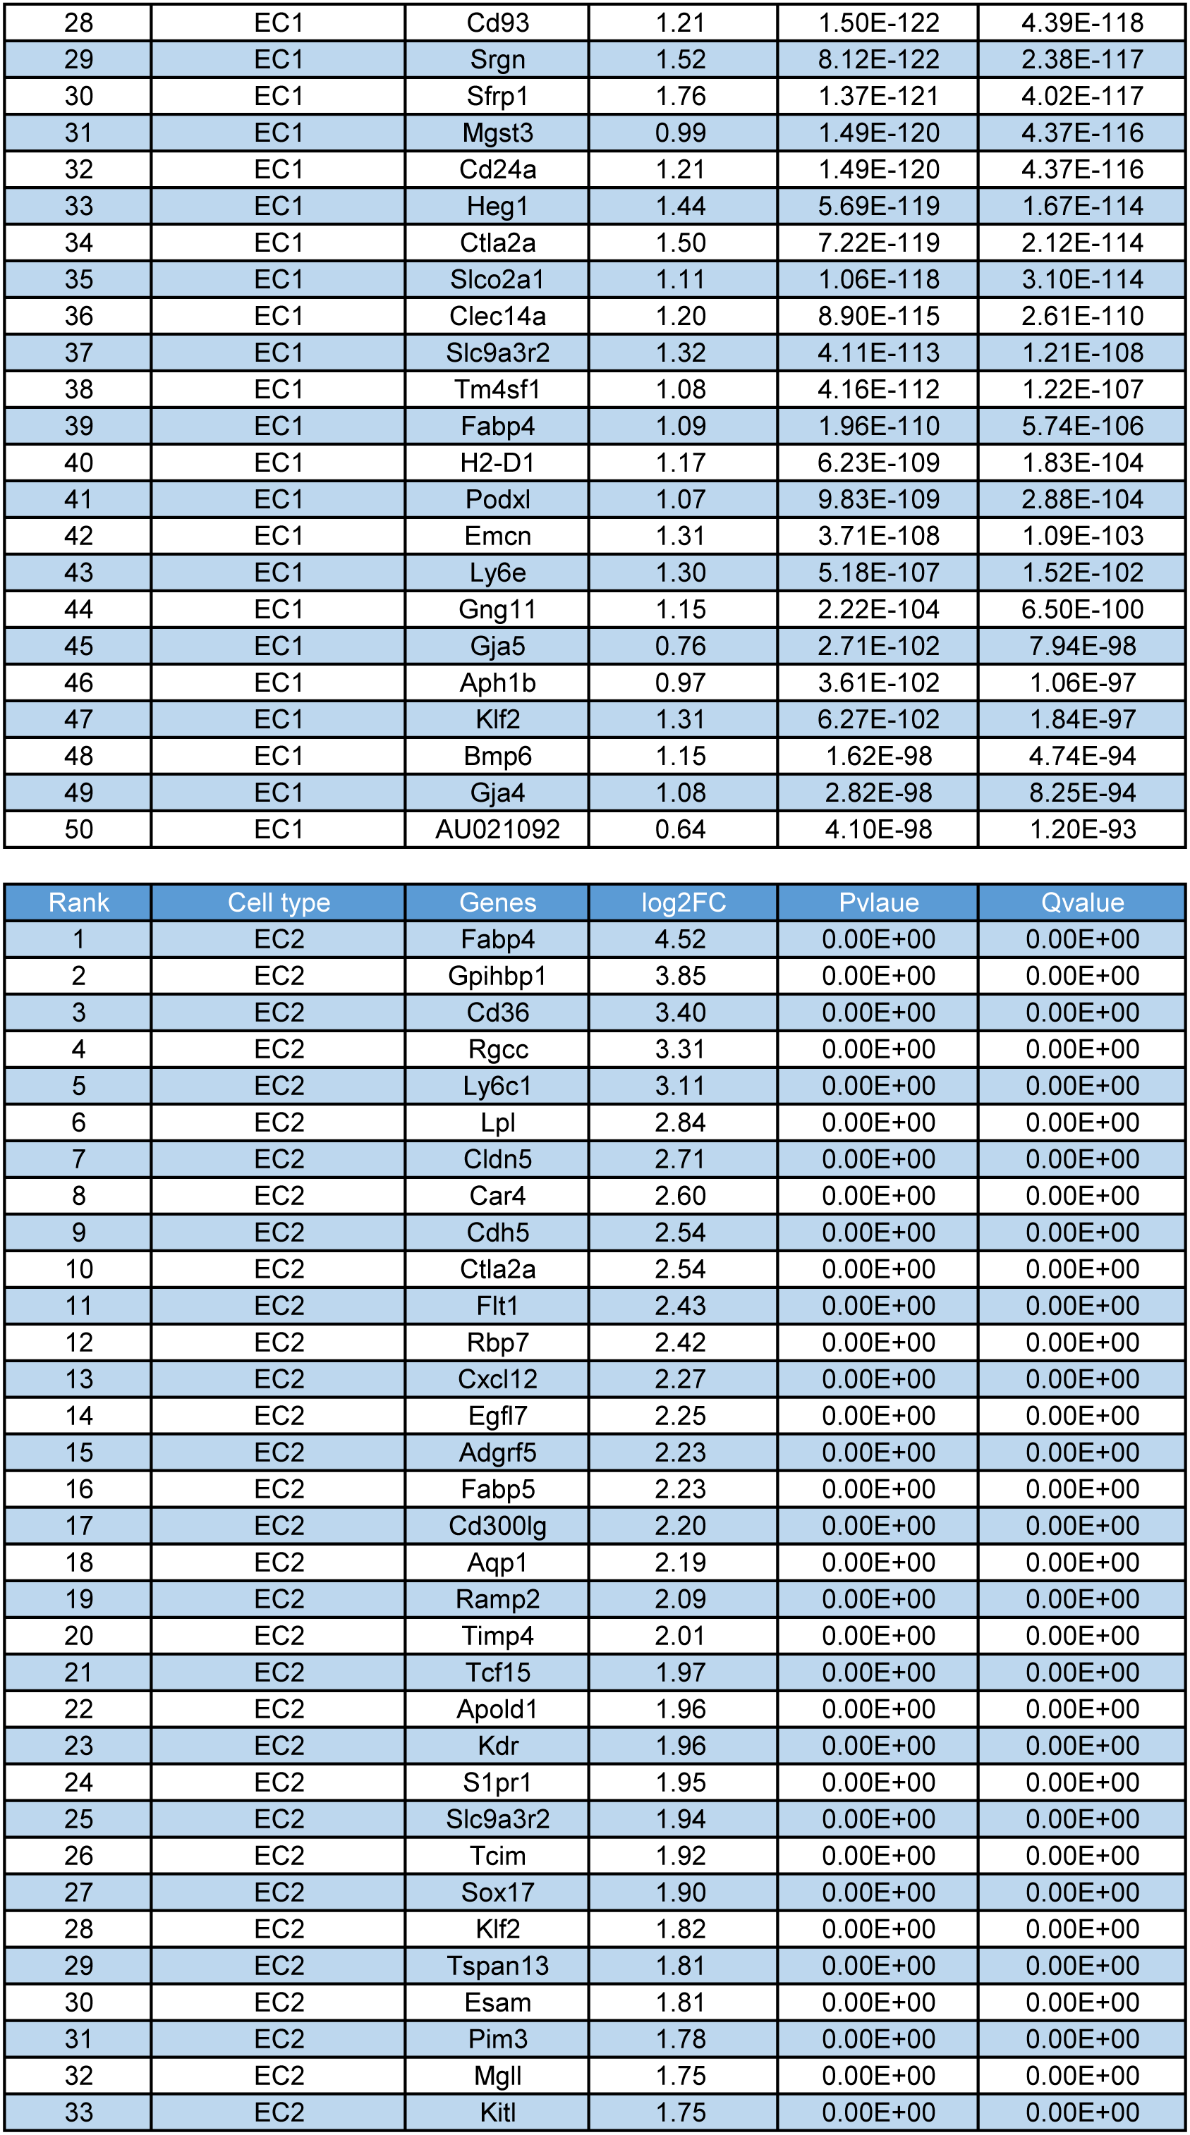

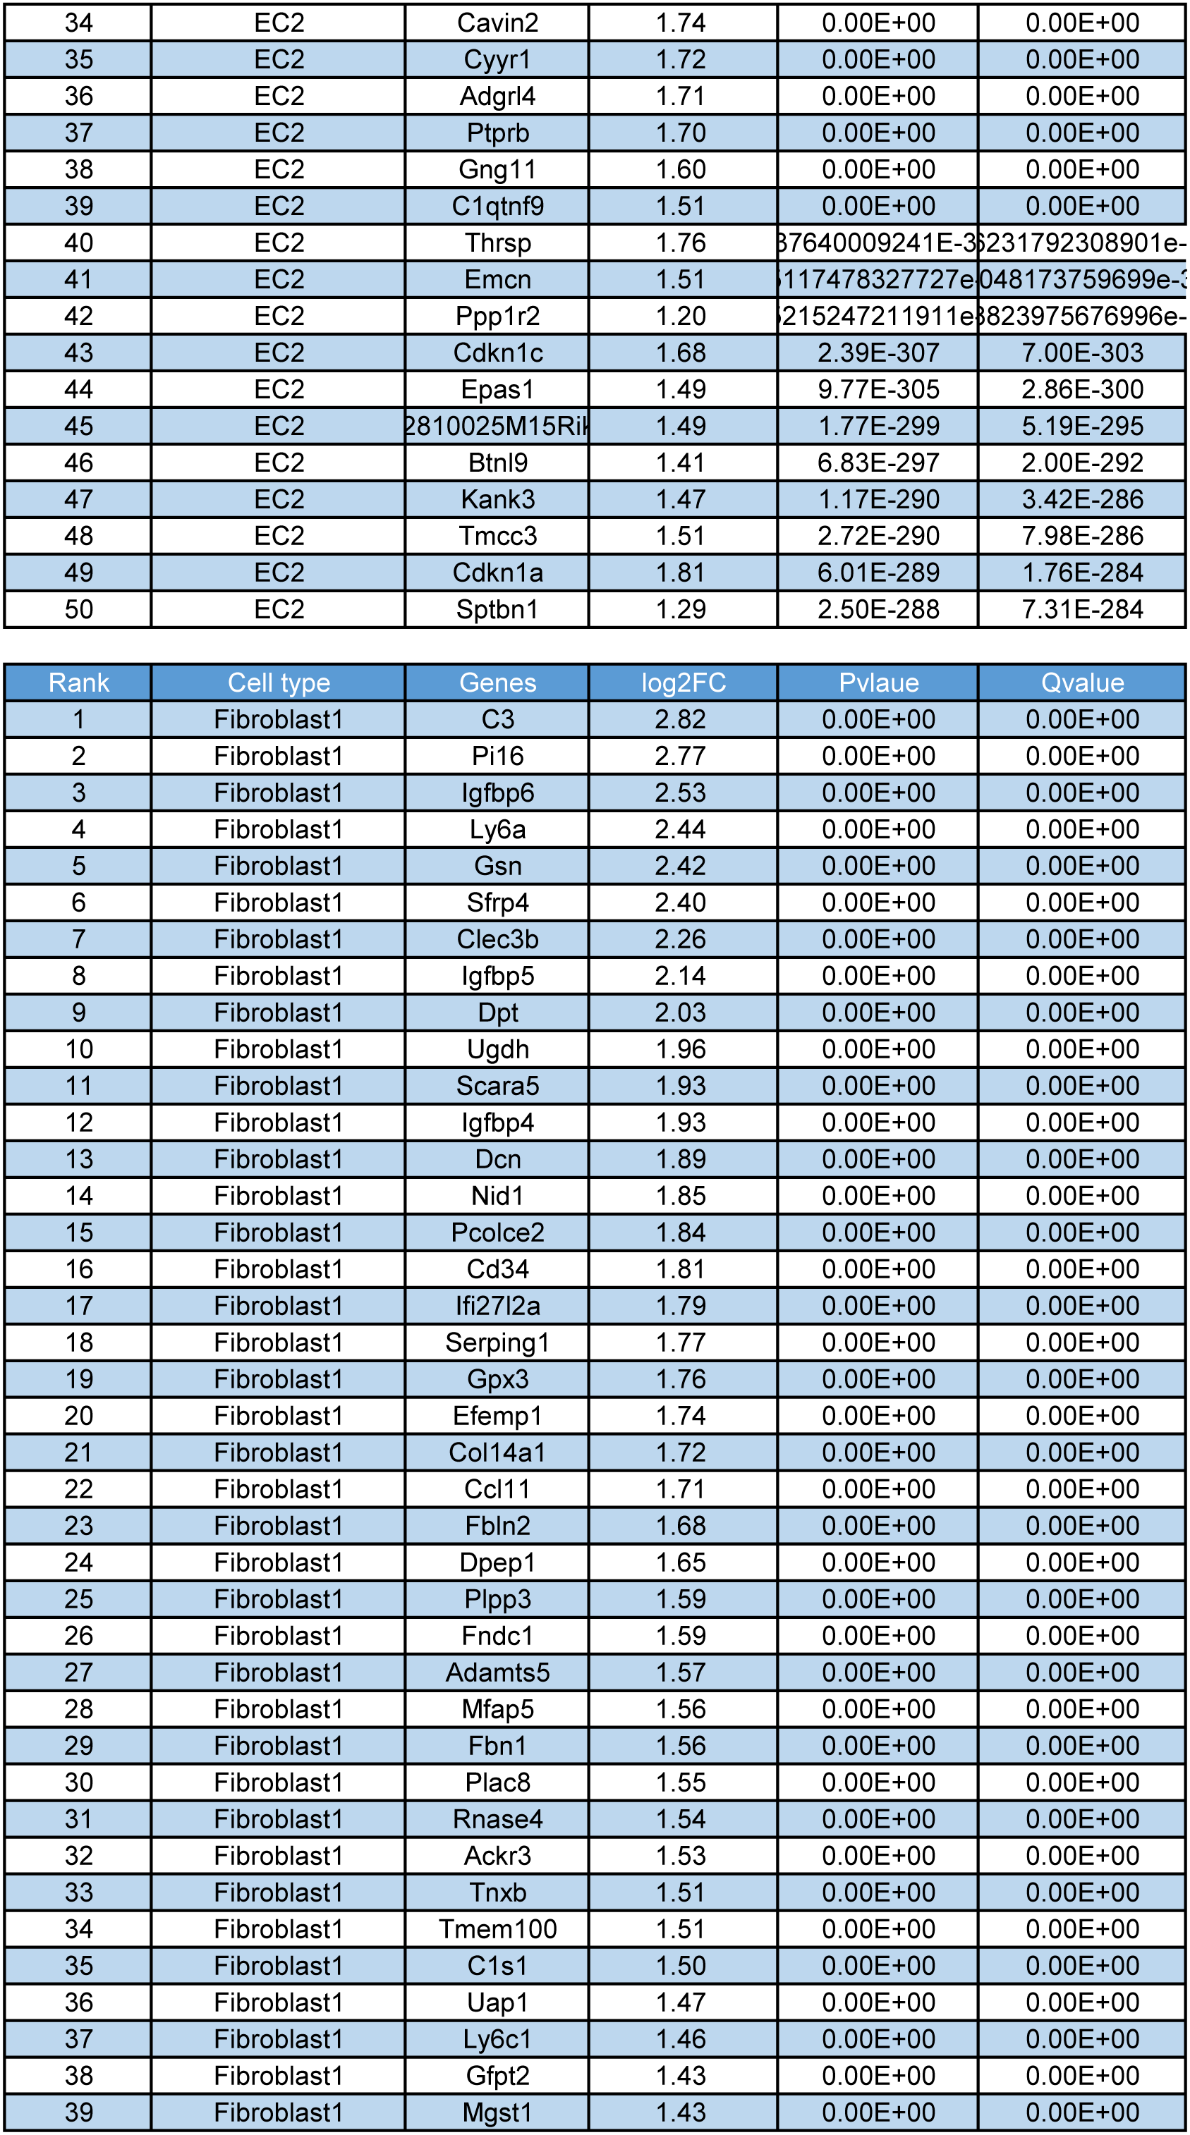

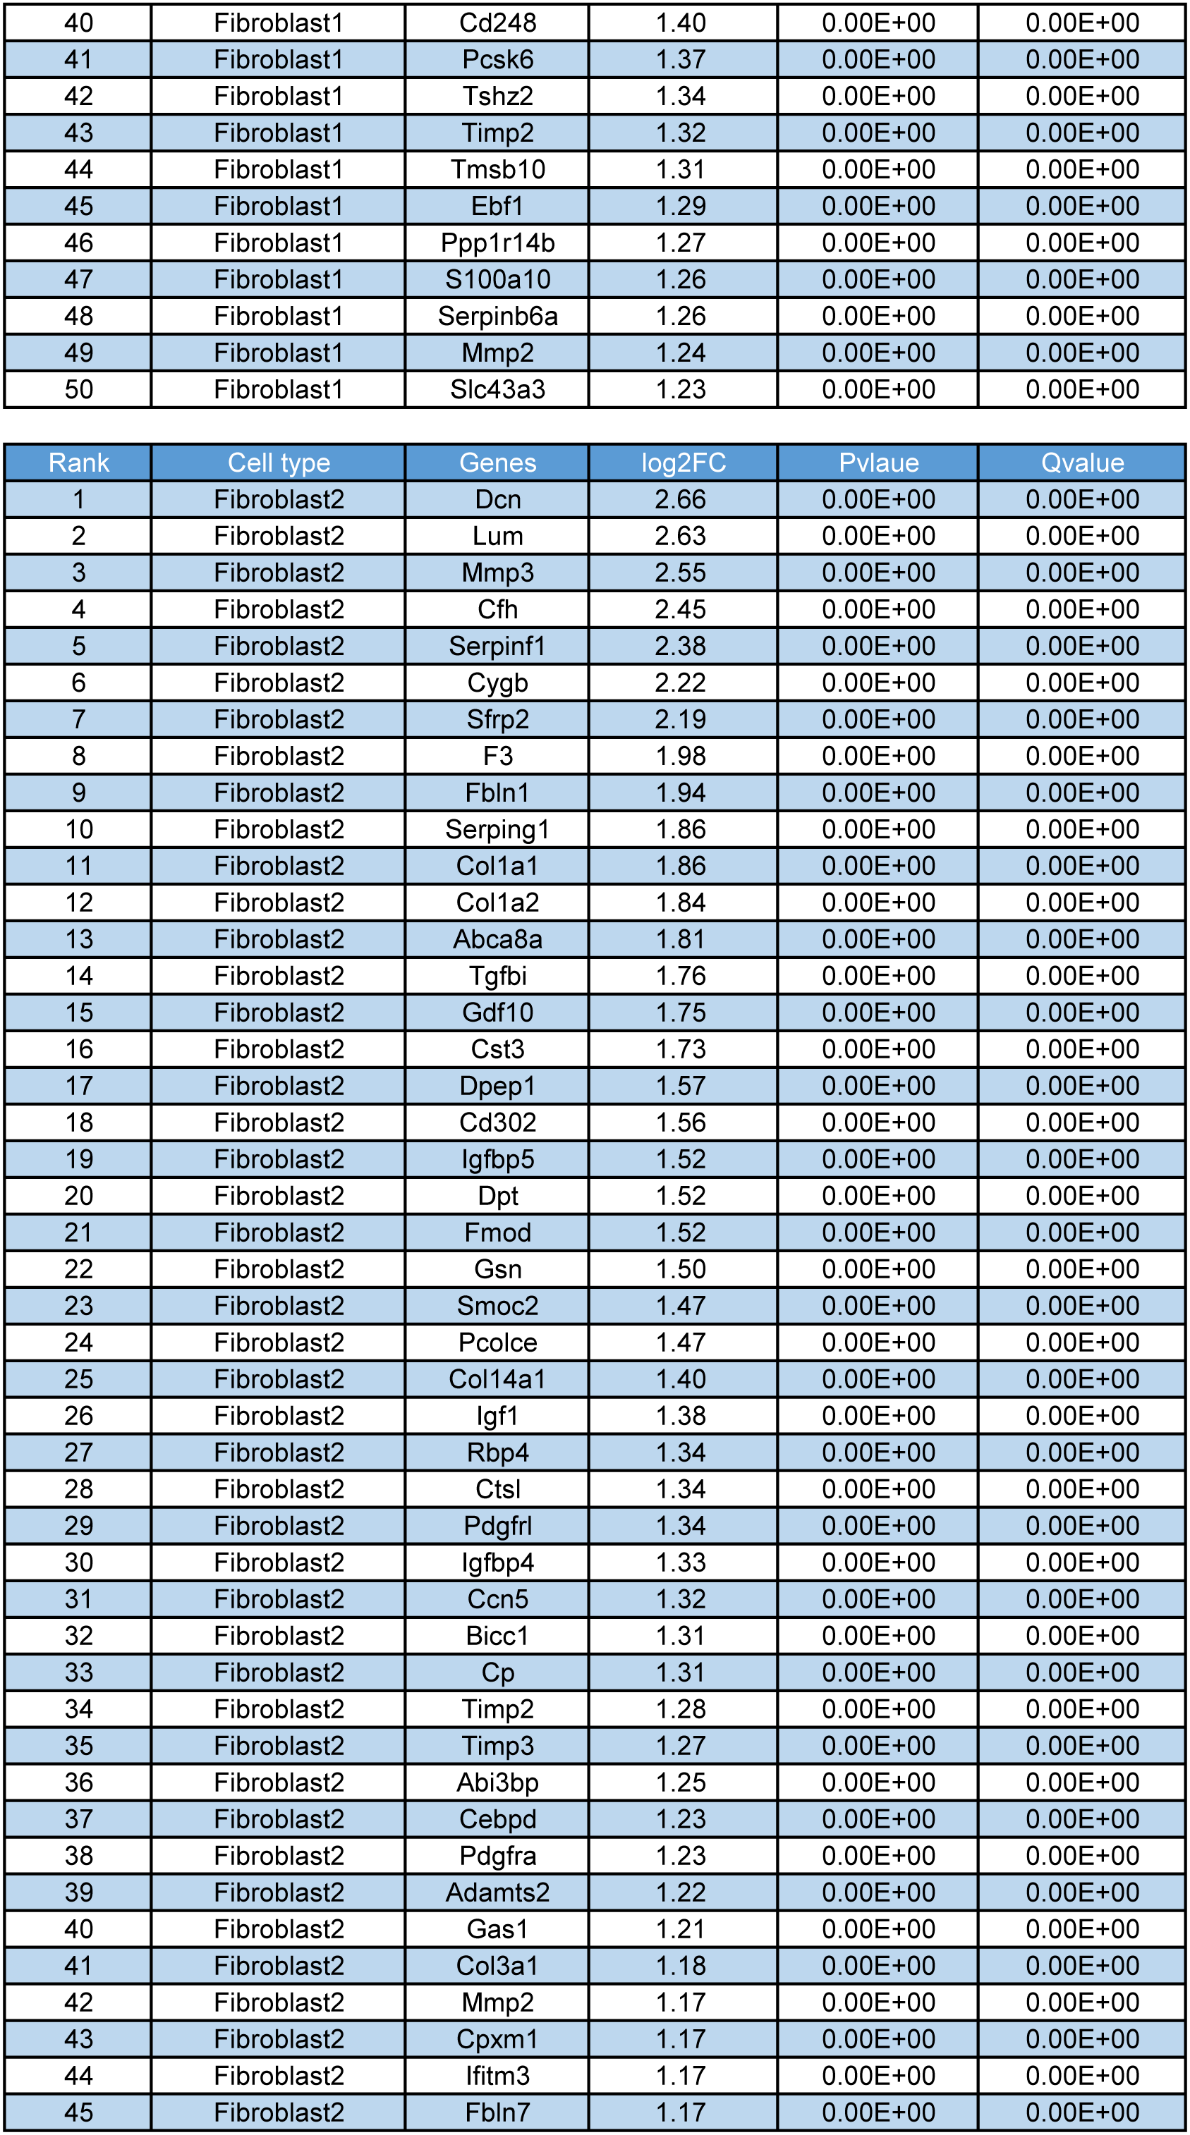

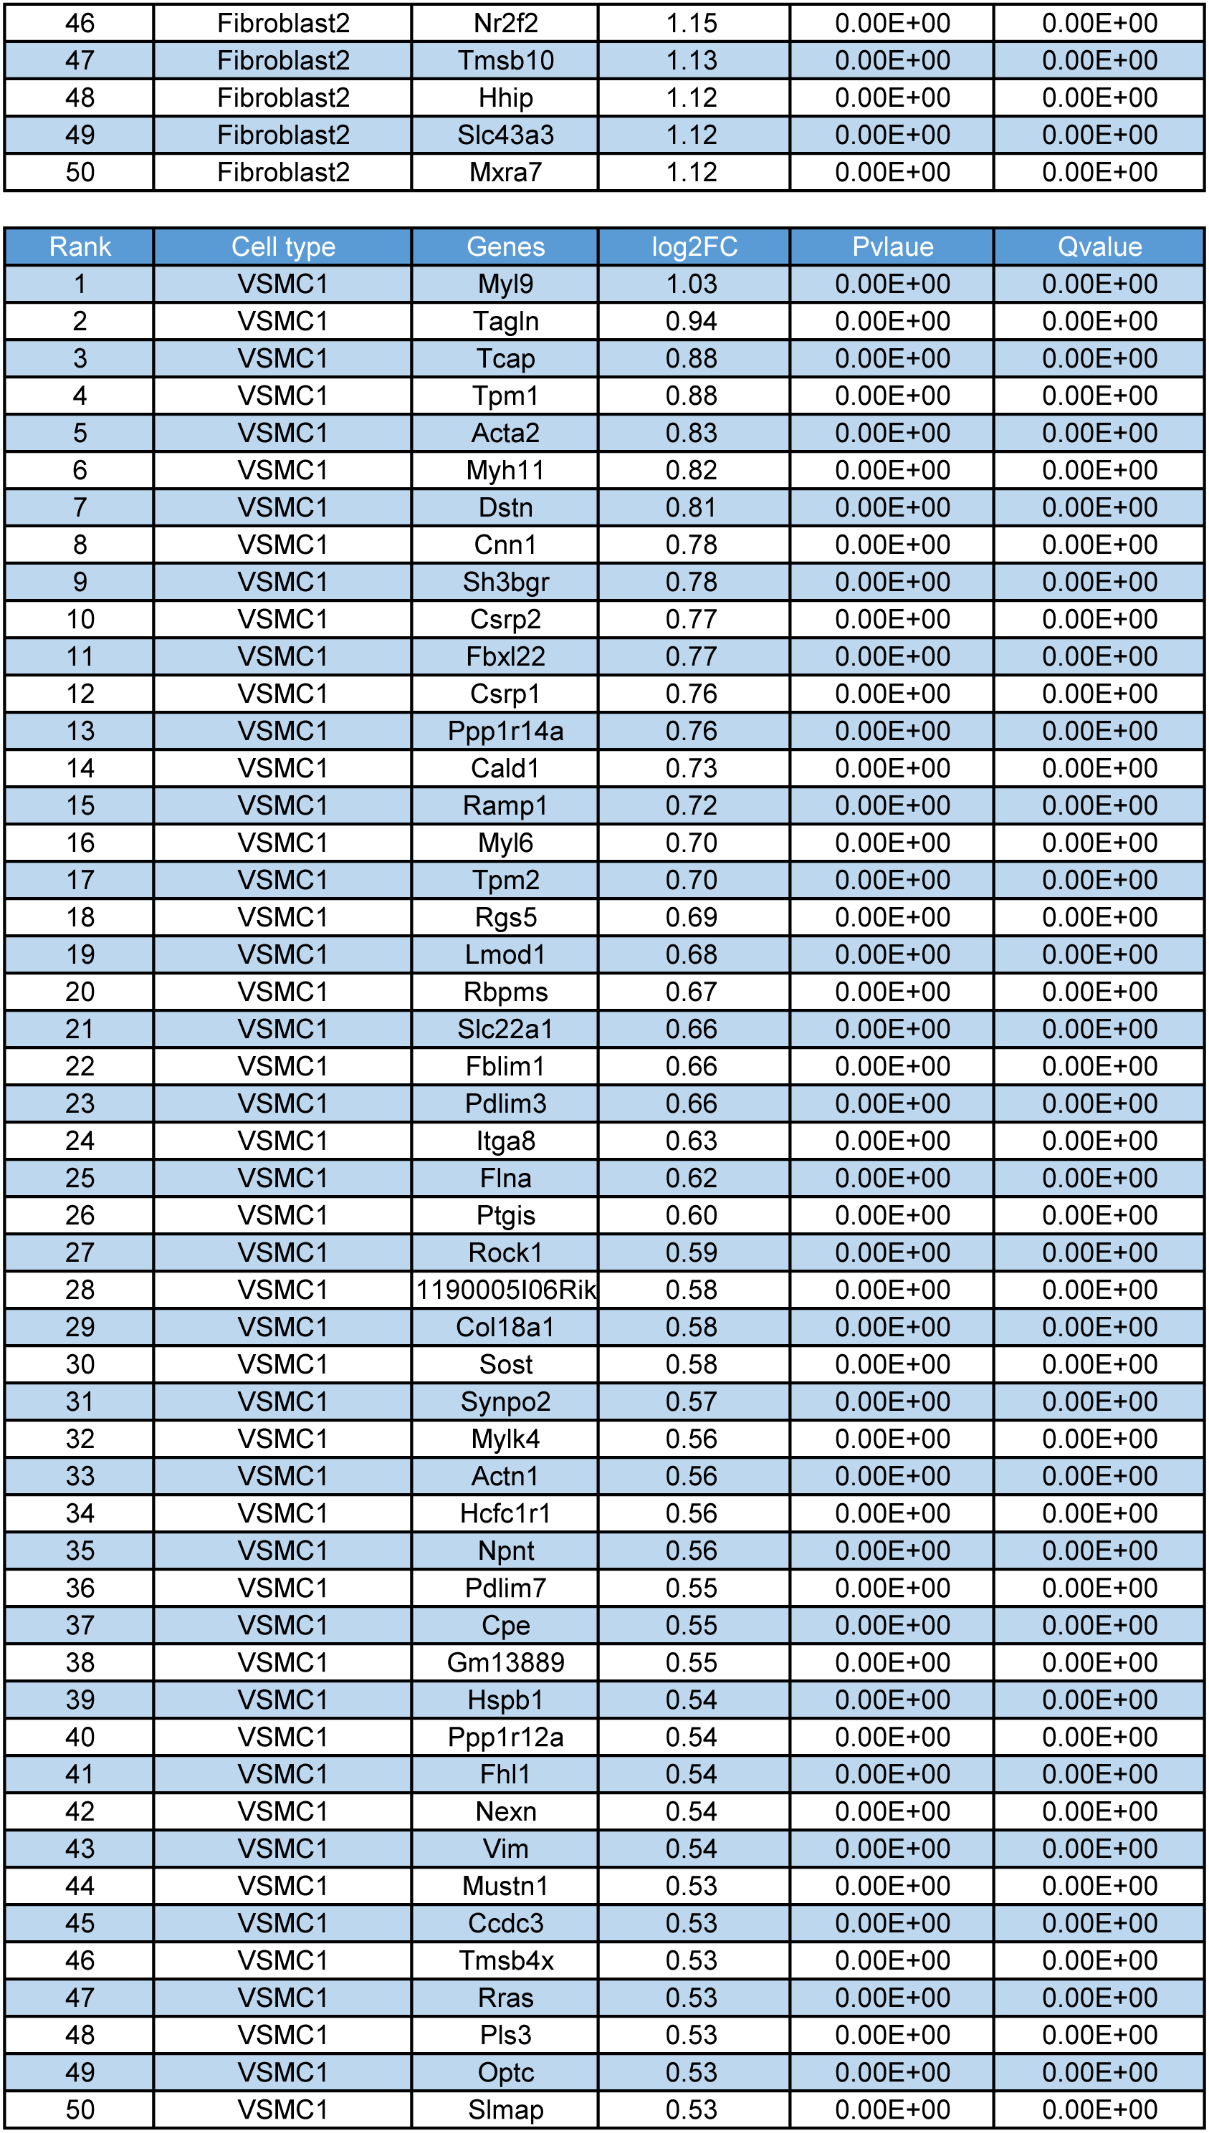

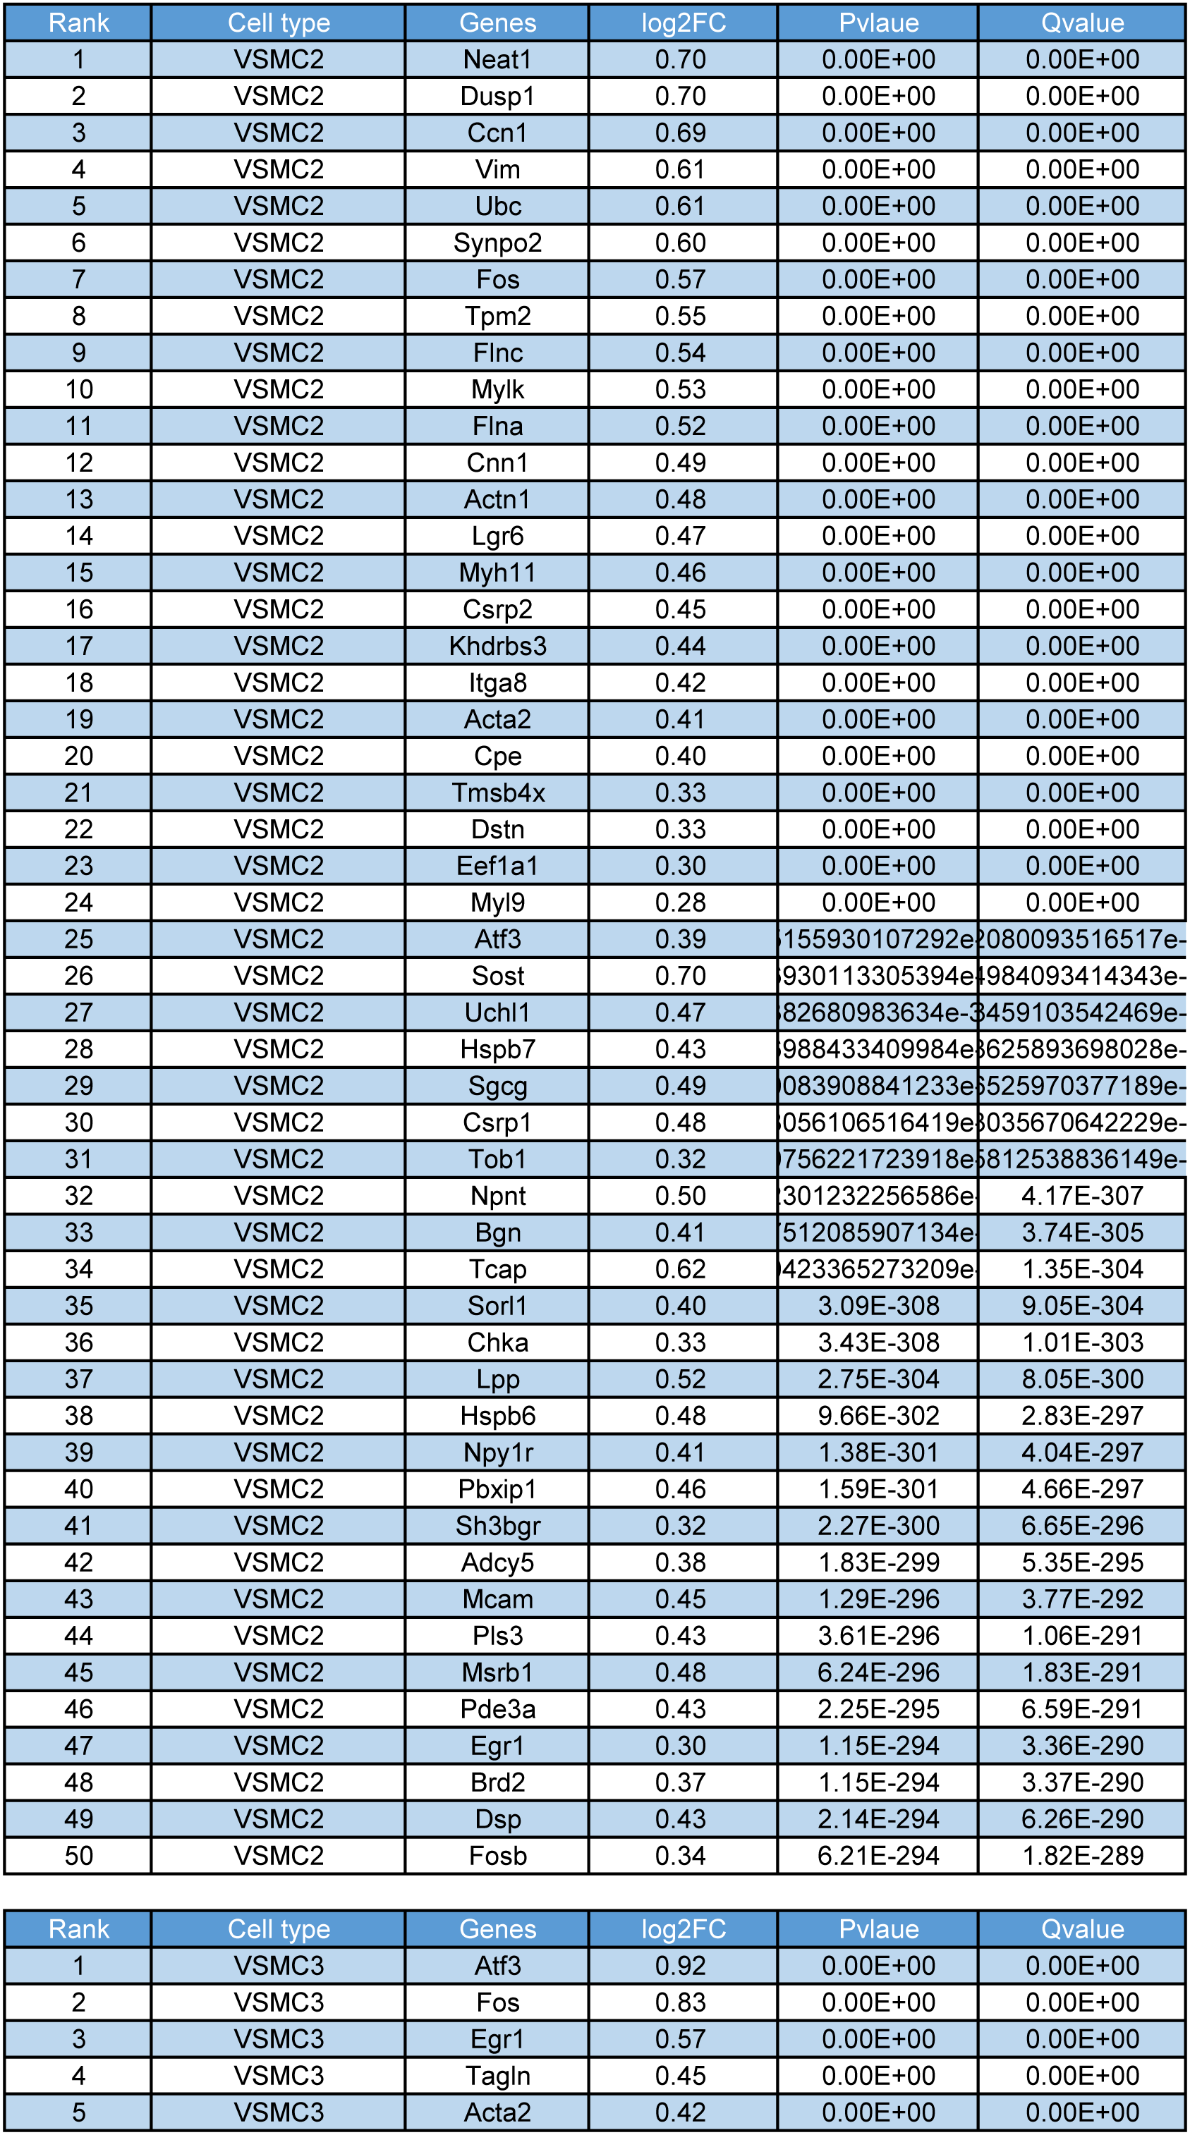

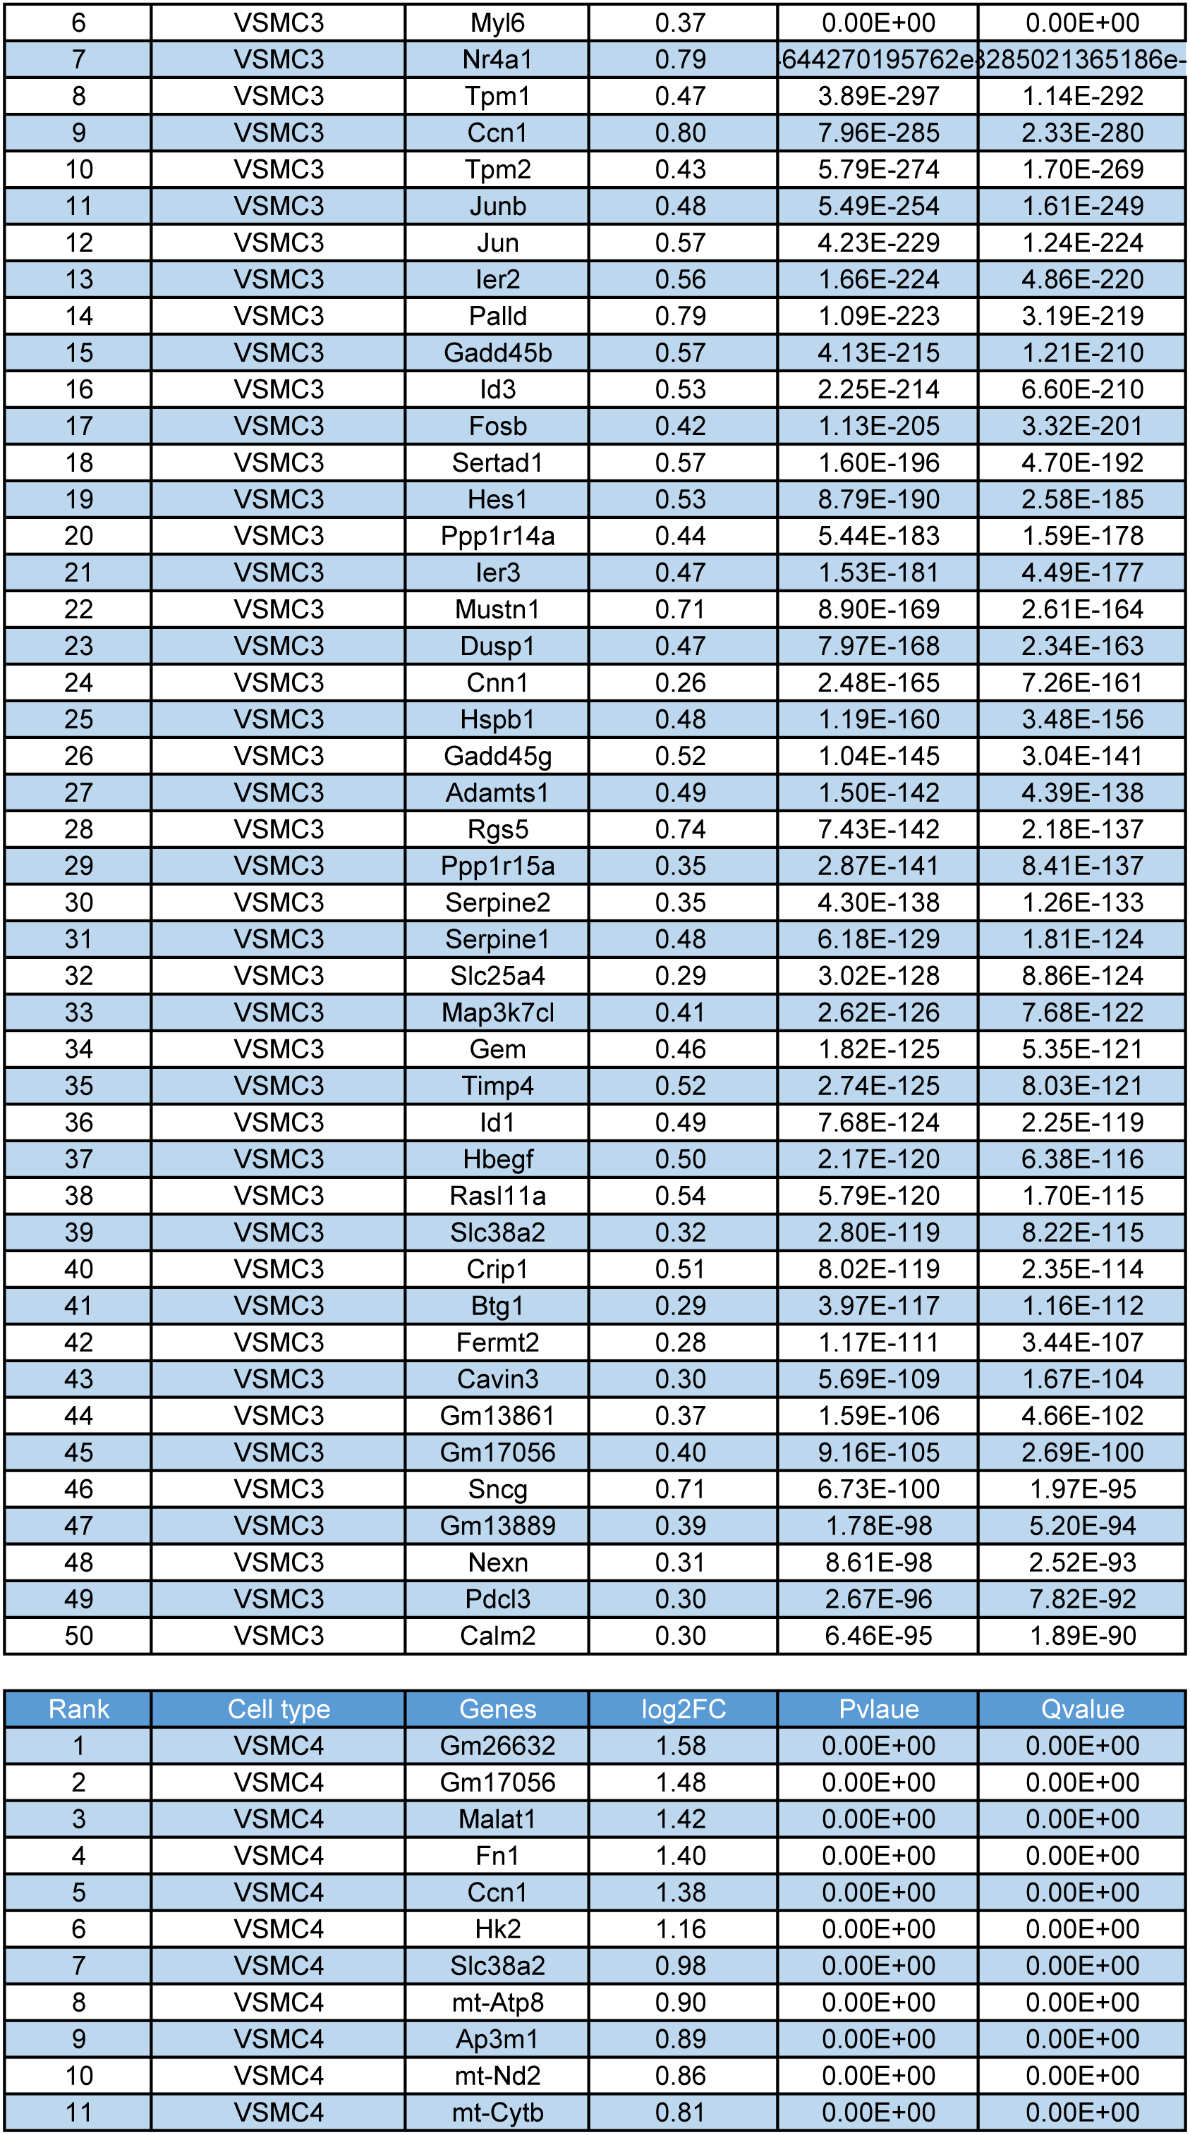

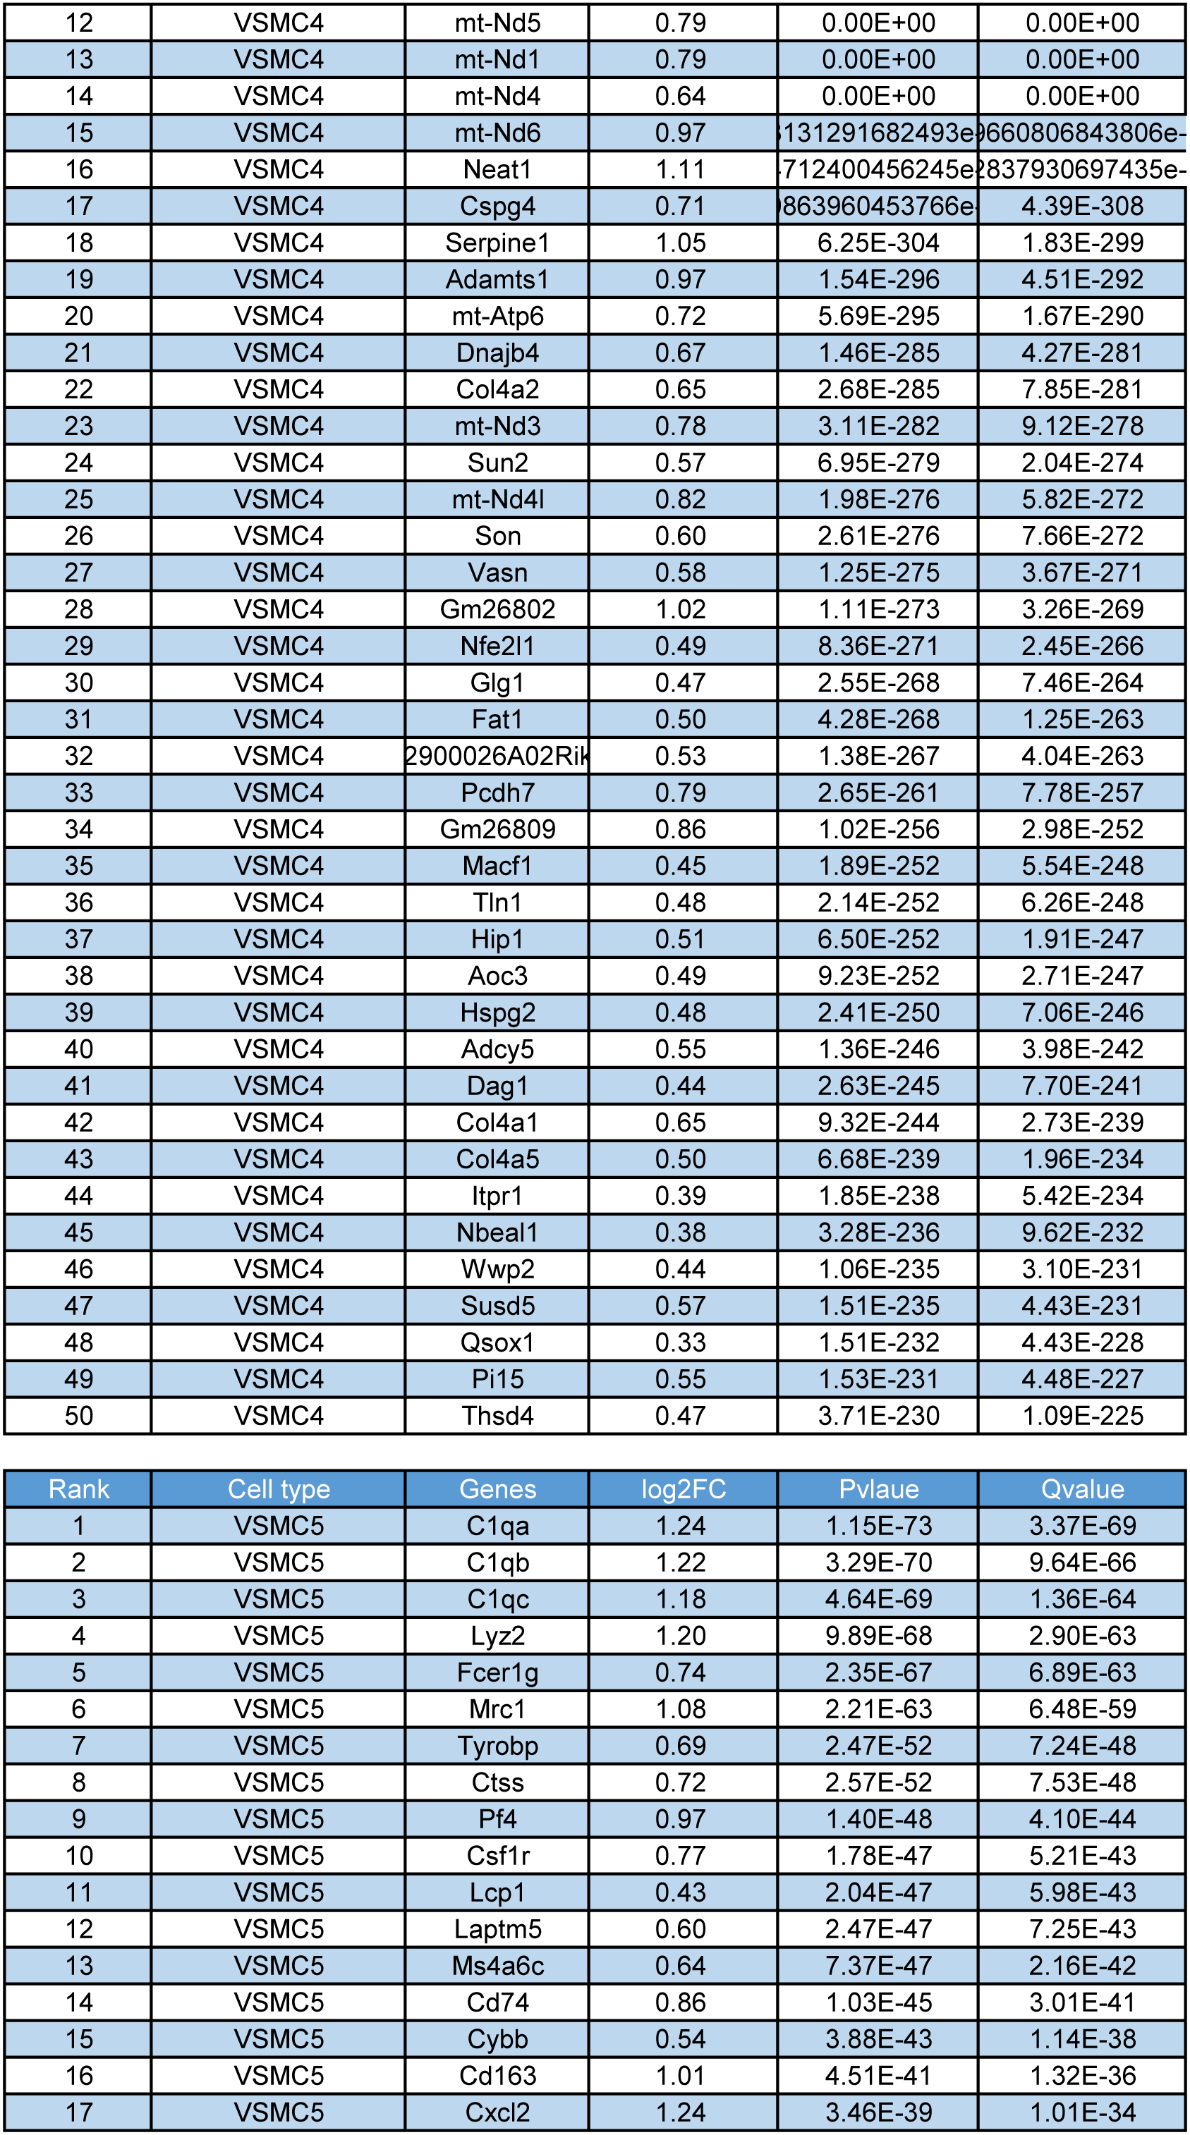

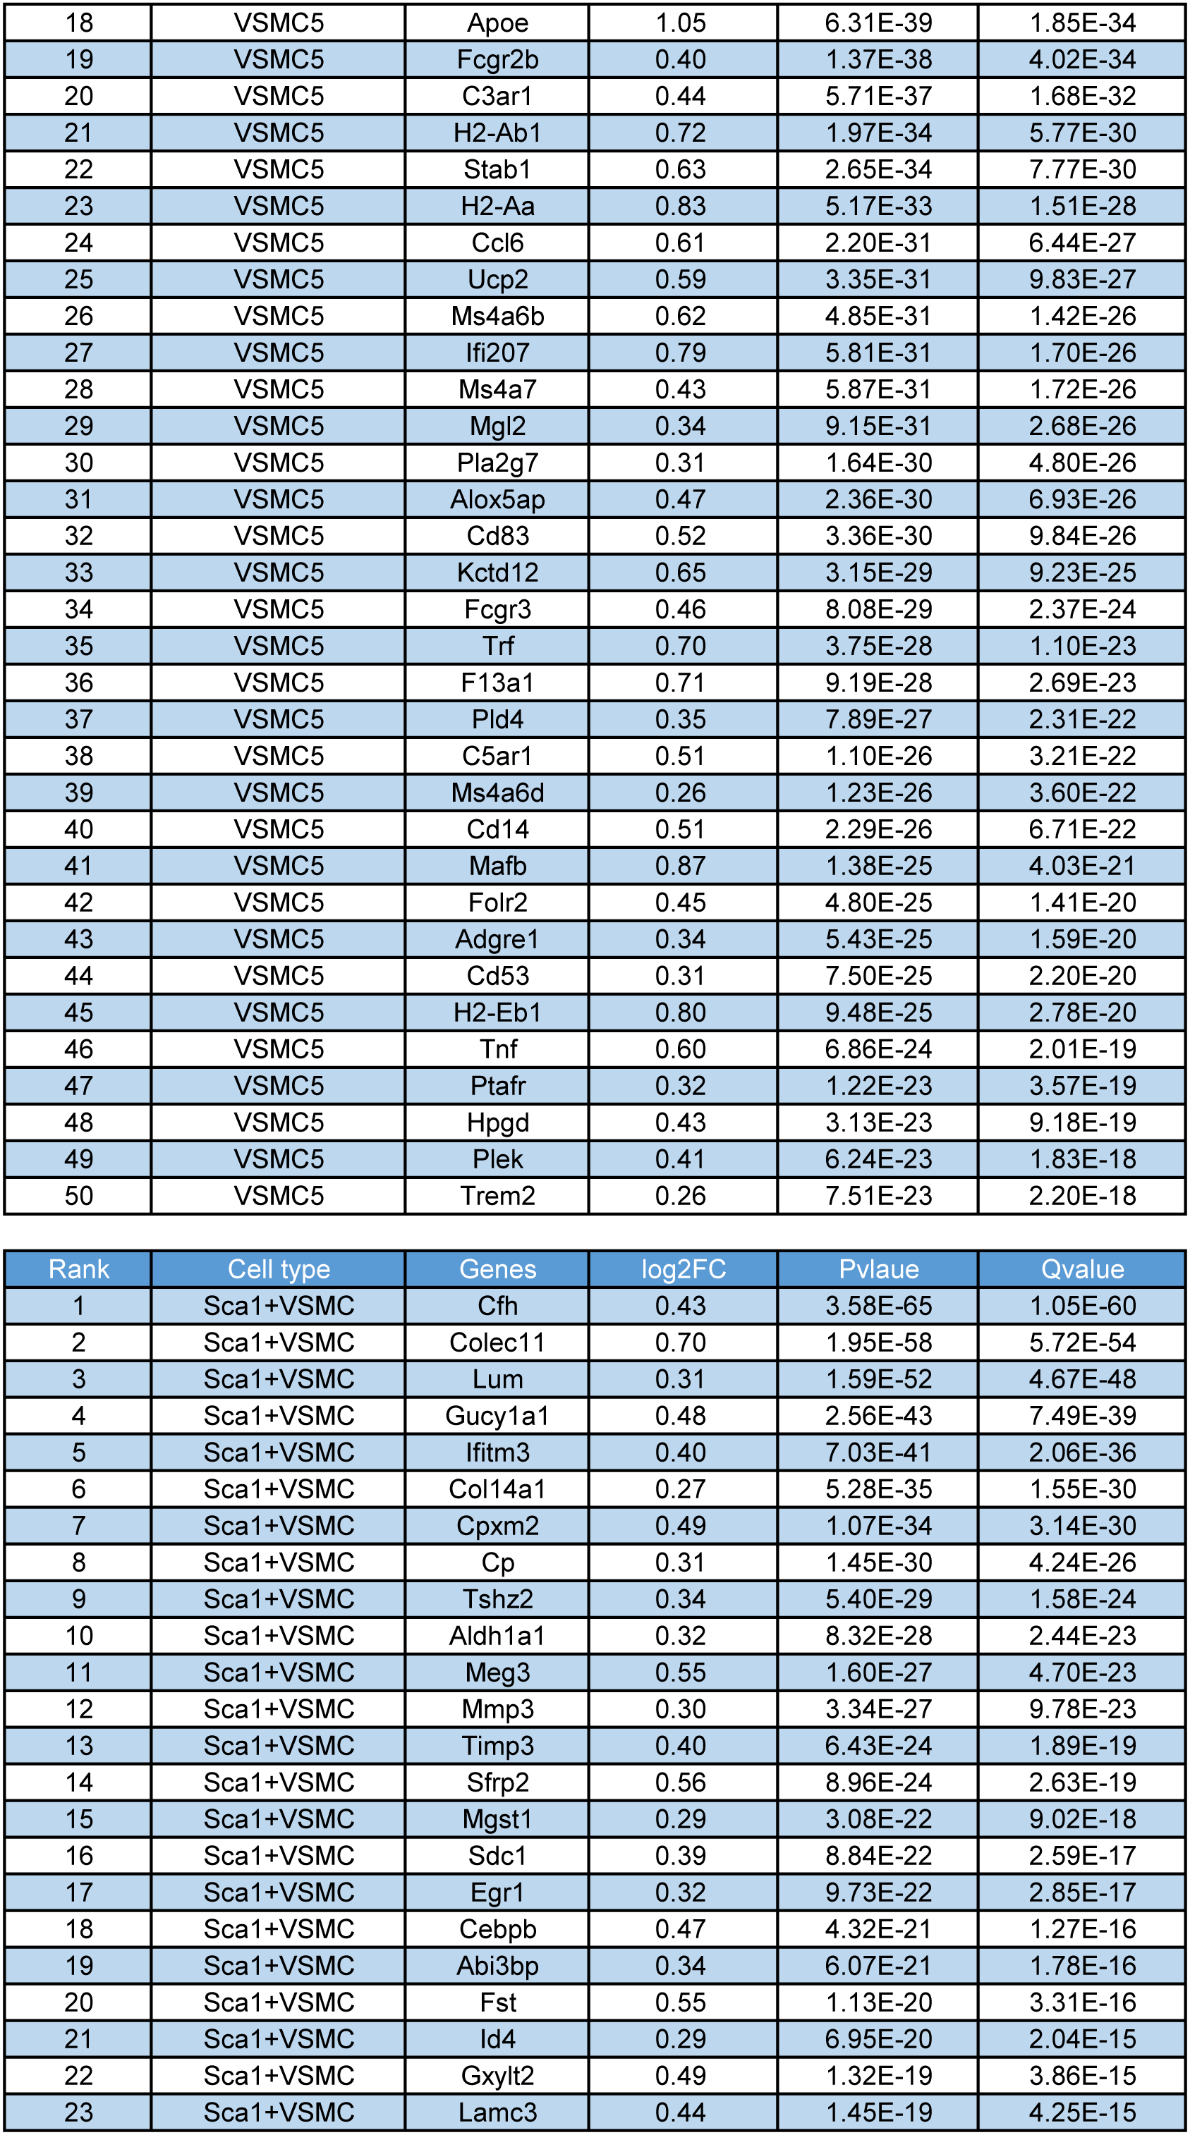

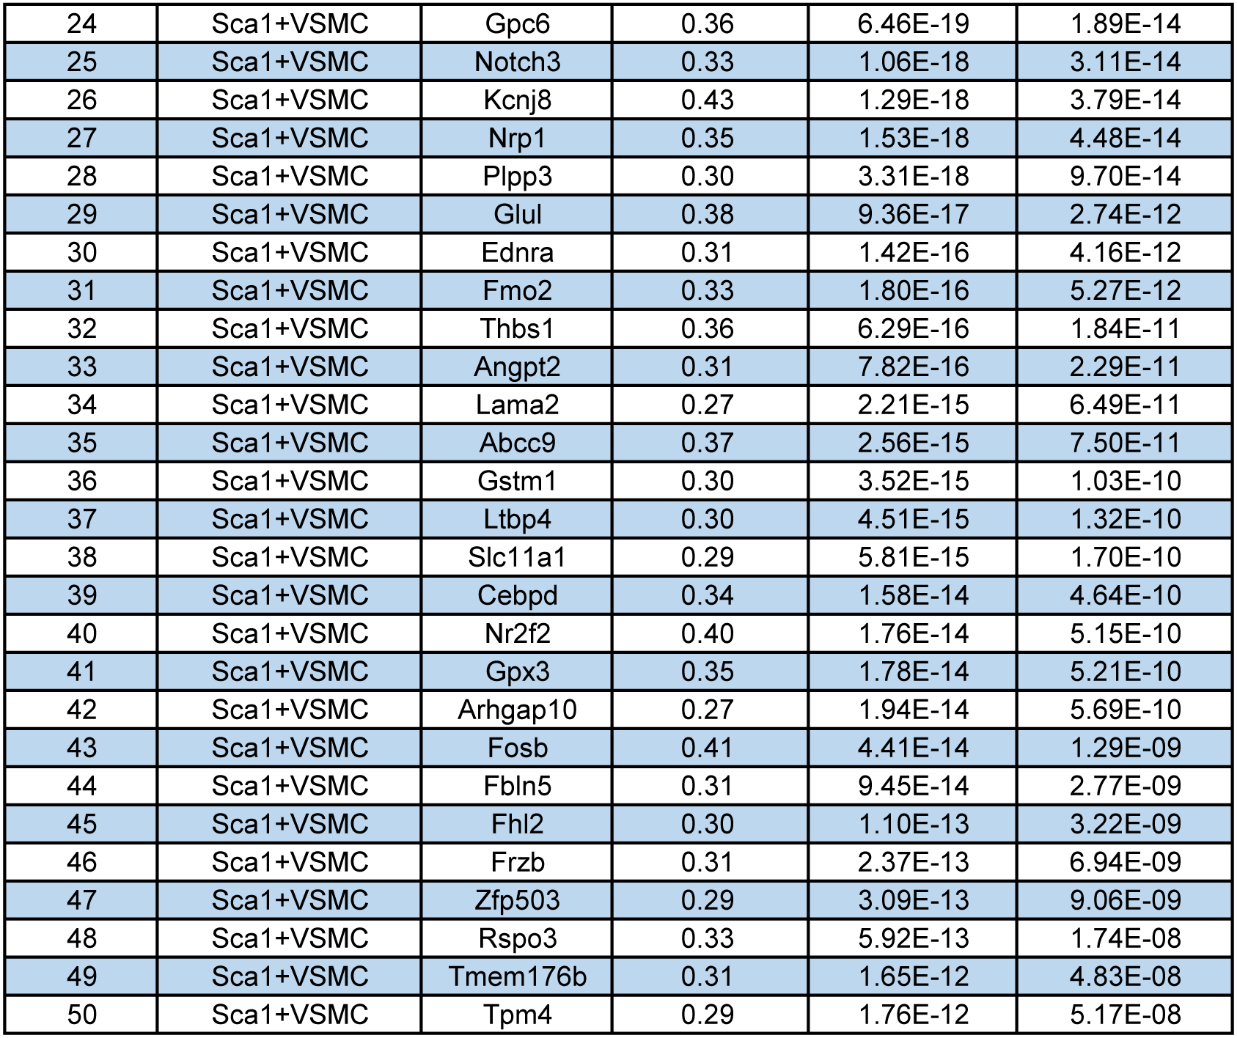

Table S2. Expression of the top 50 genes defining individual cell subtypes

Sca1^+^VSMC

VSMC1

VSMC2

VSMC3

VSMC4

VSMC5

Table S3. The enrichment pathways of VSMC subtypes

Table S4. The expression pattern of top DE genes found in Malat1 KO experiment

How the deposited data were processed for this re-analysis (not part of the article)

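The data are single-cell RNA counts of 5 libraries, 1 for each of the aortic segments AOAR, TA1, TA2, AA1 and AA2 of 5 male mice of 12 weeks. Single libraries allow no test between segments, and differences between segments cannot be separated from differences between libraries. Other experiments of the paper were not analysed here.

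The authors made the counts with Cell Ranger, for which the file header gives version 3.1.0, and deposited raw UMI counts of 55450 genes for 26257 barcodes without normalization. A suffix on each barcode marks the library. The values were checked to be whole numbers, and barcodes beyond each limit of the methods are present, so the filters of the paper had not been applied. The genome build and the annotation are not given in the sources used here, and gene positions are not reported.

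Cells of 700 to 15000 UMIs and at most 25% mitochondrial UMIs were kept, the limits of the methods. The legend of Supplementary Fig. S1 gives at most 20000 UMIs and at least 500 genes, which was tried as an alternative. Doublets were scored in each library with Scrublet as implemented in scanpy, and the highest-scoring 0.8% of cells per 1000 cells of a library were removed. DoubletFinder, which the paper used, was not used here. This left 20999 cells, with median UMIs of 5870 in AOAR, 3998 in TA1, 4097 in TA2, 4209 in AA1 and 2683 in AA2.

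Counts were scaled to 10000 per cell and log-transformed. All libraries were clustered together without batch correction, since the paper describes none for these 5 libraries, on 2000 variable genes, 20 principal components, 20 neighbours and Leiden resolution 0.8, with a fixed seed. The 14 read-out genes were left out of the features. Where a type was clustered alone, 15 components and a resolution of 0.4 were used.

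Clusters were named from markers in the paper's text, figures and marker table, which the authors chose on the same libraries. A type marker counted where at least 20% of the cells of the cluster held a UMI of it and its CPM was at least 2 times that of the median cluster, with 10 CPM added to both, and a type needed 3 markers. Among the clusters of a type, a subtype marker counted at 20 CPM or more and above the mean of the clusters. The subtype with the highest mean marker score gave the name, from 3 markers and a score of 0.25. The name VSMC 5 also needed VSMC markers near the level of the other VSMC clusters. A cluster led by S100a8, S100a9 or Retnlg was given no type name, as these genes go against the name macrophage. The leading genes of the neurons-like cluster are not reported here. These rules and thresholds were set after a first clustering had been seen. The minimum share of cells was added, and set at 20% where 25% had been planned, after a few adipocytes had given their name to VSMC clusters under some alternatives. Without the minimum share, 2319 VSMCs without doublet removal, 1450 at a resolution of 0.5 and 1542 with 30 principal components would have been named adipocytes, and nothing changed at the settings of the passages.

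Expression was the CPM of summed counts of a cluster in a segment, with exact Poisson 95% intervals, and shares have exact Clopper-Pearson intervals. Both cover counting error only. A count of 0 UMIs was given the upper limit of 3 counts, and a share of 0 cells its exact upper limit. The interval of a difference between shares was combined from both exact intervals by Newcombe's method. Shares of cells with a UMI were taken after thinning each cell to 1000 UMIs, with shallower cells left out, beside the shares before thinning. The ordering of VSMCs was the first diffusion component, because Monocle2 was not used here.

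The genes named are those the results text and the legends of Fig. 1 to 4 give for these libraries. In VSMCs and fibroblasts the 5 genes in each direction that best separated abdominal from thoracic segments are also named, by the ratio of the lowest library of one side to the highest of the other, with a count of 0 in the latter set to 3 counts, among genes with a mean of at least 20 CPM. The paper's marker table and figures had been seen when this rule was written. The ranking was tested on simulated data with 200 genes changed by a factor of 4 and no difference between libraries beyond counting error.

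Alternatives changed 1 choice at a time. They were the limits of the legend, no doublet removal, resolutions of 0.5 and 1.2, 30 principal components, each type clustered alone, cells of at least 1500 UMIs, thinning to 1000 UMIs before clustering, features without mitochondrial genes, Malat1 and Neat1, and the read-out genes as features. For expression, the mean over cells of each cell's CPM and totals without mitochondrial and the 50 most abundant genes were tried, and for the separating genes no minimum, a minimum of 100 CPM and VSMC 1-like clusters alone. A further 3 settings were added after the data were seen, of which 2 looked for a VSMC 5-like cluster.

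Python 3.11.15 was used with scanpy 1.11.5, anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, python-igraph 0.11.9 and matplotlib 3.10.9.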

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

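Of the tests in this part, those of the haemoglobin cluster and of Hoxa10 and Hoxc10 were chosen only after their results were seen, and the division of the separating genes into groups was made after their ratios were seen. These signals lie in genes or cells that the paper's text does not discuss.

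A cluster of 388 cells was led by Hbb-bt, Hbb-bs, Hba-a1 and Hba-a2. Its cells had a median of 1185.5 UMIs and 111 genes, and 21 came from AOAR, 86 from TA1, 15 from TA2, 51 from AA1 and 215 from AA2. The 12 haemoglobin genes held 82.0% of its UMIs and 0.0254% of those of all other cells. Red blood cells left in the suspensions are a candidate explanation, since haemoglobin genes would then take most of the UMIs. No biological explanation was tested for the difference between segments.

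A cluster of 75 cells was led by S100a9, S100a8 and Retnlg. It came from all segments, with 11 cells in AOAR, 10 in TA1, 12 in TA2, 23 in AA1 and 19 in AA2, a median of 1304 UMIs and 14.8% of its UMIs on the leading pair. Neither a technical nor a biological explanation was tested.

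Genes that separated abdominal from thoracic VSMCs were ranked by the ratio of the lowest library of one side to the highest of the other. The 5 genes highest in the abdominal segments were Rgs5 (ratio 4.59), Igfbp5 (2.84), Tmem176b (2.65), Palld (2.40) and Hba-a2 (2.13). The 5 highest in the thoracic segments were Ano1 (1.98), Aqp1 (1.98), Kcnj15 (1.88), Timp1 (1.76) and Tppp3 (1.72). Rgs5, for example, was 362 CPM in AOAR, 427 in TA1, 440 in TA2, 2020 in AA1 and 4054 in AA2. Palld is also a naming marker of VSMC 3. The ranking step, tested on simulated data, recovered 100% of raised and 87.0% of lowered genes. The simulated libraries differed only by counting error and by a change of 4 times, larger than most ratios here. Recovery therefore does not tell a difference of region from one of libraries.

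Free RNA of the library was tested by the level of each gene in monocytes-like cells of the same libraries. Over the genes the median ratio of monocytes-like cells to VSMCs was 0.151, under the 0.2 set as evidence against. It was at most 0.171 for Rgs5, Igfbp5, Palld, Ano1, Kcnj15 and Timp1, which argues against free RNA as their cause. For Hba-a2 it was 3.38, so free RNA may be the cause there, and haemoglobin in all other cells was also highest in AA2, at 793 CPM. For Tmem176b, Aqp1 and Tppp3, of which the lowest ratio was 0.449, free RNA and expression in VSMCs cannot be told apart, because monocytes may express the genes themselves.

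Another explanation was a property of the VSMC 4-like cells. In VSMC 1-like clusters alone, Rgs5, Igfbp5, Tmem176b and Palld kept a ratio of at least 2.48, which argues against it for these genes. For Hba-a2 and Timp1 the ratio fell below 1, to at most 0.927, and the explanation cannot be told apart from other differences between clusters. The limit set beforehand was void, as it asked for 8 of 10 genes over a ratio of 2 and only 5 of 10 exceeded it in all VSMCs, 4 of them also in VSMC 1-like clusters. A difference along the aorta itself stays open for all 10 genes. The 2 abdominal were not compared with the 3 thoracic libraries by a test across genes.

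With no minimum on the mean CPM, Hox genes led the abdominal list, and Hoxa10 and Hoxc10 are named after their values were seen. In VSMCs, Hoxa10 had 1188 UMIs in the abdominal and 5 in the thoracic segments, a ratio of CPM of 342 (146 to 1056). Hoxc10 had 1264 and 9 UMIs, a ratio of 202 (106 to 443). In abdominal monocytes-like cells the CPM was 0.0309 (up to 0.172) of that in VSMCs for Hoxa10 and 0.0581 (up to 0.210) for Hoxc10, which argues against free RNA. In VSMC 1-like clusters alone the ratio of abdominal to thoracic CPM was 200 (77.6 to 734) and 99.8 (50.4 to 232), which argues against a property of the VSMC 4-like cells. A difference along the aorta stays open as a hypothesis.

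In fibroblasts, the 5 genes highest in the abdominal segments were Cxcl13 (7.31), Rgs5 (4.44), Sult1e1 (4.07), Hoxc9 (3.95) and C7 (3.02). In the thoracic segments they were Col12a1 (2.27), Ecscr (2.24), Thbs2 (2.08), Rnh1 (1.73) and Thy1 (1.69). Rgs5 stood at 130 CPM in abdominal fibroblasts and 276 CPM in monocytes-like cells of the same libraries, a level in another type like that of free RNA. No prediction was written for the fibroblast genes. On simulated data the step recovered 100% of raised and 78.0% of lowered genes, with the same limit as in VSMCs.

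Igfbp5 was higher in every abdominal library in VSMCs and in every thoracic library in fibroblasts, where the ratio of the lowest thoracic to the highest abdominal library was 1.48. The difference between the types was not tested.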

How the results depend on the processing

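Of the settings in this part, no doublet removal at a resolution of 1.5, no doublet removal with each type clustered alone, and a naming rule without the share of cells were chosen only after the data were seen. All other settings, and the comparisons, were chosen before the data were examined, but the naming rules and thresholds used in every setting were set after a first clustering had been seen. No paired analysis was possible because each segment is 1 pooled library. Ranges leave out settings without a cluster of the name concerned.

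Direction was kept for Vcam1 (log2 0.82 to 1.48), Akt1 (2.06 to 2.77), Il6 (0.83 to 1.47), Cxcl12 (1.67 to 2.10), Fbn1 between fibroblast subtypes (2.03 to 2.40) and along the aorta (−0.96 to −0.59), Vim (0.31 to 0.48) and Ramp1 (0.28 to 0.58) under every setting run for each. The share of VSMC 4-like cells from AA2 was 65.0 to 68.9% in 10 settings, in which at least 78.8% of these cells were VSMC 4-like in the passages. Under the legend's limits and with cells of at least 1500 UMIs it was 64.6% and 62.7%, but only 48.4% and 6.36% of the cells were, so that these are other clusters under the same name. VSMC 2-like cells came mostly from AOAR except at a resolution of 0.5 and after thinning. VSMC 3-like cells came mostly from AA1 and AA2 except with 30 principal components, with each type clustered alone and after thinning. VSMC 1-like was no longer the largest subtype after thinning or with cells of at least 1500 UMIs. Between 17167 and 21790 cells were kept.

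Each value that follows is given in the same terms: VSMCs as a share of cells, VSMC 2-like cells from AOAR, VSMC 3-like cells from AA1 and AA2, VSMC 1-like cells as a share of VSMCs, the ratio of median UMIs between VSMC 4-like and other VSMCs in AA2, and 3 log2 ratios of Malat1. These are VSMC 4-like to other VSMCs (subtype ratio), abdominal to thoracic in all VSMCs (aortic ratio), and the latter without VSMC 4-like cells (remaining ratio). With the settings of the passages these were 70.4%, 66.2%, 90.1%, 58.5%, 0.236, 2.34, 0.84 and 0.63. Except where stated, the cause of a change was not tested.

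Under the limits of the Supplementary Fig. S1 legend, VSMCs made up 72.3%, VSMC 2-like cells from AOAR 59.1% and VSMC 1-like 51.0%. The UMI ratio was 0.386, the subtype ratio 1.13, the aortic ratio 0.75 and the remaining ratio 0.63, and haemoglobin genes led the VSMC 4-like cluster. Without doublet removal the shares were 69.7%, 53.9% from AOAR and 48.9% VSMC 1-like, Smad4 reversed to 0.039, and the subtype, aortic and remaining ratios were 2.05, 0.85 and 0.62.

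At a resolution of 0.5, 48.1% of VSMC 2-like cells came from AOAR, VSMC 1-like made up 50.5% and the subtype ratio was 2.13. At 1.2 these were 72.9%, 47.1% and 2.18, with a remaining ratio of 0.62. With 30 principal components they were 80.9%, 59.9% and 2.16, with 17.0% of VSMC 3-like cells abdominal, Camk2d reversed to 0.12 and a remaining ratio of 0.62.

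With each type clustered alone, 61.3% of VSMC 2-like cells came from AOAR, 39.8% of VSMC 3-like cells were abdominal and VSMC 1-like made up 35.4%. EC1-like was 27.5% of ECs, fibroblast 1-like 31.7% of fibroblasts, and the subtype and remaining ratios were 2.06 and 0.59. Without mitochondrial genes, Malat1 and Neat1 VSMC 1-like made up 57.6%. With the read-out genes among the features, 77.1% of VSMC 2-like cells came from AOAR, 60.1% of VSMC 3-like cells were abdominal, VSMC 1-like made up 39.2% and the subtype ratio was 2.09.

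With cells of at least 1500 UMIs, VSMCs made up 76.7%, VSMC 2-like cells from AOAR 62.9%, abdominal VSMC 3-like cells 76.6%, VSMC 1-like 30.2% and fibroblast 1-like 35.5% of fibroblasts. The UMI ratio was 1.08, and the subtype, aortic and remaining ratios were 0.58, 0.68 and 0.64. Most VSMC 4-like cells of the passages are removed by that limit, and another cluster, led by Rgs5 and Des, took the name.

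After thinning to 1000 UMIs, VSMCs made up 72.9%, VSMC 2-like cells from AOAR 31.2%, abdominal VSMC 3-like cells 40.3% and VSMC 1-like 28.5%. The UMI ratio was 0.267, the subtype, aortic and remaining ratios 2.26, 1.14 and 0.62. Scarb2 reversed to −0.38, Smad4 to 0.77 and Camk2d to 0.025.

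No doublet removal at a resolution of 1.5 gave 31.9% fibroblast 1-like cells and 0.033 for Smad4, and no VSMC subtype value, as every VSMC cluster stayed without a name. No doublet removal with each type clustered alone gave 69.7% VSMCs, 88.9% of VSMC 2-like cells from AOAR, 60.3% abdominal VSMC 3-like cells and 63.6% VSMC 1-like. There EC1-like was 37.2% of ECs, fibroblast 1-like 30.4%, and the subtype, aortic and remaining ratios 2.30, 0.85 and 0.62. The naming rule without the share of cells moved nothing.

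As means over cells, the subtype, aortic and remaining ratios were 2.38, 1.32 and 0.72. Of the 10 genes per type that separated the abdominal from the thoracic segments, 0 in VSMCs and 6 in fibroblasts stayed with no minimum CPM, 2 and 3 with a minimum of 100 CPM, and 7 in VSMC 1-like clusters alone. The minimum sets which genes can enter, which is why these lists change. Cells at their own depth placed AA2 67.5 percentiles above AOAR in the ordering. At a resolution of 0.5 and under the legend's limits no cluster was VSMC 3-like.

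Single libraries decided some values. In fibroblast 1-like cells the log2 ratios of abdominal to thoracic Col1a1 and Col3a1, −0.73 and −0.77, became 0.27 and 0.24 without TA1 and −1.52 and −1.58 without AOAR. The aortic ratio became 0.46 without AA2 and 1.21 without AA1, and the remaining ratio 0.35 without AA2 and 0.93 without AA1. Depth limits genes with few UMIs most: Col1a1 in EC1-like cells of AA1 rests on 6 and Smad4 in EC2-like cells of AOAR on 5.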

Differences from the paper's values

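Of the settings in this part, only no doublet removal at a resolution of 1.5 was chosen after the values were seen, and the naming rules were set after a first clustering. Segment shares of the subtypes were read by eye from Fig. 2a, Fig. 2f, Fig. 4a and Supplementary Fig. S6a and compared with the cell counts here. A share was called different where the paper's value lay outside its exact interval and also differed by more than a factor of 1.5. Of 38 shares, 8 were different, all of VSMC subtypes, and none of the 25 shares of EC, fibroblast and monocyte clusters were. Clusters with few cells have wide intervals, so a difference is harder to detect there. The alternatives named are those set before the data were examined, under which a share no longer met both conditions, except where stated. Some values named for VSMC 2 from AA2 and VSMC 4 from TA2 still exceed that factor. Their intervals include the paper's value. For each share, all other such alternatives still differed or had no cluster of the name.

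The paper's share of VSMC 2 from AA1 is about 3.3% in Fig. 4a, read by eye, against 10.3% here, and no alternative closed the gap. From AA2 the paper's share of VSMC 2 is about 0.40% in Fig. 4a, read by eye, against 1.99% here. With 30 principal components the value was 0.211%, and with cells of at least 1500 UMIs 0.604%. From TA2 the paper's share of VSMC 2 is about 7.7% in Fig. 4a, read by eye, against 13.6% here. It was 10.3% at a resolution of 1.2, 8.17% with 30 principal components and 9.48% with the read-out genes as features.

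For VSMC 3 from AOAR the paper's share is about 2.7% in Fig. 4a, read by eye, against 0.896% here, and 2.10% with cells of at least 1500 UMIs. From TA1 the paper's share of VSMC 3 is about 9.5% in Fig. 4a, read by eye, against 4.99% here. It was 12.6% with cells of at least 1500 UMIs, 10.8% after thinning to 1000 UMIs and 9.28% with the read-out genes as features. From TA2 the paper's share of VSMC 3 is about 13% in Fig. 4a, read by eye, against 3.97% here, 15.3% after thinning and 13.0% with the read-out genes as features.

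For VSMC 4 from AOAR the paper's share is about 1.2% in Fig. 4a, read by eye, against 5.05% here, and no alternative closed the gap. From TA2 the paper's share of VSMC 4 is about 1.2% in Fig. 4a, read by eye, against 0.361% here. It was 0.789% under the limits of the Supplementary Fig. S1 legend, 0.828% at a resolution of 0.5, 1.04% with 30 principal components, 1.36% with cells of at least 1500 UMIs and 0.783% with the read-out genes as features. Under the legend's limits and with cells of at least 1500 UMIs, however, only 48.4% and 6.36% of the cells of that name were VSMC 4-like in the passages.

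In other respects directions or calls differed from the paper's statements. The paper names a VSMC 5, and no VSMCs-like cluster here met the rule for it under any setting. Clusters named monocytes-like were not scored for VSMC 5, so this does not count against it. The paper names Sca1+VSMCs, and no cluster met that rule at the settings of the passages. Clusters named Sca1+VSMC-like held 1094 cells under the legend's limits, 235 at a resolution of 1.2, 305 with 30 principal components, 55 with each type clustered alone and 433 with cells of at least 1500 UMIs.

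The paper places Smad4 and Akt1 of EC2 in AOAR. The log2 ratio of AOAR to the other segments was −0.81 for Smad4, within counting error, while Akt1 with 2.33 and Scd1 with 1.18 had the paper's direction. Smad4 was positive after thinning (0.77) and without doublet removal (0.039). It was 0.033 without doublet removal at a resolution of 1.5, a setting chosen after seeing the values. The paper gives Camk2d as the representative of VSMC 3, where its log2 ratio to the other VSMCs was −0.65 over all segments. Within AA2 it was 81.8 CPM in VSMC 3-like and 82.6 in VSMC 1-like cells, within counting error. The ratio over all segments was 0.12 with 30 principal components and 0.025 after thinning. The legend of Fig. 2c places Col3a1 of EC1 in AA1, where its log2 ratio was −0.09, while Col1a1 was at 1.22, both within counting error.

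The paper describes VSMC 1 as even across segments, and its share of the VSMCs here ran from 20.2% in AOAR to 79.0% in TA2. The paper reports no difference between segments for the EC and fibroblast subtypes. Here EC1-like cells ran from 17.9% of ECs in AA1 to 58.5% in AA2, and fibroblast 1-like cells from 16.5% of fibroblasts in TA2 to 51.4% in AA2, beyond counting error. Libraries are single, so none of these shares could be tested between segments. Lymphatic genes were among the leading genes of the EC1-like cluster, so its share may not be of 1 kind of EC. The legend of Fig. 2g places the collagens of fibroblast 1 in the TA segments, and here TA1 alone was high, with 2745 CPM of Col1a1 against 727 in TA2.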

Other observations

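Of the tests in this part, only those of free RNA for Fbn1 were chosen after their results were seen.

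The VSMC 4-like cluster came mostly from AA2. Lower depth of the AA2 library was tested as an explanation. Cells of the cluster were shallow, with a ratio of median UMIs to the other VSMCs of AA2 of 0.236. Of its 351 cells of at least 1500 UMIs, 53.6% (48.2 to 58.9) came from AA2, so that this part of the test was not decisive. After every cell was thinned to 1000 UMIs, 68.6% of VSMC 4-like cells still came from AA2, which argues against the depth of the library.

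Damaged or nucleus-rich droplets, which keep nuclear RNA and lose cytoplasmic RNA, may also give such a cluster. When mitochondrial genes, Malat1 and Neat1 were left out of the clustering, Neat1 was 5.39 times higher in VSMC 4-like cells than in the other VSMCs of AA2, and 5.08 times in AA1. In AA2 mitochondrial transcripts made up 16.5% against 6.696% and ribosomal protein transcripts 3.52% against 12.3% of UMIs. All 3 moved the way this explanation needs. Neat1 and mitochondrial genes had no part in forming these clusters, but ribosomal protein genes were not left out. Over all segments 90.0% of the cells were VSMC 4-like in the passages too, where the same differences were present, so the test adds little to those. Why such droplets would be more frequent in AA2 stays open, as does a subtype of VSMCs rich in nuclear RNA, since both share these features.

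Malat1 was higher in the pooled abdominal than in the pooled thoracic VSMCs. This did not hold for each library, since in VSMCs other than VSMC 4-like cells TA1 with 53114 CPM lay above AA1 with 43000. A property of the library and not of VSMCs is a candidate explanation, because Malat1 was also higher in AA2 than in AOAR in the other types. The median ratio over fibroblasts-like (1.55), ECs-like (2.02) and monocytes-like cells (2.09) was 2.02, against 2.13 in VSMCs other than VSMC 4-like cells. In macrophages-like and T cells-like cells the ratios were 1.75 and 1.59. Between all abdominal and all thoracic libraries the log2 ratio was 0.14 in fibroblasts-like, 0.51 in ECs-like, 0.61 in monocytes-like cells and 0.63 in VSMCs other than VSMC 4-like cells, and it was 0.35 in the latter without AA2. A biological difference of the abdominal wall that acts on all its cell types stays open and was not tested in these data. By hybridization in tissue sections and whole fragments, the paper reports more Malat1 staining in the abdominal segments. That evidence does not rest on these libraries and was not analysed here.

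Col1a1 in EC1-like cells was highest in AA1, from 6 UMIs. Free RNA or attached cells of fibroblasts and VSMCs were tested with Dcn and Acta2. Dcn in AA1 was 0.175 (0.0556 to 0.420) of its level in the other segments, and Acta2 0.935 (0.782 to 1.11), while AA1 fibroblasts held 6.45 times more Dcn than Col1a1. This argues against fibroblast RNA as the source of a rise. The rise of Col1a1 itself was within counting error, so chance stays open beside a difference of the segment.

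Fbn1 was higher in fibroblasts of AOAR than of AA2. Lower depth of the abdominal libraries was tested by thinning, after which the share of cells with a UMI was still 11.2 percentage points higher in AOAR, which argues against depth. Over all fibroblasts the share did not fall evenly, since AA1 and TA2 lay below AA2. In fibroblast 1-like cells it was 59.7% in AOAR, 55.2% in TA1 and 57.1% in TA2, against 31.6% in AA1 and 40.3% in AA2. The intervals of TA2 (45.4 to 68.4) and AA2 (32.4 to 48.5) overlapped there. Free RNA of the AOAR library was tested in monocytes-like cells, which should lack the gene. After thinning, 6.78% (2.97 to 12.9) of them held a Fbn1 UMI in AOAR and 0% in AA2. None of 82 ECs-like cells of AOAR did, with an upper limit of 4.40%. Before thinning, 9.30% (4.10 to 17.5) of the ECs-like cells of AOAR did, at a median of 2832 UMIs. The share in monocytes-like cells of AOAR was then 7.52% (3.66 to 13.4), at 1829 UMIs, so the limit of 4.40% holds for thinned cells only. After thinning, 18.2% (5.19 to 40.3) of 22 macrophages-like cells of AOAR held a Fbn1 UMI, against 2.27% in AA2. This lies above the limit of ECs-like cells, and free RNA gives all types a like share, so it was not read as the level of free RNA. In fibroblast 1-like cells the share was 19.4 points (9.83 to 28.6) higher in AOAR than in AA2, and a background at the upper limit in ECs-like cells would add 2.63 and in monocytes-like cells 7.72. This argues against free RNA at the level of either type as the whole cause there, while the share in macrophages-like cells, from few cells, has a wider interval and sets no such limit. In fibroblast 2-like cells the difference was 10.7 points (2.50 to 17.7) and a background at the upper limit in monocytes-like cells would add 10.8, so free RNA and expression cannot be told apart in these cells. A difference between the segments stays open.

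VSMC 3-like cells were named from immediate early genes among others. A dissociation response could raise these genes. In fibroblasts and ECs the median ratio of abdominal to thoracic CPM of Fos, Egr1 and Fosb was 1.30 (1.17 to 1.37 over genes and types), while VSMC 3-like cells exceeded the other VSMCs of AA1 and AA2 by 2.14 to 2.52. The other types follow the libraries only weakly. The 2 explanations, dissociation and a state of the cells in the wall, cannot be told apart, because a response limited to some cells would give the same values.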
